# RNA degradomes reveal substrates and importance for dark and nitrogen stress responses of Arabidopsis XRN4

**DOI:** 10.1093/nar/gkz712

**Published:** 2019-08-20

**Authors:** Vinay K Nagarajan, Patrick M Kukulich, Bryan von Hagel, Pamela J Green

## Abstract

XRN4, the plant cytoplasmic homolog of yeast and metazoan XRN1, catalyzes exoribonucleolytic degradation of uncapped mRNAs from the 5′ end. Most studies of cytoplasmic XRN substrates have focused on polyadenylated transcripts, although many substrates are likely first deadenylated. Here, we report the global investigation of XRN4 substrates in both polyadenylated and nonpolyadenylated RNA to better understand the impact of the enzyme in Arabidopsis. RNA degradome analysis demonstrated that *xrn4* mutants overaccumulate many more decapped deadenylated intermediates than those that are polyadenylated. Among these XRN4 substrates that have 5′ ends precisely at cap sites, those associated with photosynthesis, nitrogen responses and auxin responses were enriched. Moreover, *xrn4* was found to be defective in the dark stress response and lateral root growth during N resupply, demonstrating that XRN4 is required during both processes. XRN4 also contributes to nonsense-mediated decay (NMD) and *xrn4* accumulates 3′ fragments of select NMD targets, despite the lack of the metazoan endoribonuclease SMG6 in plants. Beyond demonstrating that XRN4 is a major player in multiple decay pathways, this study identified intriguing molecular impacts of the enzyme, including those that led to new insights about mRNA decay and discovery of functional contributions at the whole-plant level.

## INTRODUCTION

Cytoplasmic mRNA decay is an important post-transcriptional step for controlling gene expression and eliminating undesirable or aberrant RNA. It is a complex process involving multiple pathways (1–3). A key first step in the process for many eukaryotic mRNAs is deadenylation down to an oligoA tail of about 15 nucleotides or less (1,3). Deadenylated RNA can either be degraded in the 3′ to 5′ direction by the multimeric exosome complex or 5′ to 3′ after decapping (2). RNA can also be degraded in the 3′ to 5′ direction by exoribonuclease SOV (DIS3L2) (4–6). The decapping complex (DCP1/DCP2/VCS) removes the cap structure, producing a 5′ monophosphorylated RNA, the preferred substrate of the major cytoplasmic 5′ to 3′exoribonuclease XRN1 or, in plants, XRN4 (3,7). Alternative pathways exist in which transcripts bypass deadenylation and undergo decapping followed by decay by XRN1 (e.g. during nonsense-mediated decay, NMD) or are cleaved internally (e.g. during small RNA-directed argonaute (AGO) cleavage) and are degraded exonucleolytically from the cleaved ends (2,8–13).

XRN4, discovered in Arabidopsis, is the plant functional homolog of XRN1. Although it is an ortholog of the nuclear XRN2/RAT1 of metazoans and yeast, XRN4 has a deletion in the nuclear localization sequence and resides in the cytoplasm (12,14). Accordingly, XRN4 has 5′ to 3′ exoribonuclease activity when expressed in yeast and in contrast to the Arabidopsis nuclear enzymes, XRN2 and XRN3, fails to complement an *xrn2/rat1* mutant (14–16). It was the functional characterization of Arabidopsis XRN4 that led to the first report of an XRN enzyme degrading downstream intermediates from small RNA-guided cleavage, a function common to XRN1 (12,17).

In contrast to animals, plant miRNAs typically guide cleavage of their target by an AGO protein that generates a 5′ monophosphorylated downstream fragment that can be validated by sequencing. To do this on a global scale in wild-type (WT) and *xrn4* mutant Arabidopsis plants, parallel analysis of RNA ends (PARE) was developed (18,19). Although most previously validated miRNA targets could be detected by PARE in WT, *xrn4* increased the sensitivity of detection for some that were otherwise amidst the background (19,20).

One prominent process of mRNA decay involving at least XRN1 is nonsense-mediated decay (NMD) (21–26). Aberrant mRNAs with premature termination codons (PTCs) are the most well-known targets of NMD. These transcripts are usually subject to 5′ to 3′ decay following decapping in fungi or following endoribonucleolytic cleavage by SMG6 (or decapping) in metazoans (27–30) prior to XRN1-mediated decay (9). Although SMG6 is lacking in both plants and fungi, the universal NMD factor UPF1 is essential for NMD in eukaryotes in general. NMD can also target normal transcripts with other features such as introns downstream of stop codons, long 3′ UTRs, or upstream ORFs (uORFs, some of which are conserved peptide uORFs and designated CPuORFs) (21,26,31). These features are often found in transcripts elevated in Arabidopsis *upf1* mutants (31,32). Recently, it was proposed that XRN4 does not play a major role in plant NMD because expression of PTC-containing reporter transcripts appeared unchanged in an *XRN4*-silenced line of *Nicotiana benthamiana* (33). However, given that all NMD targets do not require all the same NMD factors for their degradation (34–36) and some plants have different complements of NMD factors (26,33,37–39), the study of endogenous NMD targets in *xrn4* is warranted.

In contrast to NMD, which is often initiated without deadenylation, the first step in current models for the turnover of many mRNAs degraded by XRN1 or XRN4 is deadenylation (see Figure 1 in 2,3,40–42). Yet transcriptomic approaches, such as microarray, tiling array and RNA-seq, have nearly always relied on polyadenylated RNA and occasionally total RNA to investigate cytoplasmic XRNs. The situation is similar for RNA degradome approaches including PARE, GMUCT (Genome-wide mapping of uncapped and cleaved transcripts), 5′Seq etc., except that the use of total RNA is much more limited and no study has included separate polyadenylated and nonpolyadenylated mRNA fractions (12,19,43–51). In particular, an in-depth analysis of deadenylated RNA has the potential to reveal novel substrates of XRN4. In either RNA fraction, XRN4 substrates should overaccumulate in *xrn4* mutants after they are decapped.

**Figure 1.**
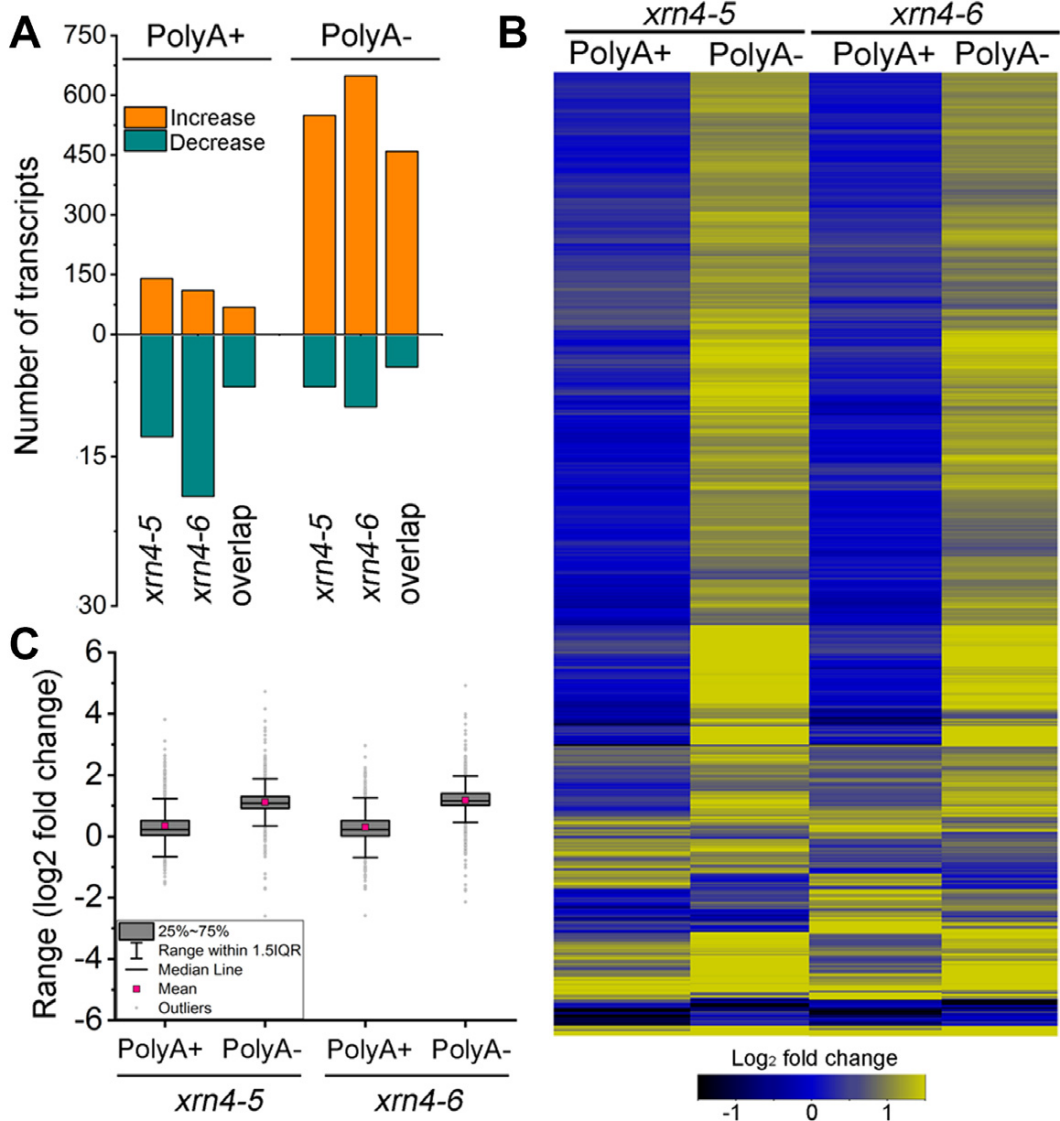
Elevation of many nonpolyadenylated transcripts in *xrn4* seedlings. (**A**) Histograms show the number of protein-coding transcripts that are either increased or decreased (≥2 fold i.e. log_2_≥ ±1); FDR-adjusted *P*< 0.05) in two *xrn4* mutants relative to the WT (Col-0) in polyA+ and polyA- RNA-seq. Overlap, number of differentially accumulating transcripts that are in common between the mutants. (**B**) The heat map illustrates the fold changes in the *xrn4* mutants of differentially accumulating transcripts (Supplementary Dataset S1). (**C**) Box plots show the range of fold changes in *xrn4* mutants for differentially accumulating transcripts described in panel (B).

At the organismal level, loss of XRN4 has minimal effects under normal physiological conditions. Changing the growth conditions has revealed deficiencies, for example, with respect to hormones. Loss-of-function mutants of *XRN4* are also referred to as *ein5* or *ain1*, in addition to *xrn4*, because they are insensitive to ethylene (12,16,52,53). The phenotype is likely due to elevated levels of *EIN3 BINDING F-BOX PROTEIN1* (*EBF1)* and *EBF2*, possibly as a result of reduced 3′UTR-dependent translational repression of these mRNAs (54,55). It has been reported that *xrn4* mutants also display altered sensitivity to auxin and abscisic acid (ABA) treatments (56,57). XRN4 is also critical for the response to heat stress and the accelerated decay of a number of RNAs (49,58).

The hypothesis underlying this work was that the identification of XRN4 substrates on a global scale would enable the discovery of new biological impacts of the enzyme and lead to new post-transcriptional mechanistic insights. Here, we report on the substrates and functional importance of XRN4 identified by analyzing the RNA transcriptome and degradome of Arabidopsis seedlings using polyadenylated and nonpolyadenylated RNA. Transcripts with shortened polyA tails (deadenylated) represented the majority of XRN4 substrates. The use of PARE and a variation called Cap-PARE (C-PARE) facilitated the identification of many deadenylated and polyadenylated substrates of XRN4 that were decapped, having 5′ ends precisely corresponding to cap sites. Prominent among these were transcripts known to function in photosynthesis and during responses to nitrogen (N), hormones and environmental stresses. Further, we show the loss of XRN4 results in increased sensitivity of Arabidopsis to prolonged darkness. XRN4 was also found to be required for normal lateral root responses during N resupply. The degradomes from polyadenylated and deadenylated RNA provided other insights, including clear evidence for involvement of XRN4 in NMD. Transcripts with CPuORFs and those elevated in *upf1* and *upf3* were found among XRN4 decapped substrates. Further, *xrn4* overaccumulates polyadenylated 3′ fragments of some NMD targets reminiscent of SMG6 cleavage products, an observation not previously reported in plants.

## MATERIALS AND METHODS

### Plant materials and growth conditions

Arabidopsis (*Arabidopsis thaliana*) ecotype Col-0 (WT), *XRN4* T-DNA insertion lines (*xrn4–5* (59) and *SALK_014209* (60)), *xrn2–1xrn3–3* (60) and *upf1–1* (61) in the Col-0 background were used. In several studies (58,62–64) including ours, SALK_014209 is referred to as *xrn4–6* but is also called *xrn4–3* in other studies (53,65,66). Seeds were surface-sterilized with 70% (v/v) ethanol followed by 50% (v/v) commercial bleach. After 2 days of stratification at 4°C, surface sterilized seeds were plated on germination medium containing, 1× Murashige and Skoog (MS) salts, 1× B5 Vitamin mix, 1.0% (w/v) sucrose, 0.5% (w/v) 2-(N-morpholino)ethanesulfonic acid (MES) and 1% (w/v) agar, adjusted to pH 5.7 (46). Seeds were germinated and grown for 14 d under long-day conditions of 16-h light/8-h dark at 21°C. For the dark experiments, 14 d plants were wrapped in aluminum foil and placed in a closed box for duration indicated, while control plants were grown in normal long-day conditions. For dark-induced senescence assays, fully expanded rosette leaves from 4-week-old soil-grown plants were detached and incubated in Petri plates with filter paper pre-wetted with 3 mM MES-KOH adjusted to pH 5.7. Plates were left at 21°C for 4 days under photoperiod control conditions or wrapped in aluminum foil and left in darkness. For N starvation and resupply, all plants were grown vertically on 1.2% (w/v) agar-solidified media. Uniformly grown seedlings (∼2 cm of primary root length) after an initial 7 d growth on germination medium were transferred to modified MS as described previously (67), i.e. N-replete medium with N in the form of 2.0 mM NH_4_NO_3_ and 1.9 mM KNO_3_ and N-starvation medium (substituting N with equimolar KCl) for 7 d. Seedlings were then transferred back to N-replete medium as N-resupply for 7 d. After resupply, roots were carefully spread to reveal architectural details and scanned at 600 dpi. The ImageJ program (imagej.nih.gov/ij/) was used to analyze lateral root number and primary root length. Soil-grown plants were used for harvesting mixed stage inflorescence (46) after 5 weeks of growth in a chamber under normal long-day conditions as mentioned above. For RNA half-life experiments, 2-week-old WT and *xrn4–5* seedlings were transferred to a liquid germination medium as described above. After a 30-min incubation, cordycepin (3-deoxyadenosine, Sigma-Aldrich) was added to the medium to a final concentration of 0.6 mM and vacuum infiltrated for 45 s (at time 0). Tissue samples were harvested at regular intervals thereafter and frozen in liquid nitrogen.

### Library construction and analysis

Construction, sequencing summary statistics and analysis of RNA-seq and PARE libraries are described in Supplementary Experimental Procedures.

### RNA analysis

#### Northern blots

Total RNA (10 μg) and/or fractionated RNA (polyA+ and/or polyA-) were resolved on 1.2% formaldehyde-agarose denaturing gels. Blots were transferred to Hybond N+ membrane and hybridizations were carried out in a sodium phosphate buffer (68) overnight at 65°C with random-primed ^32^P-dCTP labeled DNA probes. All membranes were washed with 2× SSC, 0.1% SDS for 10 min at 65°C followed by one or two washes of 0.2× SSC, 0.1× SDS for 10 min at 65°C. The Typhoon system (GE Health Sciences) was used for analyzing signal intensities. Membranes were stripped at least twice in boiling 0.1% SDS for 20 min between hybridizations. All northern blot results presented are representative of two independent biological experiments.

#### Quantitative RT-PCR

Total (1 μg) or polyA+ RNA (100 ng) was reverse-transcribed with random decamer primer using SuperScript II. qRT-PCR was performed on BioRad CFX96 Touch Real-Time PCR using Premix Ex Taq SYBR Green (Clontech Inc.). Relative levels were computed by the 2^−ΔΔ*C*t^ method of quantification (69) and normalized to *UBC* (AT5G25760) (70). All qRT-PCR experiments were performed with three technical replicates from two or more biological replicates as per the corresponding figure legends. Statistical differences between means were determined using nonparametric Mann–Whitney *U* test. Splinted-ligation assays are described in the Supplementary Experimental Procedures.

#### RNA half-life

Half-lives were determined essentially as described by (71). The rate of RNA decay (*k*_decay_) was calculated by regression analysis across multiple time points (0, 15, 30 and 60 min) and half-lives (*t*_1/2_) were calculated by the equation *t*_1/2_ = 0.693/*k*_decay_.

### Chlorophyll estimation

Total chlorophyll from leaves or whole seedlings were extracted in the dark using 100% methanol for 16 h with gentle shaking at 4°C. The extracts were then diluted (1:1) in methanol and absorbance was measured at OD_652_ and OD_665_, where OD is optical density. Total chlorophylls (Chls) were estimated as described (72) with the following equation: Total Chls *a* + *b* (μg /ml) = (22.12 OD_652_ + 2.71 OD_665_), normalized to g fresh-weight.

## RESULTS

### Many deadenylated mRNAs are elevated in mutants lacking XRN4

To better understand the impact of XRN4 in Arabidopsis seedlings, endogenous substrates of the enzyme were investigated on a global scale. We postulated that XRN4 substrates may be prominent in the deadenylated component of the RNA degradome, a situation that would necessitate new RNA degradome methodology. Therefore, at the first step a simpler RNA-seq experiment was used to evaluate the deadenylated transcriptome. Strand-specific libraries were made from separate polyA+ (polyadenylated) and polyA- (nonpolyadenylated) RNA fractionated from the total RNA of WT (Col-0) and two well-studied T-DNA insertion mutants of *XRN4, xrn4–5* and *xrn4*–6. 

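The RNA came from 14-day-old seedlings of WT, *xrn4-5* and *xrn4-6*. For each genotype and fraction, RNA-seq libraries were made from 2 replicates, which gives 12 libraries in all. The authors trimmed the reads, aligned them to the TAIR10 genome with TopHat and counted fragments per gene with Cuffdiff. The values deposited by the authors are Cuffdiff's expected counts, scaled between libraries by Cuffdiff, with 1 value per gene, genotype and fraction beside a variance from its model. The 2 replicate libraries are pooled in each value, so no spread between replicates could be computed here. The counts summed to 19381587 in WT, 19655266 in *xrn4-5* and 19407156 in *xrn4-6* for polyA+ RNA. For polyA- RNA, they summed to 11103372 in WT, 12263877 in *xrn4-5* and 13112086 in *xrn4-6*. Chloroplast and mitochondrial genes held 39.8% of the polyA- counts in WT, 31.0% in *xrn4-5* and 35.6% in *xrn4-6*, and 0.231%, 0.223% and 0.248% of the polyA+ counts. Nuclear protein-coding genes with 100 or more counts in WT or in both mutants were examined, 15066 for polyA+ RNA and 12088 for polyA- RNA. The SD that follows from the authors' variance was 23.4% of the count for the median gene in polyA+ WT. Fold changes are the mutant's count over the WT count. A transcript was taken as elevated at 2-fold or more, and as decreased at the same fold in the other direction. *XRN4* itself (AT1G54490) lies on chromosome 1 of TAIR10.1 from 20350109 to 20356916. Its polyA+ count was 1627 in WT, 2164 in the libraries labelled *xrn4-5* and 2147 in those labelled *xrn4-6*. Its polyA- counts were 806, 1130 and 1023 in the same order.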

(Supplementary Experimental Procedures). This approach would not report on XRN4 substrates directly. However, the distribution of overaccumulating transcripts in *xrn4* mutants would indicate if polyA+ and polyA- types of RNA degradome libraries should be valuable for doing so.

The RNA-seq data were analyzed using the Tuxedo suite (73,74). Differentially accumulating protein-coding transcripts in each mutant relative to the WT were identified from each experiment (polyA+ or polyA-). 

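Of the 15066 genes examined for polyA+ RNA, 133 were elevated in *xrn4-5* and 108 in *xrn4-6*. Fewer were decreased, with 15 in *xrn4-5*, 22 in *xrn4-6* and 7 in both mutants. The median gene had a ratio to WT of 1.02 in each mutant. The alternative that moved these counts most was a two-sided test of the log ratio with the variance deposited by the authors. At a Benjamini-Hochberg adjusted p under 0.05, it left 3 elevated transcripts in *xrn4-5* and 0 in *xrn4-6*. At an unadjusted p under 0.05, it left 116 and 88. Among genes with 100 or more counts in each mutant, *MRD1* (AT1G53480, chromosome 1 of TAIR10.1 from 19963047 to 19964712) had the largest fold change. It had 1.22 counts in WT, 113.6 in *xrn4-5* (SD 119.4 from the authors' variance) and 130.0 in *xrn4-6* (SD 133.3). The SD exceeds the count in each mutant. Its fold change, 37.9 in the lower mutant with WT set to 3 counts, is therefore uncertain. The next was *HEI10* (AT1G53490, chromosome 1 from 19963267 to 19966952), whose annotated span overlaps that of *MRD1*. It was 17.1-fold higher in *xrn4-5* and 18.6-fold higher in *xrn4-6*. Its WT count was 50.0 with an SD of 59.8, so these fold changes are uncertain as well. *EPR1* (AT2G27380) lies on chromosome 2 from 11713411 to 11715774 and was 8.65- and 7.77-fold higher.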

In the polyA+ libraries, 140 and 110 transcripts were elevated compared to the WT in *xrn4–5* and *xrn4–6*, respectively (Figure 1A and Supplementary Table S1). The low numbers of polyA+ transcriptomic changes (ranging from 22 to 156) in *xrn4* mutants are consistent with previous reports (12,16,44–46). In contrast, in the polyA- transcriptome, 549 and 648 transcripts showed enhanced accumulation relative to WT in *xrn4–5* and *xrn4–6*, respectively (Figure 1B). 

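For polyA- RNA, 765 of the 12088 genes examined were elevated in *xrn4-5* and 911 in *xrn4-6*. In the other direction, 9 were decreased in *xrn4-5* and 5 in *xrn4-6*. The median gene lay above WT, with a median ratio of 1.33 in *xrn4-5* and 1.32 in *xrn4-6*. After each mutant was divided by its median ratio, 179 transcripts were elevated in *xrn4-5* and 233 in *xrn4-6*, and 32 and 41 were decreased. In the test of the log ratio, 20 of the elevated transcripts in *xrn4-5* and 30 in *xrn4-6* had an adjusted p under 0.05, and 639 and 772 an unadjusted p under 0.05. The 3 largest fold changes among genes with 100 or more counts in each mutant were those of AT4G21930 (chromosome 4 from 11639757 to 11640583), *HEI10* and *HSFA6A* (AT5G43840, chromosome 5 from 17625353 to 17626487). AT4G21930 was 10.8-fold higher in *xrn4-5* and 14.7-fold higher in *xrn4-6*. *HEI10* was 10.4- and 10.1-fold higher, and *HSFA6A* 8.94- and 10.1-fold. The fold changes of *HEI10* are uncertain, since its WT count was 40.0 with an SD of 46.1.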

For all the differentially accumulating transcripts, the average fold change in abundance between *xrn4* and WT was also greater in the polyA- (median ∼ 2.1 fold) than polyA+ (median ∼ 1.2-fold) libraries (Figure 1B and C). 

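The 950 transcripts of Supplementary Dataset S1 were all found in the count table. The authors chose this list on the same counts, so its fold changes are not independent of the choice. The average of the 2 mutants' fold changes had a median over the list of 1.19 in polyA+ RNA and 2.15 in polyA- RNA. For the single mutants, the polyA- medians were 2.11 in *xrn4-5* and 2.23 in *xrn4-6*. A fold change above 1 in both mutants was found for 667 of the transcripts in polyA+ RNA and for 910 in polyA- RNA. The average was larger in polyA- than in polyA+ RNA for 858 of them. With each mutant divided by its median ratio, a setting chosen after seeing the data, the polyA- median was 1.62 and the polyA+ median 1.16.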

Of the transcripts elevated in both *xrn4* mutants by ≥2 fold, 68 were from polyA+ libraries and 459 were from polyA- (Supplementary Table S1). These results indicate that a large majority of the protein-coding transcripts that overaccumulate in *xrn4* are in the polyA- fraction.

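In both mutants, 60 transcripts were elevated in polyA+ RNA and 608 in polyA- RNA, a ratio of 10.1. Of these, 11 were elevated in both mutants in both fractions. Over the 11898 genes examined in both fractions, the counts were 17 in polyA+ and 565 in polyA-. With each mutant divided by its median ratio, 58 polyA+ and 143 polyA- transcripts of all genes examined were elevated in both mutants. The excess in polyA- RNA was thus much smaller after this division. Because the mutants share 1 WT value, a low WT value alone can raise both ratios. In simulated tables in which neither mutant differed from WT, drawn with the authors' variance divided by 2, a mean of 50.2 polyA+ and 25.4 polyA- transcripts came out as elevated in both mutants. With the variance undivided, these means were 171.5 and 129.6. For 1 mutant, the means were 134.85 polyA+ and 86.5 polyA- transcripts with the variance divided by 2, and 496.5 and 406.05 undivided. The 133 and 108 polyA+ transcripts elevated in the single mutants do not exceed these means. The 765 and 911 polyA- transcripts do. WT and mutants were drawn alike, so the simulation gives about as many decreased as elevated transcripts. In the polyA+ data, only 15 were decreased in *xrn4-5* and 22 in *xrn4-6*. The simulated spread was thus wider than that of the data. These means therefore cannot decide whether the polyA+ elevations exceed noise. The genes decreased in both mutants in polyA- RNA were 2, AT2G01021 and AT2G18190, which were named after their values were seen. From the larger number of elevated transcripts in the polyA- libraries and the larger fold changes there, the paper concludes that protein-coding transcripts overaccumulating in *xrn4* lie for the most part in the polyA- fraction.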

To validate several of these transcripts identified by RNA-seq as overaccumulating in *xrn4*, northern blots of total RNA were compared alongside fractionated (polyA+ and polyA-) RNA in biological replicates different from those used for the RNA-seq (Supplementary Figure S1). The controls, *eIF-4A* mRNA and nonpolyadenylated *AT7SL* ncRNA, fractionated specifically to polyA+ and polyA-, respectively, demonstrating the efficacy of the fractionation (Supplementary Figure S1 and S2). 

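The RNA-seq counts of 8 genes selected for northern blots were compared in both fractions. *IAA2* (AT3G23030) had a polyA- count of 761 in WT, with an SD of 167 from the authors' variance, and was 3.94-fold higher in *xrn4-5* and 4.85-fold higher in *xrn4-6*. In polyA+ RNA, its fold changes were 1.32 and 1.16. *SAUR50* (AT4G34760, chromosome 4 from 16582183 to 16583075) and AT5G20885 (chromosome 5 from 7083408 to 7084859) showed the same contrast between the fractions. Their polyA- fold changes were 4.74 and 4.10 for *SAUR50* and 5.88 and 5.56 for AT5G20885, against polyA+ values of 0.947 and 0.855, and of 1.21 and 1.03. *CAB2* (AT1G29920) was 2.76- and 3.41-fold higher in polyA- RNA and 1.30- and 1.43-fold higher in polyA+ RNA. Its reads could be split between it and its near-identical copies. *RAP2.4* (AT1G78080) was 8.32- and 10.9-fold higher in polyA- RNA and 2.13- and 2.09-fold higher in polyA+ RNA. AT4G32020 (chromosome 4 from 15487914 to 15490048) was 2.72- and 3.17-fold higher in polyA- RNA, and 1.87- and 1.58-fold higher in polyA+ RNA. The control *eIF-4A* (AT3G13920, chromosome 3 from 4592248 to 4595080) had polyA- fold changes of 1.28 and 1.15, and *AT7SL* (AT4G02970, chromosome 4 from 1317499 to 1319179) of 1.26 and 1.20. After division by the median ratio of the fraction, their average polyA- fold changes were 0.920 and 0.928. In the PARE libraries, *eIF-4A* met the criteria for a decapped substrate in polyA- RNA, with cap-site tags of 6 and 1 in WT, 124 in *xrn4-5* and 209 in *xrn4-6* and fold changes of 19.7 and 11.5 against the WT MaxSeq. It did not meet them in polyA+ RNA. *AT7SL* had 61583 counts in polyA- WT RNA and 435 in polyA+ WT RNA.

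**Figure D1:**
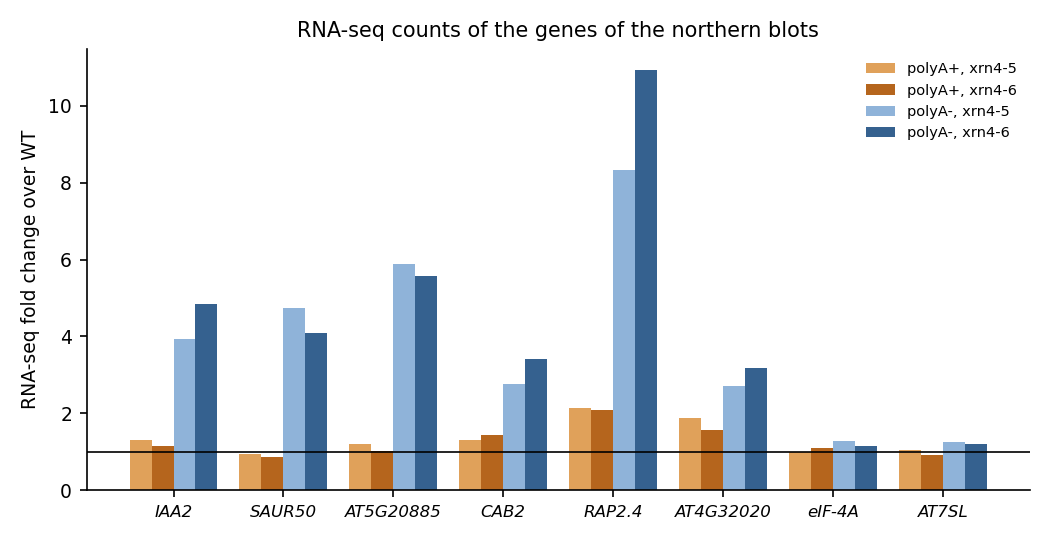
RNA-seq counts in *xrn4* over WT of the 8 genes in polyA+ and polyA- RNA, with 1 value for each mutant. The values for *RAP2.4* in polyA- RNA are 8.32 and 10.9, and those for *eIF-4A* are 1.28 and 1.15.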

Transcripts that showed increases in abundance in *xrn4* of ≥2 fold in polyA- (*IAA2, SAUR50, AT5G20885* and *CAB2*) or in both polyA+ and polyA- (*RAP2.4* and *AT4G32020*) and those unchanged (*AT7SL* and *eIF-4A*) were examined. All were found to increase in *xrn4*, or remain unchanged (for *AT7SL* and *eIF-4A*), in the expected fractions. Overall, the results from RNA-seq were in close agreement with those observed in the northern blot experiments.

The transcripts in polyA- fraction in *xrn4* appeared full length in the northern blots and this was consistent with circular RT-PCR experiments (cRT-PCR) designed also to examine their polyA tail lengths. In these experiments, polyA- RNA was circularized by ligation and the ligated junctions for several genes were reverse transcribed, amplified and sequenced. The data indicated that the transcripts were full length; sequences expected for the 3′ ends were followed by oligoA sequences that were adjacent to sequences at, or close to, the annotated 5′ ends (Supplementary Table S2). The average median polyA length was found to be 12 nt, which is consistent with the oligoA that remains after deadenylation in previous studies (42,66,75–78). Therefore, deadenylated RNAs are included in the polyA- transcriptome and are elevated in the *xrn4* mutants (Figure 1; Supplementary Figure S1; Supplementary Dataset S1). cRT-PCR products were also examined in both WT and *xrn4–5* for a subset of genes and polyA tail lengths were comparable. Classical 5′ RACE was also used to map the 5′ ends of the polyA- transcripts and the data were consistent with the cRT-PCR. The top 5′ end in the cRT-PCR was the same as that either in the 5′ RACE or in the top two (Supplementary Table S2). These data indicate that the RNAs in Supplementary Figure S1 are full length and the corresponding polyA+ and polyA- RNA fractions are good starting material to examine decapped and other RNA decay intermediates on a global scale.

### PARE captures polyA+, polyA- and decapped RNA decay intermediates of known miRNA targets

To explore RNA decay intermediates more directly, we employed PARE, a well-established deep-sequencing approach, which detects partially degraded mRNAs that have a monophosphate at the 5′ end (18,19). Originally developed to sequence cleaved miRNA targets in polyA+ RNA, the PARE approach was modified to also capture separately deadenylated RNA (Supplementary Figure S2A). This was accomplished by separating the polyA- RNA and A-tailing before the RNA was processed as for polyA+ PARE (Supplementary Experimental Procedures). As mentioned earlier, XRN4 is known to degrade the 3′ fragment resulting from miRNA-guided cleavage of select target RNAs (12,19,45,46). Thus, the PARE libraries made from polyA+ and polyA- RNA from two *xrn4* mutants (*xrn4–5* and *xrn4–6*) and two replicates of the WT that were grown alongside provide the means to extend knowledge about this set of XRN4 substrates and to identify others.

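PARE captures the 5′ ends of uncapped RNA that carry a monophosphate, as tags of 20 nt. Each fraction had 4 PARE libraries, from 2 replicates of WT and 1 each of *xrn4-5* and *xrn4-6*, so neither mutant had a replicate of its own. The authors trimmed the reads to tags and deposited the count of each distinct tag in each library, without normalization. Here the tags were matched without mismatch to the TAIR10.1 genome and to transcripts cut from it, and tags with more than 20 genomic hits were left out. The polyA+ libraries held 63265907 tags in WT replicate 1, 37315147 in WT replicate 2, 80268147 in *xrn4-5* and 49367098 in *xrn4-6*. Of these, 56120935, 33193225, 71851247 and 43241397 matched the genome and 52358876, 31463568, 58827662 and 40004110 matched transcripts. The polyA- libraries held 68889703, 31155497, 55637624 and 46243401 tags in the same order, of which 57929428, 23480931, 42715197 and 36577930 matched the genome. A smaller part matched transcripts, with 9077503, 3768119, 8413815 and 8508878 tags. Abundances are given in the paper's unit TP20M, which scales each library to the same number of genome-matched tags, and were rounded to whole numbers. The totals used for the scaling are those the paper reports. In this unit, 1 tag is 0.357 TP20M in polyA+ WT replicate 1 and 0.605 in replicate 2, and 0.341 and 0.899 TP20M in the polyA- WT replicates. A WT abundance of 0 was set to 1 TP20M. A fold change against a WT library with 3 tags or fewer is given as a lower bound, with WT set to 3 tags. Such limits and the intervals given for shares cover counting error only, because the reads were amplified by PCR without molecular identifiers. The protein-coding transcripts were 27399, 1 per gene, each with 100 nt of upstream sequence, so that the annotated start is position 101. *xrn4-5* was compared with WT replicate 1 and *xrn4-6* with WT replicate 2, as in the fold changes of Supplementary Dataset S2. The copy of that dataset used here lists 765 polyA+ and 1118 polyA- entries, without 162 that it leaves out, against the paper's 749 and 1182 substrates. *XRN4* transcripts gave 2627 and 1704 polyA+ tags in the WT replicates, 3912 in *xrn4-5* and 2541 in *xrn4-6*. In the polyA- libraries they gave 65 and 25 tags in WT, 164 in *xrn4-5* and 143 in *xrn4-6*.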

We first examined whether the known accumulation of the miRNA-guided cleavage intermediates of *ARF10* mRNA in *xrn4* mutants reported previously could be recapitulated with PARE*. xrn4* had been shown to overaccumulate the 3′ fragment of cleaved *ARF10* mRNA (12,46). As shown in the polyA+ decay plots (D-plots) (Figure 2A), the most abundant PARE sequence from the *ARF10* mRNA matches the 5′ end of the miRNA cleavage fragment. This PARE sequence is markedly elevated in *xrn4–5* (and in *xrn4–6*, Supplementary Figure S4A), as seen previously for the corresponding cleavage fragment in northern blots (12,46). 

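*ARF10* (AT2G28350.1) is encoded on the plus strand of chromosome 2 of TAIR10.1 from 12113889 to 12116957. The miR160 cleavage site lies in its coding region at 12115752, position 1882 of the transcript, where the 3′ fragment starts with GAGCCAGGCAAGCTCAACAA. This position held the most abundant tag of the transcript, its MaxSeq, in each of the 4 polyA+ libraries. At miRNA sites, tags were summed over the site and 1 nt on either side. *xrn4-5* was divided there by WT replicate 2 and *xrn4-6* by WT replicate 1, the WT libraries whose values stand beside each mutant in Supplementary Table S3. The fold changes printed in that table follow the other pairing in polyA- RNA where the WT values tell the pairings apart. So do its polyA+ fold changes of *CCS1* and *ARF17*. The summed tags were 2241 in WT replicate 1 (801 TP20M) and 997 in WT replicate 2 (603 TP20M), against 7561 in *xrn4-5* (2110 TP20M) and 6911 in *xrn4-6* (3206 TP20M). These are fold changes of 3.50 and 4.00, and the lower mutant was 2.63 times the higher WT library. In the polyA- libraries, 2 tags were counted in each WT replicate, 43 in *xrn4-5* and 35 in *xrn4-6*.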

The data show that PARE reproduces the characteristic accumulation pattern of the *ARF10* fragment in *xrn4* seedlings.

**Figure 2.**
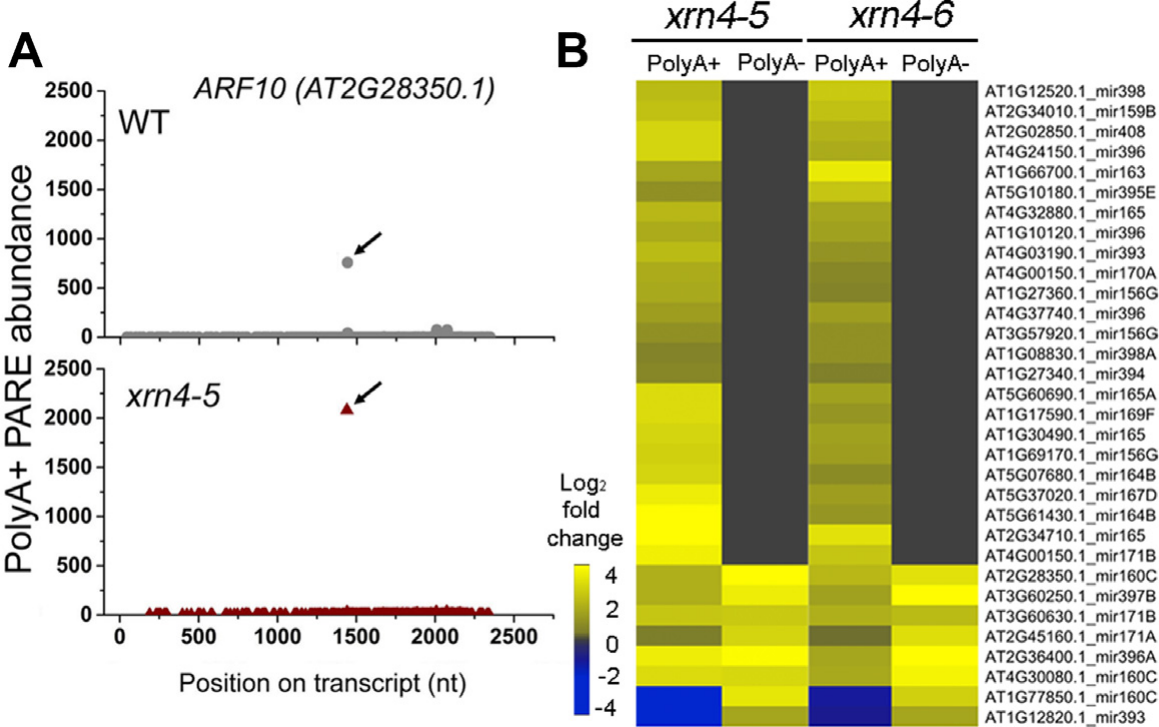
Most 3′ fragments of cleaved miRNA targets overaccumulate in *xrn4* as polyadenylated RNA. (**A**) Decay plots (D-plots) of a validated miRNA target transcript *ARF10* that overaccumulates 3′ fragment of miR160-guided cleavage in *xrn4–5*. Black arrow, miRNA-guided cleavage site. (**B**) The heat map of miRNA targets shows fold changes of 3′ fragment abundance in *xrn4* in polyA+ and polyA- PARE (Supplementary Table S3). Abundance at cleavage site (±1 nt) in both *xrn4* mutants ≥ 10 TP20M and ≥1.5-fold change.

The analysis was extended to include 138 miRNA targets whose cleavage had been experimentally validated (20). PARE sequences at cleavage sites of miRNA targets that overaccumulated in both *xrn4*–*5* and *xrn4–6* by ≥1.5-fold compared to WT were identified. Twenty-nine of these overaccumulated in polyA+ RNA, whereas only seven did in polyA- RNA, including four which overlapped the polyA+ set (Figure 2B and Supplementary Table S3). 

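The 32 sites listed in Supplementary Table S3 were examined, and the other targets of the published set were not analysed here. For 8 of the sites, the position was moved to where the mutants' abundances came closest to those of the table. For *PHB*, a miR165 target, the table's abundances were not found. The position taken had 261 TP20M in *xrn4-5* and 284 in *xrn4-6*. Its sequence does not begin like those at the miR165 sites of *PHV*, *REV* and *HB-8*. It may therefore not be the cleavage site, but it is among the polyA+ sites counted below. Sites with 10 TP20M or more and a fold change of 1.5 or more in both mutants numbered 28 in polyA+ RNA and 7 in polyA- RNA. The 4 found in both fractions were *ARF10*, *ARF16*, *CKB3* and *GRF3*. The 3 found in polyA- RNA alone were *AFB3*, *ARF17* and *HAM1*. In polyA+ RNA, the lower of the 2 fold changes had a median of 2.61 over the 28 sites counted, which were selected for a fold change of 1.5 or more. The polyA+ count moved most with the WT libraries exchanged between the mutants and without WT replicate 2, to 20 sites each, and both left 7 in polyA- RNA. The polyA- count moved most, to 5, with tags at the cleavage site alone and, in a setting chosen after seeing the data, with the sites at the position of Table S3 only. The polyA+ count against the higher of the 2 WT abundances was also 20. In polyA- RNA, 24 of the 32 sites had 3 tags or fewer in both WT replicates, and 18 had 3 or fewer in all 4 libraries, so that a change was not detectable there at this depth.

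**Figure D2:**
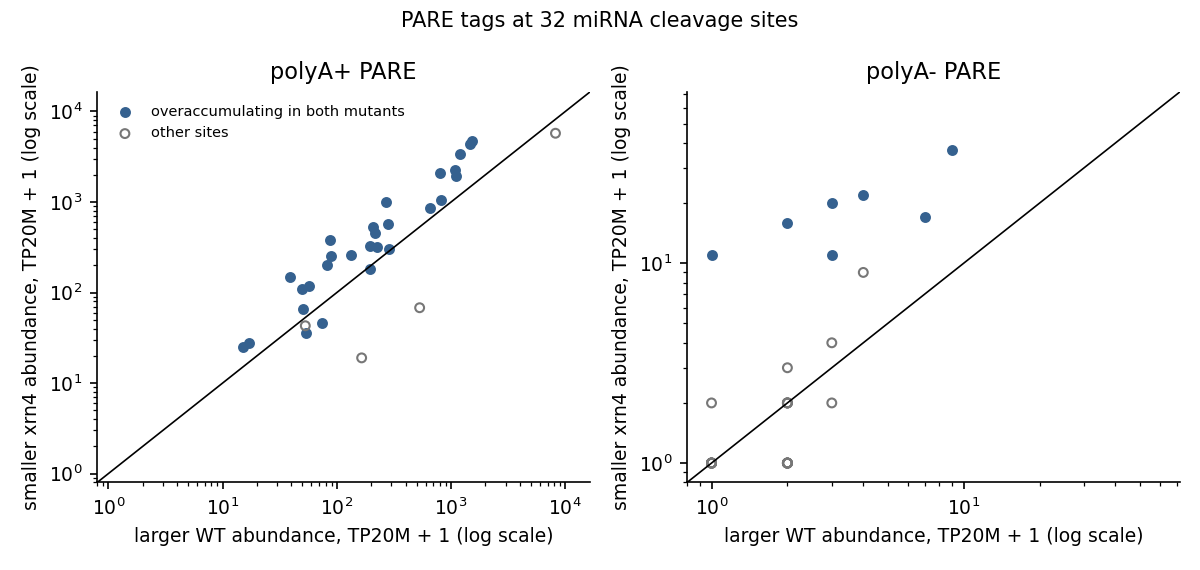
PARE abundance at the 32 miRNA cleavage sites, as TP20M plus 1 on log axes, with the larger of the 2 WT values on the x axis and the smaller of the 2 *xrn4* values on the y axis. Filled points are the 28 polyA+ and 7 polyA- sites counted as overaccumulating in both mutants.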

For the remaining miRNA targets, the abundance of cleavage intermediates at the predicted site was either comparable between the WT and *xrn4* mutants or no sequences were detected at the cleavage site. *ARF6* mRNA, targeted by miR167, is an example of the larger group of miRNA targets that overaccumulate the 3′ intermediate beginning at the miRNA cleavage site in *xrn4* polyA+ RNA (Figure 2B) but not in polyA- RNA (Supplementary Figure S4B). 

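*ARF6* (AT1G30330.2) is encoded on the minus strand of chromosome 1 from 10685822 to 10690988. Its miR167 site lies in the coding region at 10686487, position 3347, and the fragment starts with GGCAGCTTGTATTTGTTGAC. At this position alone, polyA+ tags were 987 and 251 in the WT replicates, 5907 in *xrn4-5* and 2035 in *xrn4-6*. The fold change was 4.67 for *xrn4-5* (1648 TP20M) against WT replicate 1 (353 TP20M). It was 6.21 for *xrn4-6* (944 TP20M) against WT replicate 2 (152 TP20M). This is the other pairing than that used here for the sites of Supplementary Table S3. In polyA- RNA, 1 tag was found in *xrn4-5* and 0 in the other libraries, too few for a comparison. Supplementary Table S3 lists another target of this miRNA, *ARF8* (AT5G37020.1, chromosome 5 from 14629453 to 14634454). Its site is at 14633852, position 3056, with the sequence GGCAGCTTGTATTCGTTGAC. With the neighbouring positions included, *ARF8* had 226 and 43 polyA+ tags in WT, 1086 in *xrn4-5* and 438 in *xrn4-6*, which are fold changes of 11.7 and 2.51.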

In the case of the *GRF3*, the PARE sequence at the miR396 cleavage site is elevated in *xrn4* in both polyA+ and polyA- RNA (Figure 2B and Supplementary Figure S4C). In addition, a decapped deadenylated intermediate of *GRF3* mRNA (i.e. with its 5′ end precisely corresponding to the cap site determined with C-PARE as described below) also preferentially accumulates in *xrn4*. 

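*GRF3* (AT2G36400.1) is encoded on the minus strand of chromosome 2 from 15270088 to 15273115. The fragment begins in the coding region at 15271755, position 857, with AGCCTGTGGAAACTCCAACC. PolyA+ tags at the site were 3095 in WT replicate 1 (1106 TP20M) and 288 in WT replicate 2 (174 TP20M), a wider gap between the replicates than at the *ARF10* site. *xrn4-5* had 6945 tags (1938 TP20M) and *xrn4-6* had 6752 (3132 TP20M). The fold changes were 11.1 for *xrn4-5* and 2.83 for *xrn4-6*. Against WT replicate 1 alone, the lower mutant was 1.75-fold higher. In polyA- RNA, 4 tags and 1 tag were counted in the WT replicates, 31 in *xrn4-5* (15 TP20M) and 60 in *xrn4-6* (33 TP20M).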

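The cap site of *GRF3* lies 6 nt upstream of the annotated start, at 15272829 on chromosome 2, and the sequence there is CTCTCTCTGCAGAAGAAGCT. PolyA- tags at the cap site were 2 and 0 in the WT replicates, 7 in *xrn4-5* (3 TP20M) and 8 in *xrn4-6* (4 TP20M). PolyA+ tags were 107 and 60 in WT, 303 in *xrn4-5* and 180 in *xrn4-6*. With the criteria used here for decapped substrates (10 TP20M, 5% of the tags on the transcript and 5 times the WT MaxSeq in both mutants), *GRF3* was not called in either fraction under any of the settings run.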

Examples of decapped intermediates accumulating in *xrn4* for three other miRNA target transcripts in polyA+ or polyA- RNA (or both) were also identified (e.g. Supplementary Figure S5). 

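As a test across the 32 miRNA sites, the summed tags were compared between the 2 *xrn4* and the 2 WT libraries of each fraction with edgeR's quasi-likelihood test (two-sided), with genome-matched totals as library sizes. The authors chose these sites on the same libraries, so the test is not independent evidence. In polyA+ RNA, 30 sites had a log2 fold change above 0, with a median of 1.77. With Benjamini-Hochberg p adjusted over the list alone, 0 sites were higher and 0 lower at 0.05, and 12 were higher and 0 lower at an unadjusted p under 0.05. The smallest adjusted p was 0.0719. *ARF10* had a log2 fold change of 1.92 (standard error 0.80, edgeR adjusted p = 0.0796) and *GRF3* of 1.98 (standard error 0.81, edgeR adjusted p = 0.0752). In polyA- RNA, 11 sites had enough tags to be tested. Of these, 8 were higher at an adjusted p under 0.05 and 0 were lower, at an adjusted or an unadjusted p. *GRF3* had a log2 fold change of 4.21 (standard error 0.64, edgeR adjusted p = 0.00168).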

We conclude that the 3′ cleavage fragments of miRNA targets that overaccumulate in *xrn4* PARE correspond to XRN4 substrates, and that most are polyadenylated. Further, some miRNA targets were found to be XRN4 substrates on the basis of overaccumulating decapped intermediates in both *xrn4* mutants.

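The cap sites of 3 further miRNA targets were examined. *AP2* (AT4G36920.1, plus strand of chromosome 4 from 17400610 to 17403469) has its cap site in the 5′ UTR at 17400934, with ACCAGAGGATTGAAGTTTGA. PolyA- tags there were 1 and 0 in WT, 26 in *xrn4-5* (12 TP20M) and 17 in *xrn4-6* (9 TP20M), at least 12-fold and 3-fold higher than WT. The call as a decapped substrate needs 10 TP20M in both mutants and was made only in the polyA- comparison without *xrn4-6*. *CCS1* (AT1G12520.1, minus strand of chromosome 1 from 4267074 to 4268982) has its cap site at 4268901, with AATGGCATCAATTCTCAGGT. PolyA+ tags at the cap site were 8 and 5 in WT, 217 in *xrn4-5* and 155 in *xrn4-6*, fold changes of 20.3 and 24. Its MaxSeq lay at position 836 in the coding region instead, with 4065 and 1234 tags in WT, 22680 in *xrn4-5* and 9527 in *xrn4-6*. It was not called in any setting. *TCP24* (AT1G30210.1, minus strand of chromosome 1 from 10627185 to 10630630) has its cap site 69 nt upstream of the annotated start at 10630607, with GTCCGAAGGCAACTGTTTGA. PolyA+ tags there were 1 and 0 in WT, 247 in *xrn4-5* and 143 in *xrn4-6*, at least 69- and 33-fold higher. Against the WT MaxSeq elsewhere on the transcript, the fold changes were 2.76 and 2.06, and the call was made only with a 2-fold criterion or with fold changes taken at the cap site itself. From the fragments that overaccumulate in both mutants, the paper concludes that the 3′ products of miRNA-guided cleavage are XRN4 substrates and that most of them carry a polyA tail.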

### *xrn4* overaccumulates many decapped decay intermediates of mRNAs, including NMD-sensitive transcripts

Expanding our analysis of XRN4 substrates beyond miRNA targets, we hypothesized that many more mRNA transcripts would be subject to decapping. Supportive data came from mapping the 5′ end of the most abundant PARE sequence on a transcript from each library (referred to as the ‘MaxSeq’) to one of four delineated regions (100 nt upstream, 5′UTR, CDS and 3′UTR), and repeating this for all protein-coding transcripts (Supplementary Figure S6A). The transcripts were modified to include 100 nt upstream of the annotated transcription start site (TSS) to counter the possibility of inaccurate annotation of the cap position. Two key observations were apparent. First, in polyA+ and polyA- PARE libraries of WT, the MaxSeqs were largely distributed across the CDS region, whereas in the polyA+ and polyA- libraries of *xrn4–5* and *xrn4–6*, the proportion of MaxSeqs in the 5′UTR and the 100 nt upstream regions were higher. 

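The share of transcripts whose MaxSeq lay in the 100 nt upstream region or the 5′ UTR was computed for each library over all protein-coding transcripts with a tag, 19549 to 24866 per library. Wilson 95% intervals are given in parentheses. In polyA+ RNA, the share was 20.0% (19.5 to 20.5) in WT replicate 1, 18.9% (18.4 to 19.4) in WT replicate 2, 30.7% (30.1 to 31.2) in *xrn4-5* and 38.8% (38.2 to 39.5) in *xrn4-6*. In polyA- RNA, it was 36.9% (36.3 to 37.6) and 17.4% (16.9 to 18.0) in the WT replicates, 59.3% (58.7 to 60.0) in *xrn4-5* and 53.3% (52.7 to 53.9) in *xrn4-6*. The mean of the mutants exceeded that of WT by 15.3 percentage points in polyA+ RNA, against an SD of 0.788 between the WT replicates, and by 29.1 points in polyA- RNA, against an SD of 13.8. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333. The polyA+ difference moved most when MaxSeqs under 10 TP20M were left out, to 26.4 points. In polyA- RNA, this setting left 587 and 1155 transcripts in WT, 2956 in *xrn4-5* and 4093 in *xrn4-6*. The shares were then 48.4% and 39.2% in WT, 86.5% in *xrn4-5* and 86.4% in *xrn4-6*. With tags of 1 genomic hit only, the polyA- WT replicates stayed far apart, at 38.5% and 16.3%. The CDS held 70.2% and 73.1% of the MaxSeqs in polyA+ WT, and 58.7% and 78.2% in polyA- WT.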

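Taken apart, MaxSeqs in the 5′ UTR made up 12.7% and 12.4% in the polyA+ WT replicates, 20.1% in *xrn4-5* and 25.1% in *xrn4-6*. In polyA- RNA, the 5′ UTR held 24.4% and 12.3% in WT, 38.3% in *xrn4-5* and 35.1% in *xrn4-6*. The upstream region, counted here with the annotated start at position 101, held 7.34% and 6.52% in polyA+ WT, 10.5% in *xrn4-5* and 13.7% in *xrn4-6*. Its polyA- shares were 12.6% and 5.13% in WT, 21.0% in *xrn4-5* and 18.2% in *xrn4-6*.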

Second, this increase was largely due to that of the 5′ UTR (which includes the annotated cap site/TSS) and was more prominent in polyA- PARE. Although PARE libraries capture decay intermediates across the length of the transcript, this biased distribution of MaxSeqs in *xrn4* mutants suggested that many polyA+ and polyA- mRNA decay intermediates were decapped.

To test this idea, identifying the exact cap sites of Arabidopsis transcripts was necessary. This was accomplished using C-PARE, a variation of PARE developed specifically to capture the 5′ ends of capped RNA after *in vitro* decapping, as described in Supplementary Figure S3B and (30). 

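The 2 C-PARE libraries were made from polyA+ RNA of WT and *xrn4-5*, without replicates. The authors deposited the count of each tag in the library, as for PARE, and a table with the cap-site position on each protein-coding transcript. The WT library held 52094603 tags, of which 44758389 matched the genome and 44025179 matched transcripts. The *xrn4-5* library held 68968655 tags, with 59797270 on the genome and 58977611 on transcripts. By the authors' rule, a cap site is a C-PARE MaxSeq of 5 TP20M or more with 10% or more of the transcript's abundance, at the same position in both libraries. Their table gives positions on TAIR10 transcript models, while the annotation used here is on TAIR10.1. Of its 12357 transcripts, 3035 were located at the stated position without a change. For 9214 the transcript start was moved so that the sequence in the table lies at its stated position. The start moved by a median of 53 nt over the located transcripts. A further 76 had no model of that name and 32 could not be located. The 12249 located cap sites were used from here on.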

As was done for the PARE libraries, the C-PARE libraries were matched to the annotated mRNA sequences (which included the 100 nt upstream of the TSS) and C-PARE MaxSeqs were identified. Approximately 7200 transcripts had cap sites within +25 nt of the annotated cap site and about 2260 mapped precisely to this site (Supplementary Figure S6B, inset). 

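The deposited table places 2257 cap sites exactly at the annotated start, 7179 within 25 nt on either side and 2557 upstream of it. Among the located cap sites, 2239 were at the start and 7120 within 25 nt, and the median lay 5 nt downstream. The first base of the located cap sites was A for 78.6%. The base before it was C for 54.2% and T for 42.5%.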

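The share of a transcript's C-PARE tags that fell on its cap site had a median of 33.7% in WT and 35.4% in *xrn4-5*. Pooled over transcripts, 60.6% of the tags in WT and 66.0% in *xrn4-5* were at cap sites. When cap sites were recomputed from the tags by the authors' rule, 12182 transcripts had one. Of the authors' located cap sites, 10867 (88.7%) were found again at the same position, and 988 of the recomputed ones were on transcripts outside their table.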

Distribution of cap sites was comparable between WT and *xrn4–5* and, in total, the C-PARE analysis identified 14010 (12358 protein-coding) transcripts, to be used in subsequent analyses.

Using the cap site information, the MaxSeqs overaccumulating in polyA+ and polyA- *xrn4* PARE libraries were analyzed as per the schema in Supplementary Figure S7. The 5′ ends of MaxSeq positions that coincided exactly with cap sites (e.g. Figure 3A), met minimal abundance criteria (≥10 TP20M in *xrn4*), and were ≥5 fold more abundant in *xrn4* than WT were considered to represent decapped decay intermediates of the corresponding transcripts (Figure 3B and Supplementary Dataset S2). 

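In polyA+ RNA, 24170 transcripts had a MaxSeq in both mutants. It reached 10 TP20M in both mutants for 9843 of them, 5% of the transcript's tags for 4781, and 5 times the WT MaxSeq for 1577. It lay exactly at the cap site in both mutants for 796. In polyA- RNA, the same steps left 22745, 2741, 2593, 1762 and 1191 transcripts. The fold changes that follow are of the MaxSeq over the WT MaxSeq, which can lie at another position, and were ranked by the lower of the 2 mutants. In polyA+ RNA, the largest were at AT1G22190, *CIPK15* and AT5G41400. AT1G22190 (plus strand of chromosome 1 from 7835781 to 7837411) has its cap site in the 5′ UTR at 7835811, with ATCGGTGAGGCTGAGAGTTA. The tags there were 235 and 135 in WT, 36035 in *xrn4-5* and 21004 in *xrn4-6*, fold changes of 119.7 and 118.8. *CIPK15* (AT5G01810.1, chromosome 5, cap site 309717, ATTTTCTCTCAATTCCTCGC) had 32 and 12 tags in WT, 4552 in *xrn4-5* and 3772 in *xrn4-6*, fold changes of 115 and 219, with a WT MaxSeq of 32 and 14 tags. AT5G41400 (chromosome 5, cap site 16570177, GTTCCCAACTCCTTACGCGC) was 85.2- and 124-fold higher. In polyA- RNA, the 3 largest, before lower bounds were applied, were at *RAP2.4*, *DREB1A* and *BRH1*. *RAP2.4* (AT1G78080.1, plus strand of chromosome 1 from 29364072 to 29366207, cap site at the annotated start, 29364249, ATCGGTGAGGTTGAGAGTAA) had 20 and 1 tags in WT, 2639 in *xrn4-5* and 2229 in *xrn4-6*. Against a WT MaxSeq of 20 and 7 tags, its fold changes were 179.7 and 204. *DREB1A* (AT4G25480.1, chromosome 4, cap site 13019141, ATCTACAAACATTAAATCCA) had 1 and 0 tags in WT, 369 in *xrn4-5* and 749 in *xrn4-6*, and was at least 176- and 137-fold higher. *BRH1* (AT3G61460.1, chromosome 3, cap site 22742284, AACTTTTTCAAAAAAAGGAA) was 159-fold higher in *xrn4-5* and at least 83.3-fold higher in *xrn4-6*, and *IAA4* lay above it by the bounds, at 116 and at least 146.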

Transcripts with decapped intermediates fulfilling these criteria and were common to *xrn4–5* and *xrn4–6* were designated as decapped XRN4 substrates because such intermediates are exactly those that would overaccumulate in the absence of the enzyme. The number of decapped XRN4 substrates in polyA- (1182 transcripts) was about 1.5 times higher that of those in polyA+ (749 transcripts), reflecting a trend observed for decapped intermediates in each of the individual *xrn4* mutants (Figure 3B).

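The 1191 decapped substrates in polyA- RNA were 1.50 times the 796 in polyA+ RNA. Of the polyA+ substrates, 212 (26.6%) were also polyA- substrates. The single mutants gave 992 transcripts with decapped intermediates in *xrn4-5* and 1535 in *xrn4-6* in polyA+ RNA, and 1506 and 1693 in polyA- RNA. The median fold change of the substrates was 11 in *xrn4-5* and 14.7 in *xrn4-6* in polyA+ RNA, and 20 and 15.3 in polyA- RNA. The WT values behind them differed in depth. In polyA- RNA, the WT MaxSeq had 3 tags or fewer for 62.7% of the substrates in replicate 1 and 60.9% in replicate 2, against 2.26% and 12.2% in polyA+ RNA. The polyA- medians of the fold change therefore rest on WT values that are too low for exact fold changes. The median substrate had a MaxSeq of 339.5 tags in *xrn4-5* and 227 in *xrn4-6* in polyA+ RNA, and of 51 and 77 tags in polyA- RNA. The polyA+ count moved most with 10-fold in place of 5-fold, to 375. Without *xrn4-5* it was 1535, but leaving out a mutant drops a criterion, so the count can only rise. The polyA- count moved most with 20 TP20M in place of 10, to 720. On polyA- transcripts outside the substrates, tags further along the transcript were also higher in *xrn4*, with 54.4% of the windows from 50 to 250 nt after the cap site called higher by edgeR. The paper reasons that intermediates of this kind are those that would build up when the enzyme is missing, and designates the transcripts on that ground as decapped XRN4 substrates, with more of them in polyA- than in polyA+ RNA.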

**Figure 3.**
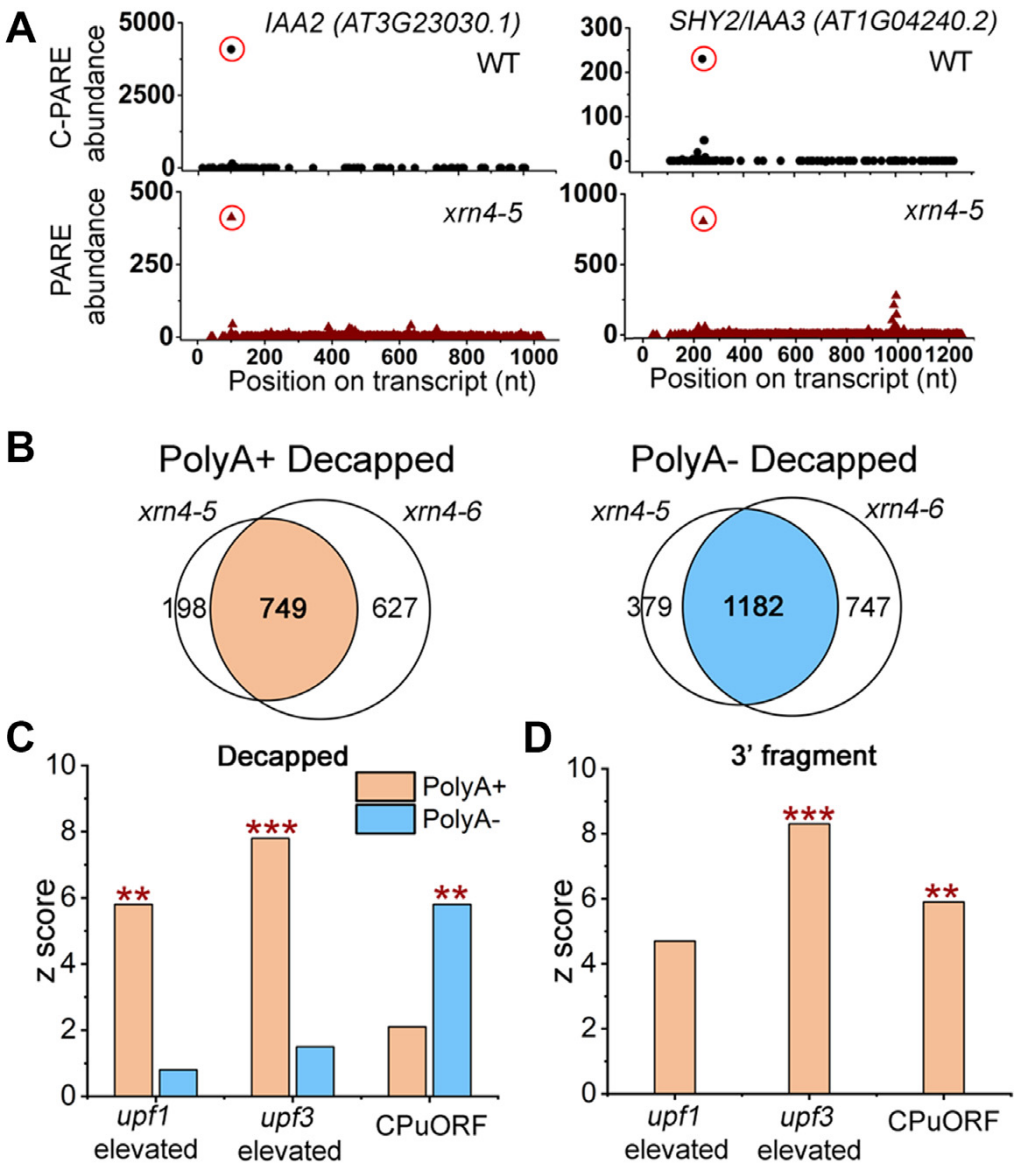
XRN4 substrates include decapped intermediates and 3′ fragments of select RNAs. (**A**) D-plots of *IAA2* and *SHY2/IAA3* mRNAs show profiles from C-PARE (WT, top) and polyA- PARE (*xrn4–5*, bottom). Red open circles indicate the cap sites (top) and polyA- MaxSeqs that precisely coincide with cap sites (bottom). (**B**) Weighted Venn diagrams show overlap between *xrn4–5* and *xrn4–6*, of elevated MaxSeqs that match exactly to cap sites and represent decapped intermediates from unique transcripts in polyA+ or polyA- PARE libraries. The overlap between the two mutants corresponds to decapped XRN4 substrates resulting from the pipeline in Supplementary Figure S7. (**C**) Overlap between NMD-sensitive transcripts and decapped XRN4 substrates. (**D**) Overlap between NMD-sensitive transcripts and 3′ fragments overaccumulating in *xrn4* polyA+ PARE. For (C and D), CPuORFs, and *upf1*- and *upf3*-elevated datasets are described in Supplementary Table S4. *Y*-axis, *z*-scores were generated by the GeneSect program and significant overlaps between datasets are indicated by *P*-values (**, *P*< 0.01; ***, *P* < 0.001). For panel (D), in both *xrn4* mutants MaxSeq at the same site, abundance ≥ 20 TP20M and ≥2 fold change as described in Supplementary Experimental Procedures.

This would predict that the decay of some XRN4 substrates would be sensitive to inhibition of decapping. We evaluated this with data from a recent study that investigated RNA decay on a global scale in the decapping mutant, *vcs-7* (79). In that study, using a new computational approach, mRNA *t*_1/2s_ were estimated by choosing the best among a large number of decay models for each transcript. A majority (67% of polyA+ and 70% of polyA-) of XRN4 substrates with *t*_1/2s_ ≤ 240 min showed ≥1.5 times longer RNA *t*_1/2_ when decapping was defective (Supplementary Figure S8 and Supplementary Dataset S2). As would be expected, these data confirm that the decay of many XRN4 substrates are impacted by VCS and fit well with our PARE analysis that demonstrated the importance of decapping and 5′ to 3′ decay.

One category of transcripts that overaccumulates decapped intermediates in *xrn4* is comprised of those with annotated CPuORFs in their 5′ UTRs. The CPuORFs encode peptides which, in multiple cases, have been shown to translationally control the downstream ORF (80–83). Upstream ORFs (uORFs) are one of the features that can trigger NMD, which fits with the observation that CPuORF-containing transcripts were highly over-represented among the transcripts elevated in NMD mutants (31,32). Among the 47 CPuORF-containing transcripts with cap site information from C-PARE, 18 were found among decapped XRN4 substrates from polyA+ and/or polyA- libraries (Supplementary Dataset S2). We utilized the GeneSect tool (on the Virtual Plant v1.3) that is based on Monte Carlo testing to measure the probability that two datasets overlap by more than expected due to chance. Our results indicate a significant overlap (*z*-score > 5) between CPuORF-containing transcripts and decapped XRN4 among polyA- substrates (Figure 3C).

To expand on other NMD-sensitive transcripts that are XRN4 substrates (Figure 3C), transcripts elevated in key NMD defective mutants, *upf1* and *upf3*, were also compared. A recently published microarray study was used that employed growth conditions very similar to our work (32). Cap site information was available for about 33% of the *upf*-elevated transcripts (Supplementary Table S4). A total of 63 and 94 transcripts elevated in *upf1* and *upf3*, respectively, were distributed among decapped polyA+ and/or polyA- XRN4 substrates (Supplementary Dataset S2). Interestingly, a larger proportion of decapped XRN4 substrates from polyA+ were elevated in *upf* mutants than those in polyA- (Figure 3C). For example, of the decapped XRN4 substrates 68 out of 749 polyA+ (9.1%) and 44 out of 1182 polyA- (3.7%) transcripts corresponded to those elevated in *upf3* (Supplementary Dataset S2 and Supplementary Table S4). GeneSect further confirmed a significant overlap between *upf*-elevated transcripts and decapped XRN4 substrates that are polyA+ and not polyA- (Figure 3C). These results for *upf*-elevated transcripts was clearly opposite from those of the CPuORF-containing transcripts (Figure 3C). This difference in distribution of decay intermediates suggests that XRN4 substrates that are CPuORF-containing transcripts are more likely to be deadenylated prior to XRN4-mediated decay, whereas those from *upf1*- and *upf3-*elevated transcripts are not.

### *xrn4* overaccumulates 3′ fragments of NMD-sensitive transcripts

MaxSeqs in the coding region or 3′ UTR that did not match cap sites (3′ fragments) were also investigated (Figure 3D). This analysis was restricted to polyA+ PARE libraries because very few 3′ fragments were detected in polyA- PARE (Figure 2B). A total of 568 3′ fragments overaccumulate (≥2 fold) at the same site in both *xrn4* mutants compared to the WT. 

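Among transcripts with a cap site, 374 had a polyA+ MaxSeq away from the cap site at the same coding or 3′ UTR position in both mutants, with 20 TP20M or more, 5% or more of the transcript's tags and a fold change of 2 or more. Of these 3′ fragments, 328 began in the coding region and 46 in the 3′ UTR, 11 of them within 50 nt after the stop codon. The count was 569 with transcripts that lack a cap site included. It moved most with 5-fold in place of 2-fold, to 167. Leaving out a mutant drops a criterion, so the count can only rise, and it was 740 without *xrn4-5* and 706 without *xrn4-6*. A decapped polyA+ substrate has its MaxSeq at the cap site by definition and gave 0 of the fragments, and 31 came from decapped polyA- substrates. By the MaxSeq over the WT MaxSeq in the lower mutant, the largest fold changes were at AT3G04750, AT1G72920 and AT1G14200. The tags and fold changes that follow are those at the start of the fragment itself. The AT3G04750 fragment (chromosome 3 at 1303359, coding region, GTTGCGGCGAGGATTTCGAT) had 4 and 0 tags in WT, 564 in *xrn4-5* and 341 in *xrn4-6*. It starts 3 nt before the cap site of the transcript, and 27 C-PARE tags in WT and 41 in *xrn4-5* fell within 5 nt of it. The AT1G72920 fragment (chromosome 1 at 27438118) had 12 and 4 tags in WT, 960 in *xrn4-5* and 578 in *xrn4-6*, fold changes of 67 and 134. That of AT1G14200 (chromosome 1 at 4854885) was 327-fold higher in *xrn4-5*, with 2343 tags against 5, and at least 124-fold higher in *xrn4-6*.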

We found that 37 and 63 of these sites correspond to transcripts elevated in *upf1* and *upf3*, respectively. GeneSect indicated significant overlap between *upf3*-elevated transcripts and 3′ fragments overaccumulating in *xrn4* (Figure 3D). However, *upf1*-elevated transcripts showed only a modest association with 3′ fragments (Supplementary Table S4) and is likely because NMD is not completely inhibited in the hypomorphic *upf1–5* mutant used in the study (32,84). Among the CPuORFs, nine transcripts overaccumulated 3′ fragments in *xrn4* and this overlap between the two datasets was found to be significant (Figure 3D). These results suggest that there is a higher incidence of 3′ fragment accumulation among NMD-sensitive transcripts in Arabidopsis.

One of these 3′ fragments in a known NMD factor and target, *Eukaryotic Release Factor 1–1* (*eRF1–1*) mRNA (31,32,85), was examined in more detail. The D-plot identified a highly abundant 3′ fragment beginning in the 3′UTR that overaccumulated in *xrn4* polyA+ PARE (Figure 4A). The MaxSeq was located 22 nt downstream of the annotated stop codon (TC1) of *eRF1–1* mRNA and was 10-fold higher in *xrn4* than WT. 

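*eRF1-1* (AT5G47880.1) is encoded on the minus strand of chromosome 5 from 19386045 to 19388587. The fragment begins at 19386533, position 1511, 22 nt after the stop codon, with TCGCTGGTTGGGGAAGATGG. PolyA+ tags there were 745 and 95 in the WT replicates, 10001 in *xrn4-5* (2790 TP20M) and 5315 in *xrn4-6* (2465 TP20M). The fold changes were 10.5 against WT replicate 1 and 43.2 against WT replicate 2. In polyA- RNA, 11 and 2 tags were counted in WT, 87 in *xrn4-5* and 58 in *xrn4-6*. In the C-PARE libraries, 0 tags fell on this position. Within 5 nt of it there were 2 of the 102 tags of the transcript in WT and 2 of the 131 in *xrn4-5*.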

C-PARE analysis of *eRF1–1* did not show any PARE sequence in and around this position, arguing against the possibility of an internal cap site (data not shown). Northern analysis with a 3′ probe detected the full-length (1.7 kb) *eRF1–1* and a short (about 0.5 kb) RNA corresponding to a prominent 3′ fragment (3′) overaccumulating in *xrn4–5* and *xrn4–6* but barely visible in WT (Figure 4A and B). This 3′ fragment does not hybridize with a 5′ probe that was upstream of the MaxSeq (Figure 4C), nor does it accumulate in the *xrn2–1xrn3–3* double mutant which is deficient in the nuclear XRNs (Supplementary Figure S9B). 5′ RACE analysis showed that the 5′ end of major 3′ fragment overaccumulating in *xrn4–5* matches the MaxSeq position, indicating that the blot and the PARE data are reporting on the same 3′ fragment (Supplementary Figure S9A).

**Figure 4.**
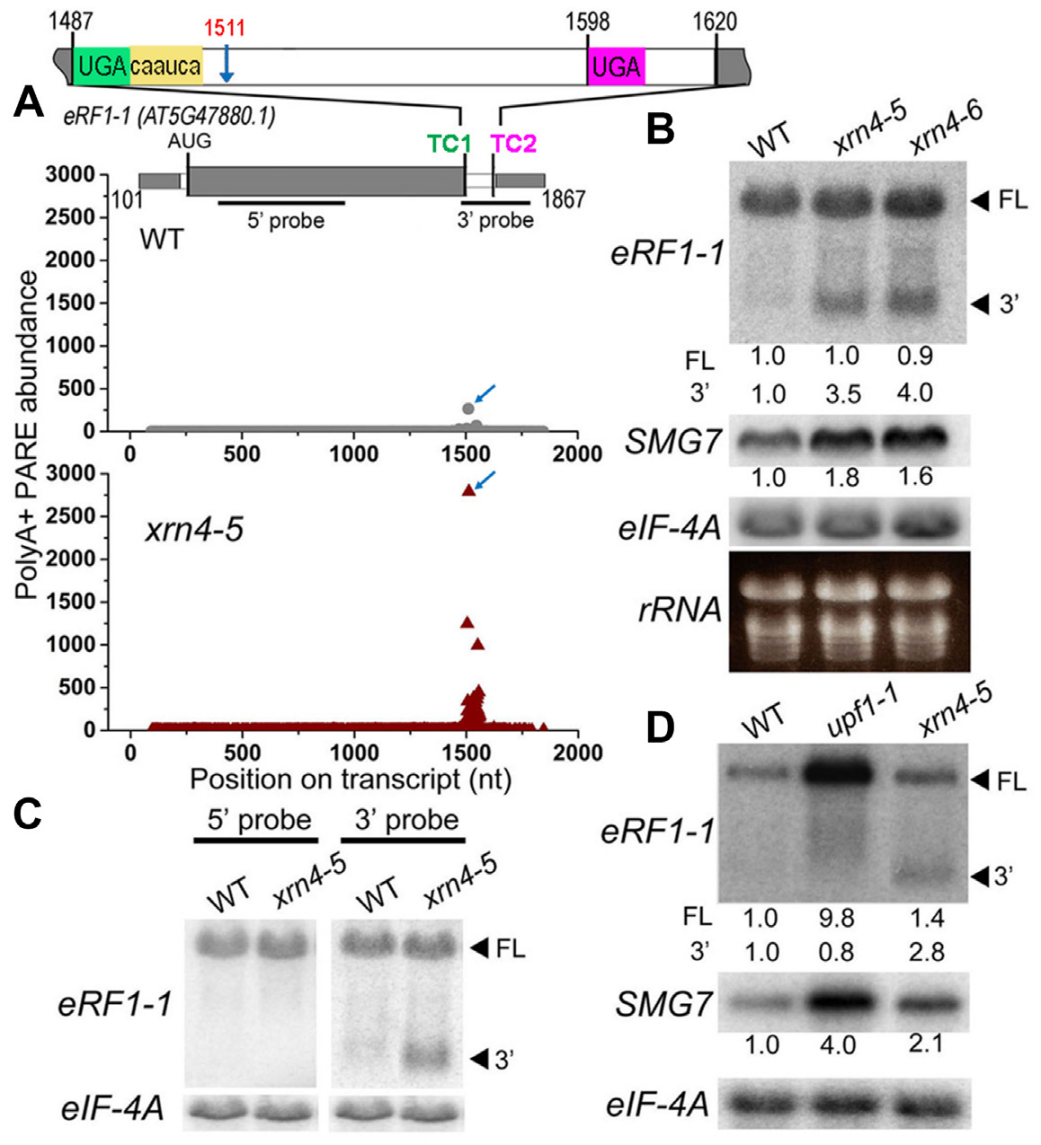
*xrn4* mutants show enhanced accumulation of 3′ fragment of an NMD target RNA, *eRF1–1*. (**A**) D-plots show prominent 3′ fragment of *eRF1–1* RNA in WT and *xrn4–5* polyA+ PARE. Blue arrow, MaxSeq in *xrn4* and its corresponding position (1511 nt) in WT. Structure of *eRF1–1* mRNA: exons in alternating gray and white box; TC1 and TC2, stop codons; yellow, read through element. Black bars, position of 5′ and 3′ probes used in northern blots. (**B**) RNA levels of full-length (FL) and 3′ fragment (3′) of *eRF1–1* in WT, *xrn4–5* and *xrn4–6* seedlings. (**C**) Detection of *eRF1–1* 3′ fragment in WT, and *xrn4–5* seedlings by either 5′ (left) or 3′ (right) probe (described in A). (**D**) Levels of *eRF1–1* RNA in WT, *upf1–1* and *xrn4–5* flowers. RNA levels of NMD marker, *SMG7* are also presented (B and D). Northern blots are from total (B and C) or polyA+ (D) RNA samples. Values indicate fold-changes normalized to *eIF-4A* levels and WT abundance set to 1.

*eRF1–1* mRNA has characteristic features that trigger NMD in plants, such as a long 3′ UTR (>350 nt) with an intron located >50 nt downstream of the stop codon (Figure 4A, TC1) (37,86). Recently, *eRF1–1* was shown to undergo autoregulation by a unique translational readthrough (RT)-NMD mechanism (87). *eRF1–1* has an RT element (CARYYA consensus) next to TC1 in addition to a downstream stop, TC2, (Figure 4A) near the polyadenylation signal in the 3′ UTR. NMD was found to be induced by the 3′ UTR of *eRF1–1* and the presence of the RT only partially rescued the *eRF1–1* mRNA from NMD (87). Our results indicate that the 3′ UTR fragment of *eRF1–1* is cleaved downstream of TC1, and this is one of the mechanisms for the turnover of *eRF1–1*. This fits with the metazoan model for NMD, whereby UPF1-dependent SMG6 cleavage occurs near the PTC that triggers this initiating degradative event (29,30).

To examine sensitivity of the *eRF1–1* transcripts to NMD, its mRNA levels were analyzed in a well-studied missense mutant that leads to a dysfunctional UPF1 (61), *upf1–1* using *SMG7* mRNA as a positive control (Figure 4D). SMG7 is an NMD factor encoded by an NMD-sensitive mRNA in plants and other systems (21,31,33,88,89); its mRNA levels are elevated in *upf1* as expected (31,33,61) and to a modest extent in *xrn4* mutants (Figure 4B and D; Supplementary Figure S9C). Full-length *eRF1–1* mRNA was considerably elevated in *upf1–1* (Figure 4D) and after treatment with the translation inhibitor cycloheximide (CHX), which is known to inhibit NMD (Supplementary Figure S9C). Moreover, the 3′ fragment of *eRF1–1* observed in *xrn4–5* was absent in *upf1–1* and following CHX treatment. This is consistent with 3′ fragment of *eRF1* mRNA being NMD sensitive. Whereas XRN1-dependent NMD-sensitive 3′ fragments are well documented for many NMD targets in animal cells (27–30), these observations point towards a novel post-transcriptional mechanism for *eRF1–1* turnover in plants.

### *xrn4* overaccumulates decapped intermediates of transcripts involved in photosynthesis, hormone and abiotic stress responses

The impact of XRN4 on processes of biological significance beyond NMD was investigated on the basis of its decapped substrates identified from polyA+ PARE, polyA- PARE or both (Figure 5A and B; Supplementary Figure S10). Gene-ontology (GO) annotations for biological processes that were enriched among XRN4 substrates were identified (Figure 5B). In particular, the deadenylated substrates included a diverse array of categories that prompted a cut-off of *P* < 0.01 to select those with the most potential significance (PARE, Supplementary Table S5). GO annotations associated with photosynthesis, hormone responses, ribosome biogenesis, protein folding and response to chitin were highly over-represented among both polyadenylated and deadenylated substrates. In addition, polyadenylated substrates included processes such as splicing and response to blue light. In contrast, the deadenylated substrates were associated with light stimuli, water transport, response to auxin and cytokinin and different abiotic stress responses (metal ion, cold, salt and osmotic). This suggests that some of the mRNAs associated with stress and hormone responses preferentially undergo deadenylation prior to XRN4-mediated decay.

**Figure 5.**
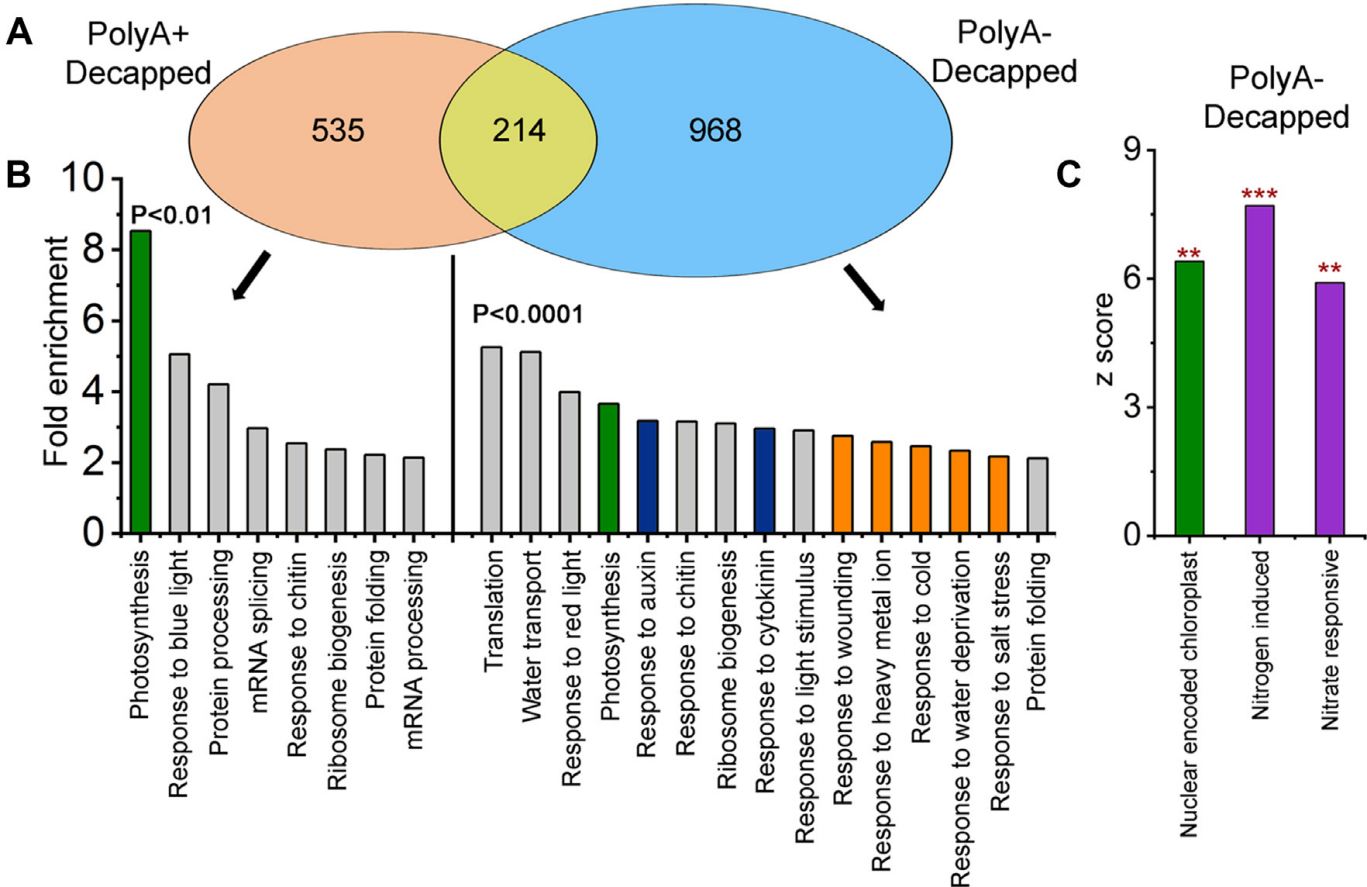
Decapped XRN4 substrates are over-represented for categories associated with photosynthesis, stress and hormone responses. (**A**) Transcripts overaccumulating decapped intermediates in both *xrn4–5* and *xrn4–6* were identified from the overlap data in Figure 3B. Weighted Venn diagrams designate these as decapped polyA+ (polyadenylated) and polyA- (deadenylated) XRN4 substrates as discussed in the text. (**B**) Gene-ontology (GO) enrichment categories of decapped XRN4 substrates. Highlighted are significant GO functions associated with photosynthesis (green), abiotic stimulus/responses (orange), hormone responses (blue) and other categories (gray). Only 15 most significant terms are presented for polyA- and the rest are listed in Supplementary Table S5 (PARE). (**C**) Nitrogen (N) responsive and NEC transcripts are over-represented among XRN4 substrates. Overlap significance between decapped XRN4 substrates (**, *P* < 0.01; ***, *P* < 0.001) and transcripts from different datasets was evaluated using the GeneSect program (Supplementary Table S4).

PARE analysis was also expanded to examine the overlap between decapped XRN4 substrates and other related datasets, and the significance of the commonality was tested using the GeneSect tool. The intersection between XRN4 substrates and nuclear-encoded chloroplast (NEC) genes was also examined. NEC genes include those encoding critical components of the photosynthetic machinery that are central to chloroplast function (90,91). A significant overlap was observed for NEC genes and is consistent with the finding that gene products associated with photosynthesis and light responses were the most highly enriched GO categories among decapped polyA+ and polyA- XRN4 substrates (Figure 5B). Examples of decapped RNA intermediates that overaccumulate strongly in *xrn4* mutants include *LHCB1, LHCB3, CAB2* and *RBCS1A* (Supplementary Dataset S2). 

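Of the *LHCB1* genes, *LHCB1.4* (AT2G34430.1) and *LHCB1.5* (AT2G34420.1) were decapped substrates in polyA+ RNA. Fold changes of the substrates are given against the WT MaxSeq, which in some WT libraries lies away from the cap site. *LHCB1.5* has its cap site on chromosome 2 at 14523564. The polyA+ tags there were 10755 and 2200 in WT, 202321 in *xrn4-5* and 120076 in *xrn4-6*, fold changes of 14.7 and 41.8. It was also a polyA- substrate, with fold changes of 28.1 and 13.4. *LHCB1.4* (cap site at 14524756) was 10.1- and 43.8-fold higher in polyA+ RNA. *CAB2*, also named *LHCB1.1* (AT1G29920.1, minus strand of chromosome 1 from 10474656 to 10475969), was a polyA- substrate. Its cap-site tag also matches *LHCB1.2*, so the tags of the 2 genes cannot be separated. They numbered 218 and 7 in WT, 3197 in *xrn4-5* and 3085 in *xrn4-6*. The fold changes were 20.6 and 6.73, the latter against a MaxSeq of 280 tags in the coding region in WT replicate 2. *LHCB1.3* was not called in either fraction. *RBCS1A* (AT1G67090.1, minus strand of chromosome 1 from 25048158 to 25049667) was a substrate in both fractions, with its cap site in the 5′ UTR at 25049275, AGTCACACAAAGAGTAAAGA. PolyA+ tags were 5479 and 3757 in WT, 432751 in *xrn4-5* and 140830 in *xrn4-6*, fold changes of 61.7 and 28.8. In polyA- RNA, it was 36- and 25.1-fold higher. *LHCB3* (AT5G54270.1, plus strand of chromosome 5 from 22038165 to 22039568, cap site 22038357, ACCAAACAGCAAAACAAGAA) was not called. At its cap site, polyA+ tags were 776 and 175 in WT, 7034 in *xrn4-5* and 4533 in *xrn4-6*, 7.09- and 19.8-fold higher, but against the WT MaxSeq the fold changes were 1.88 and 2.88. In polyA- RNA, they were 6.23 and 4.06. Genes with LHCA, LHCB, CAB, PSA, PSB or RBCS symbols were tested as 1 of 4 families in each fraction with Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over the families and fractions. The background was the transcripts with a tag at the cap site in the fraction. In polyA- RNA, 14 of 41 such genes were substrates, against 11.3% of the background (odds ratio 4.09, exact test, adjusted p = 7.91e-04). In polyA+ RNA, 6 of 42 were, against 6.70% (odds ratio 2.33, exact test, adjusted p = 0.119). With the background limited to transcripts with 10 TP20M at the cap site in both mutants, the direction turned in both fractions, with odds ratios of 0.364 in polyA- and 0.905 in polyA+ RNA. That limit is also a criterion of the call, and 1191 of the 1728 polyA- transcripts that pass it were substrates, so these values rest in part on the call itself. With cap sites called higher by edgeR in place of the substrates, they were 13.3 in polyA- (exact test, adjusted p = 2.46e-08) and 1.38 in polyA+ RNA (exact test, adjusted p = 0.472).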

In agreement with our results, an earlier study, which examined a combination of tilling arrays, microarrays and PARE data from *xrn4–5* flowers, also reported an enrichment of NEC transcripts in the mutant (46). That decapped intermediates of photosynthetic transcripts overaccumulate as polyadenylated or deadenylated transcripts indicate that multiple mechanisms involving XRN4 are responsible for their decay.

### *xrn4* exhibits enhanced dark-induced chlorophyll loss of leaves and seedlings

Given the role of XRN4 in the turnover of mRNAs from genes involved in photosynthesis, a related biological deficiency in plants lacking the enzyme was sought. Our rationale was that atypical growth conditions such as extended darkness might exacerbate any impaired photosynthetic function in *xrn4*. To test this, *xrn4–5, xrn4–5* complemented with a genomic copy of XRN4 (with its native promoter and terminator), and WT were first grown under normal photoperiod, and then whole seedlings, or detached fully expanded rosette leaves were transferred to darkness (Figure 6A and B). Dark-treated seedlings or detached leaves showed significant decreases in total chlorophyll content compared to the photoperiod controls (referred to as ‘Diurnal’). Dark-treated leaves of *xrn4* mutants showed significant decreases (40–50%) in total chlorophyll content and exhibited severe chlorosis, compared to the dark-treated WT and complemented line (Figure 6C). Even at the whole-plant level, the dark-treated *xrn4–5* seedlings clearly showed severe chlorosis, exhibiting a 30–40% decrease in total chlorophyll content compared to the dark-treated WT and the complemented line (Figure 6C). These results indicate that dark-induced degradation of chlorophyll is more rapid in *xrn4* than WT and stable transformation of the mutant with a genomic copy of *XRN4* is sufficient to correct this deficiency.

**Figure 6.**
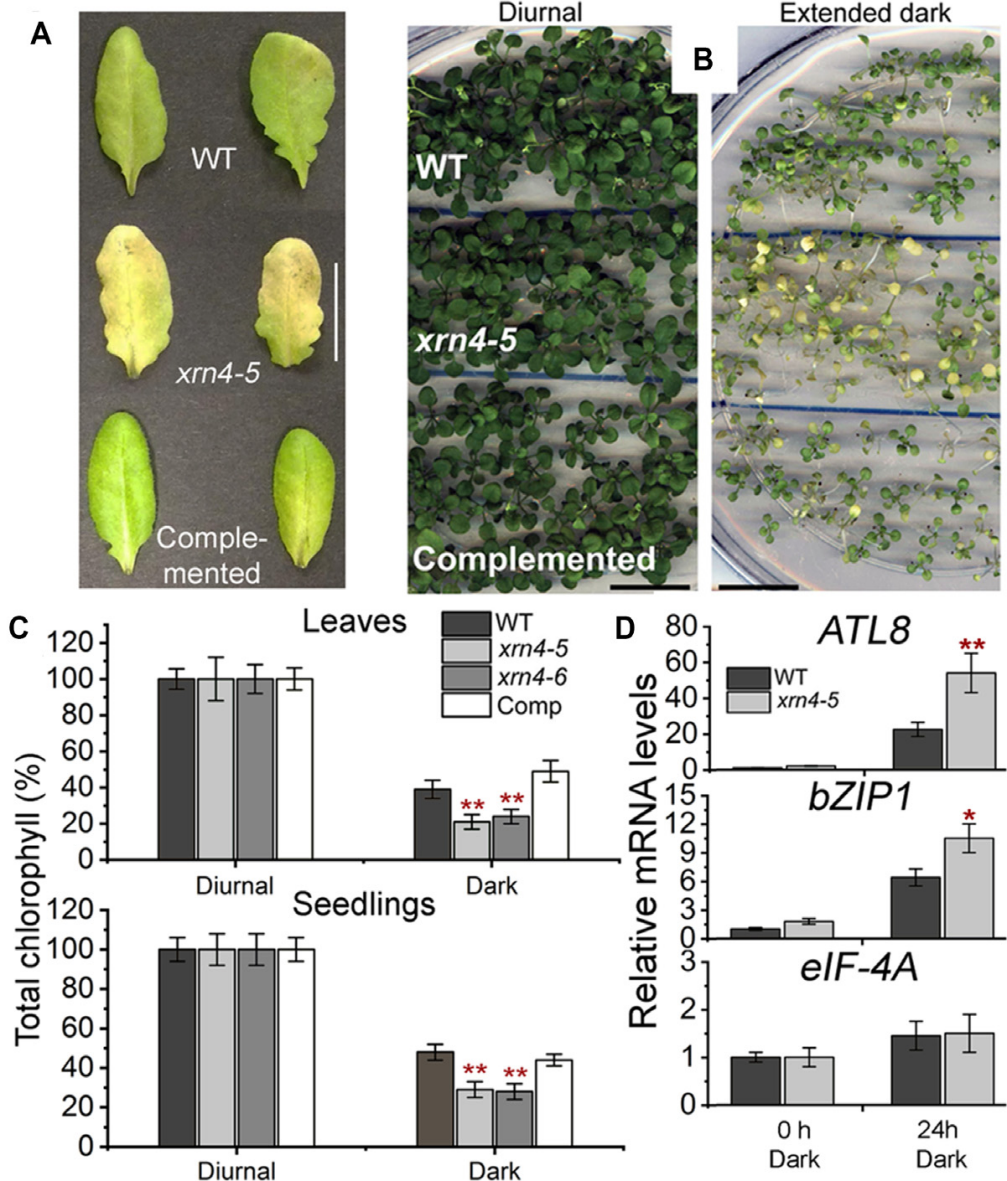
*xrn4* is oversensitive to dark treatment of leaves and seedlings. Detached leaves (**A**) and intact seedlings (**B**) of WT, *xrn4–5* and complemented line of *xrn4–5* (Comp) after extended dark (A, 4 d and B, 12 d) treatments; scale bar, 20 mm. (**C**) Chlorophyll content of dark treated (leaves, 4 d and seedlings, 12 d) WT, *xrn4–5, xrn4–6* and Comp presented as a percentage of diurnal (100%). Histograms are means from three biological replicates; four leaves from a total of 12 plants per genotype per condition (A) and a total of 15 pools of seedlings (5 to 6 plants per pool) per genotype per condition (B) were assayed and presented as percentages ± standard error of the mean (SEM). (**D**) Quantitative RT-PCR of polyA+ RNA show mRNA levels of *ATL8, bZIP1* and *eIF-4A* (control transcript) in 2-week-old seedlings of WT and *xrn4*–*5* after 0 h and 24 h of dark treatment. WT levels at 0 h set to 1. Data are means ± standard deviation (SD) from four biological replicates; **, *P*< 0.01 and *, *P*< 0.05.

Finding that transcripts responding to carbohydrates were among XRN4 substrates, we examined polyadenylated mRNA levels of sugar-starvation responsive marker genes, *bZIP1* (92) and *ATL8* (93), in dark-treated seedlings (Figure 6D). As expected, a 24-h dark treatment strongly elevated the levels of polyadenylated *bZIP1* (>6.5-fold) and *ATL8* (>22-fold) mRNAs in the WT, as opposed to control plants. Levels of these marker mRNAs were even higher in dark-treated *xrn4–5*, especially for *ATL8*, indicating that the mutant plants are much more starved for photosynthates. Together, our results clearly demonstrate that XRN4 is required for normal responses to dark stress.

### *xrn4* mutants exhibit a lateral root (LR) defect during N resupply

To examine a novel potential association of XRN4, the overlap between decapped XRN4 substrates and two different nitrogen (N)-responsive transcriptomic datasets were tested (Figure 5C). This was prompted by the initial observation of N-metabolism genes enriched among *xrn4*-elevated transcripts (RNA-seq, Supplementary Table S5). Both N-responsive datasets showed significant overlap with decapped XRN4 substrates, suggesting a new connection between XRN4 and N responses (Figure 5C and Supplementary Table S4). We hypothesized that *xrn4* may be deficient in responding to different N regimes. This was investigated by transferring *xrn4* and WT seedlings to N-starvation and N-replete medium for 7 d and then moving each seedling set to N-replete medium for 7 d (Figure 7A). Strikingly, both *xrn4–5* and *xrn4–6* seedlings that were transferred from N-starvation to N-replete media (N resupply conditions) displayed dramatic reductions (between 50% and 60%) in the overall number of LR compared to the WT and the complemented line of *xrn4–5* (Figure 7A and B) across multiple biological replicates. In contrast, all nonstressed seedlings (WT and mutants) on N-replete medium throughout the experiment (control conditions) showed a higher and comparable number of LRs (Supplementary Figure S11A). Also, both *xrn4* mutants did not show any apparent LR defects under control conditions, or N-starvation conditions. Under the N resupply conditions, no significant differences in primary root elongation were observed for *xrn4* mutants compared to WT and the complemented line (Supplementary Figure S11B). These results demonstrate that XRN4 is required for normal LR growth during N resupply.

**Figure 7.**
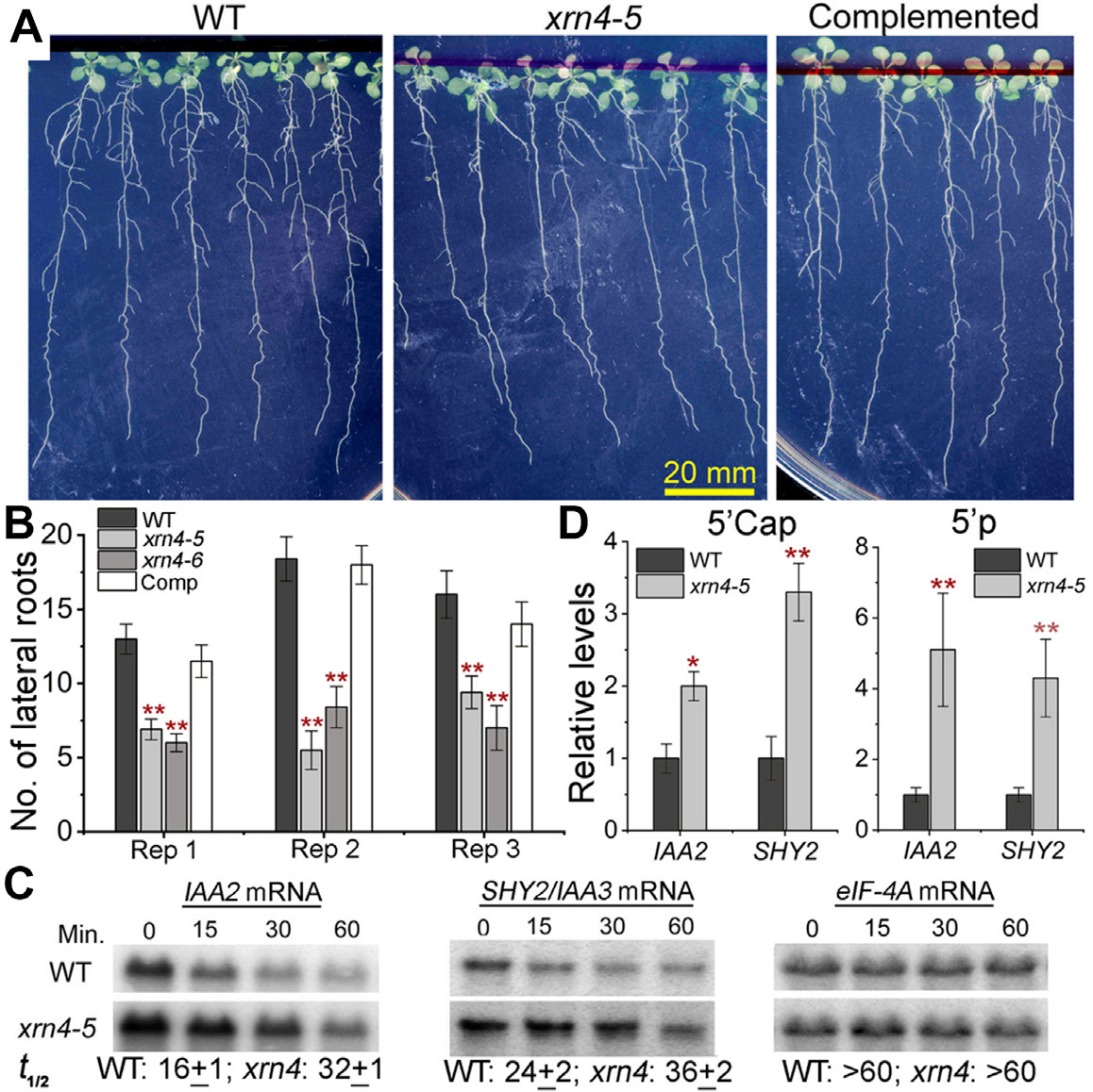
*xrn4* mutants show attenuated lateral root growth after recovery from N starvation. (**A**) Root images showing LR phenotype of WT, *xrn4–5* and its complemented line after 7 d of recovery from 7 d of N starvation. (**B**) Number of LR for WT and *xrn4* mutants from three independent experiments are shown (*N* = 12, 26 and 15 seedlings per genotype). Data are means ± SEM. (**C**) RNA half-life (*t*_1/2_) of *IAA2* and *SHY2/IAA3* under control conditions. Total RNA northern blots show time course of RNA abundance in WT and *xrn4–5* after cordycepin treatment. Average *t*_1/2_ in min ± SD of two biological replicates is below. RNA levels of stable transcript *eIF-4A* are also shown. (**D**) Quantitative splinted-ligation RT-PCR of total RNA shows levels of decapped (5′-P) and capped (5′ Cap, CIP + TAP) RNAs of *IAA2* and *SHY2/IAA3* in WT and *xrn4–5* seedlings. Levels of control RNAs are in Supplementary Figure S13. Histograms are means ± SD of four biological replicates; **, *P* < 0.01 and *, *P* < 0.05.

### *xrn4* mutants impact mRNA levels of *AUX/IAA* and *SAUR* genes

Several studies have implicated auxin as a major player in modulating root proliferation during plant responses to N (94–99). As presented in Figure 5B, the GO analysis showed a large number of auxin-responsive transcripts among deadenylated and decapped XRN4 substrates. We found several auxin-responsive transcripts belonging to *AUX/IAA* (7) and *SAUR* (14) gene families strongly overaccumulated decapped intermediates in *xrn4* polyA- PARE (Supplementary Figure S12A). 

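In the same family tests, *AUX/IAA* genes gave 5 polyA- substrates among 19 genes, namely *SHY2/IAA3*, *IAA26*, *IAA2*, *IAA1* and *IAA4* (odds ratio 2.80, exact test, adjusted p = 0.119). *SAUR* genes gave 13 among 39 (odds ratio 3.94, exact test, adjusted p = 9.20e-04). In polyA+ RNA, 2 of 19 *AUX/IAA* genes (*SHY2/IAA3* and *IAA4*; odds ratio 1.64, exact test, adjusted p = 0.490) and 4 of 40 *SAUR* genes (odds ratio 1.55, exact test, adjusted p = 0.490) were substrates. The polyA+ *SAUR* genes were *SAUR27*, *SAUR28*, AT4G00880 and AT5G20820, named after their values were seen. When cap sites called higher by edgeR took the place of the substrates, the *AUX/IAA* odds ratio in polyA+ RNA fell below 1, to 0.751. The *SAUR* odds ratio in polyA- RNA was 1.96 when the background was transcripts with 10 TP20M at the cap site in both mutants, which is also a criterion of the call.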

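The polyA- RNA-seq counts of these substrates were compared with WT as the average of the 2 mutants' fold changes. All 5 *AUX/IAA* genes had 100 counts or more, and their average fold changes had a median of 2.23 and ran from 1.44 to 4.39, with 3 at 2 or more. For the 10 *SAUR* genes with 100 counts or more, the median was 2.28, from 1.43 to 4.38, with 7 at 2 or more. Because the median gene in polyA- RNA was itself above WT, these medians become 1.69 and 1.72 after division by the median ratio, with 1 *AUX/IAA* gene, *IAA2*, and 3 *SAUR* genes still at 2 or more. In polyA+ RNA, the median was 1.16 for the 5 *AUX/IAA* genes and 0.883 for the 5 *SAUR* genes with 100 counts or more there. The 14 polyA- substrates of the photosynthesis family had a polyA- median of 1.21, which is 0.910 after the division.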

The abundances of these transcripts were also elevated in *xrn4* mutants in the polyA- RNA-seq data with an average fold change of ≥2, indicating that these mRNAs prefer to undergo deadenylation prior to 5′ to 3′ decay.

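*IAA2* (AT3G23030.1, minus strand of chromosome 3 from 8180646 to 8182095) has its cap site at the annotated start, 8181800, with ATCAACCAGCTCACCAAGAA. PolyA- tags there were 140 and 11 in WT, 2548 in *xrn4-5* and 5139 in *xrn4-6*. The fold changes were 25.3 and 282.6, from 48 and 10 TP20M in the WT replicates and 1215 and 2826 TP20M in the mutants. In the edgeR test, its polyA- log2 fold change was 6.11 (standard error 1.47, edgeR adjusted p = 1.19e-04). In polyA+ RNA, the tags of *IAA2* were 245 and 77 in WT, 1476 in *xrn4-5* and 1420 in *xrn4-6*, a log2 fold change of 2.99 (standard error 0.83, edgeR adjusted p = 0.00118). *SHY2/IAA3* (AT1G04240.1, minus strand of chromosome 1 from 1128149 to 1129689) has its cap site in the 5′ UTR at 1129415, with ATCTTCATCATCAGCAGCTT. It had 2 and 0 polyA- tags in WT, 102 in *xrn4-5* and 142 in *xrn4-6*, at least 49- and 26-fold higher. In polyA+ RNA, it had 69 and 22 tags in WT, 2877 in *xrn4-5* and 1534 in *xrn4-6*, fold changes of 18.7 and 54.8 against a WT MaxSeq of 121 and 22 tags. The polyA- RNA-seq counts of *SHY2/IAA3* were 2.08- and 2.67-fold those of WT. With TMM factors over the cap sites, the polyA- changes of both genes in the edgeR test no longer reached an adjusted p of 0.05.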

Among the *AUX/IAA* family members, *IAA2* previously identified as a Gene with Unstable Transcript (GUT, (100)), and *SHY2/IAA3* strongly overaccumulated decapped intermediates in *xrn4* mutants in polyA- PARE and total RNA, with a modest increase in capped RNA in the latter (Figures 3A and 7D; Supplementary Dataset S2). Therefore, we tested whether the higher abundance of these transcripts was due to increased RNA stability in the mutant (Figure 7C). RNA *t*_1/2_ assays were carried out by inhibiting transcription using cordycepin and monitoring RNA abundance as a function of time. In WT, *IAA2* showed a very short *t*_1/2_ of 16 min, corroborating previous work establishing it as an unstable transcript (100), and *SHY2/IAA3* similarly showed a short *t*_1/2_ of 24 min (Figure 7C). Both *IAA2* and *SHY2/IAA3* mRNAs were more stable in the absence of XRN4 with a t_1/2_ of > 30 min (Figure 7C). The multi-model RNA decay study mentioned earlier (79) estimated RNA *t*_1/2_ of *IAA2* and *SHY2/IAA3* in Col-0 to be 23 and 20 min, respectively, very close to our measured values. Further, these two *AUX/IAA* transcripts are 5′ to 3′ decay substrates as they exhibit longer *t*_1/2_ (>45 min) in *vcs-7* (Supplementary Dataset S2). Therefore, our results show that XRN4-mediated decay contributes to the rapid decay of *IAA2, SHY2/IAA3* and possibly other *AUX/IAA* family members.

## DISCUSSION

A major goal of this work was to investigate the impact of XRN4 on processes of biological significance, which were postulated to be impacted, based on substrates of the enzyme. Using a multifaceted RNA degradome approach, we identified XRN4 substrates that led us to find that the response to dark stress and normal root growth during N resupply are compromised in *xrn4* mutants. Our research also enhanced understanding of RNA decay pathways involving XRN4, most notably NMD. Clear evidence for multiple decay pathways of NMD targets was found, including decay involving internal mRNA cleavage. Because of the absence of SMG6 in plants, this argues for a novel mechanism initiating the decay of some NMD targets that are XRN4 substrates.

This study differed from those carried out previously by examining the polyA- transcriptome separately from polyA+ in *xrn4*. That this would be fruitful was first apparent with RNA-seq, which identified several hundred deadenylated transcripts that were significantly elevated in the absence of *XRN4* (Figure 1 and Supplementary Dataset S1). The observed modest impact of *xrn4* on the polyA+ transcriptome was as expected based on prior work (12,16,44–46) and these transcripts are not necessarily substrates and their elevation could be due to indirect effects of XRN4 loss. Using cap site information and PARE, we demonstrated that *xrn4* overaccumulates decapped RNAs, particularly those that are deadenylated (Figure 3B). 

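As a test that uses the count at each cap site and all 4 libraries of a fraction, the 2 *xrn4* libraries were compared with the 2 WT libraries by edgeR's quasi-likelihood test (two-sided), with genome-matched totals as library sizes. Cap sites with 10 or more tags over the 4 libraries were tested. In polyA+ RNA, 5839 of 9391 cap sites were higher in *xrn4* and 42 were lower at an adjusted p under 0.05. The median log2 fold change was 3.16, and 2.27 with the 3905 cap sites of 3 tags or fewer in each WT library at their lower bound. The medians of the single mutants had an SD of 0.53. In polyA- RNA, 5133 of 5225 were higher and 0 were lower, also at an unadjusted p under 0.05. The median was 5.79, and 2.05 with the 4667 such sites at their bound. Both *xrn4* libraries were above both WT libraries at 82.2% of the polyA+ cap sites and 99.0% of the polyA- ones, where chance gives 16.7%. TMM factors were computed over the same cap sites, of which 94.1% in polyA+ and 99.96% in polyA- RNA had a log2 fold change above 0, so they remove part of a shared rise by construction. They shift the median log2 fold change by -2.66 in polyA+ and by -1.34 in polyA- RNA. With them, 659 polyA+ cap sites were higher and 666 lower, and 0 polyA- cap sites were higher and 4 lower, with 489 higher at an unadjusted p under 0.05. Cap sites with 100 tags or more in each mutant were ranked by the lower of the 2 mutants' fold changes with WT counts under 3 raised to 3. The first in polyA+ RNA was AT5G67170 (chromosome 5, cap site 26799787, GCGCCGCCGCAACTACCCGA), with a fitted log2 fold change of 7.74 (standard error 1.07, edgeR adjusted p = 1.35e-09). *ACBP4* (AT3G05420.2, chromosome 3, cap site 1561777, AAGTTTGTATCTTTGAACAA) was at least 171-fold higher. AT2G40280 (chromosome 2, cap site 16828400, GAAAGTTGCGACTTTTGGAG) had a log2 fold change of 7.37 (standard error 1.05, edgeR adjusted p = 2.90e-09). In polyA- RNA, *RAP2.4* had a log2 fold change of 8.17 (standard error 1.63, edgeR adjusted p = 3.00e-05), *DREB1A* was at least 153-fold higher and *PSAL* (AT4G12800.1, chromosome 4, cap site 7521428, ATTTTAATTTTCATAAGAGA) at least 140.5-fold. With TMM factors, the polyA- changes of these 3 no longer reached an adjusted p of 0.05.

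**Figure D3:**
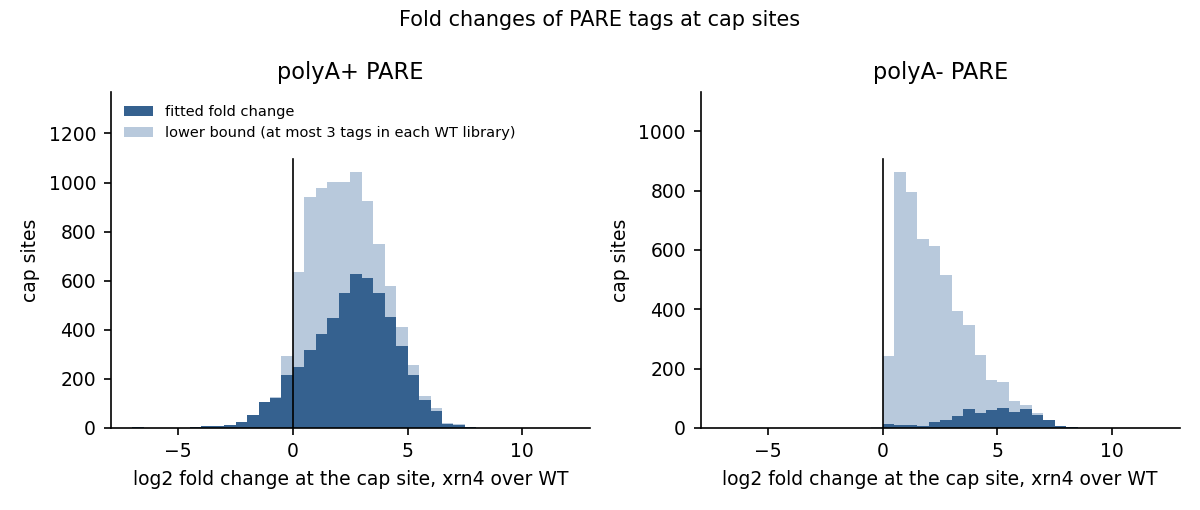
Number of cap sites by log2 fold change of PARE tags in *xrn4* over WT, in polyA+ and polyA- RNA. Dark bars are fitted fold changes and light bars are lower bounds for cap sites with at most 3 tags in each WT library, 3905 in polyA+ and 4667 in polyA- RNA.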

The latter results are precisely what is expected for transcripts degraded via deadenylation-dependent decapping, a mechanism that we conclude is degrading many XRN4 substrates in plants.

Not all XRN4 substrates are deadenylated, and mRNAs targeted for AGO cleavage by miRNAs are prominent examples. For those overaccumulating 3′ fragments in *xrn4*, 77% did so in polyA+, compared to 23% in polyA- (Figure 2B and Supplementary Table S3). Since most of the 3′ fragments found in polyA- were also overaccumulating in polyA+, they may result from deadenylation after miRNA-directed cleavage. Decapping of miRNA targets has also been observed for several XRN4 substrates and, in most cases, both decapped transcripts and 3′ fragments are evident in polyA+ (e.g. Supplementary Figures S4C and S5). *AP2* mRNA is among these examples but, in polyA-, it only overaccumulates decapped mRNA in *xrn4* (Supplementary Figure S5A). These data demonstrate that cleavage, decapping and/or deadenylation are all routes of miRNA target turnover prior to degradation by XRN4.

Among the major decapped substrates of XRN4 are genes involved in photosynthesis (Figure 5). XRN4′s role in photosynthetic function is evidenced by enhanced sensitivity of *xrn4* seedlings and detached leaves to extended darkness, indicated by leaves that were severely chlorotic compared to WT and the XRN4 complemented line (Figure 6A, B and C). Multiple impairments are known to result in dark-stress induced leaf chlorosis, including defects in autophagy, electron transport and the low energy response (LER) pathway. The possibility that *xrn4* mutants are defective in the LER pathway is particularly intriguing.

In agreement with a role of XRN4 in the LER, mRNA levels of two well-known sugar-responsive marker genes, *ATL8* and *bZIP1*, were elevated to a higher extent in *xrn4* compared to the WT in response to 24-h dark treatment (Figure 6D). *ATL8* mRNA levels are tightly correlated with low internal carbon levels after an extended night (93,101). The LER pathway responds to changes in energy, such as elevated carbon levels, which repress the expression of bZIP transcription factors. These include bZIP1 and bZIP53 whose mRNAs are XRN4 substrates (Supplementary Dataset S2). 

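*bZIP1* (AT5G49450.1, plus strand of chromosome 5 from 20051829 to 20052735) has its cap site 2 nt after the annotated start at 20051831, with CTCCCACTTTCCTTATTTTC. It was a decapped substrate in polyA- RNA, where tags were 32 and 4 in WT, 174 in *xrn4-5* and 399 in *xrn4-6*, fold changes of 7.55 and 54.8. In polyA+ RNA, it was not called, with 1083 and 473 tags in WT, 466 in *xrn4-5* and 739 in *xrn4-6*. Its polyA- RNA-seq counts were 2.16-fold those of WT in *xrn4-5* and 2.73-fold in *xrn4-6*. *bZIP53* (AT3G62420.1, minus strand of chromosome 3 from 23091586 to 23092850) has its cap site in the 5′ UTR at 23092805, with TTCTTTCGTTTGGCCTTTGA, and was a substrate in both fractions. PolyA+ tags were 118 and 28 in WT, 1976 in *xrn4-5* and 1591 in *xrn4-6*, fold changes of 8.61 and 17.6 against a WT MaxSeq of 178 and 69 tags elsewhere on the transcript. PolyA- tags were 9 and 4 in WT, 593 in *xrn4-5* and 1050 in *xrn4-6*, fold changes of 20.2 and 144 against a WT MaxSeq of 40 and 5 tags.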

Overexpression of *bZIP1* and *bZIP53* is known to cause accelerated leaf yellowing and dark sensitivity in whole plants, also referred to as dark-accelerated starvation/senescence (92). Therefore, a model where increased bZIP expression in *xrn4* mutants leads to dampening of the LER could provide a simple explanation for the dark sensitivity and chlorophyll loss that we uncovered following prolonged darkness.

Given the complexity of the processes that can lead to this phenotype, other gene expression changes in *xrn4* also may have contributed. Nevertheless, the data argue against the dark/senescence sensitivity being dependent on the role of XRN4 in ethylene signaling. Ethylene is a positive regulator of leaf senescence (102), and *xrn4* alleles display ethylene insensitivity (16,53). However, unlike other ethylene-insensitive mutants that have been reported to exhibit increased tolerance to dark-accelerated starvation/senescence (*ein2* or *ein3*; (103,104)), *xrn4* mutants show the opposite. They are more sensitive than WT, or the complemented mutant line, to prolonged darkness as intact seedlings or detached leaves (a typical dark-accelerated senescence assay) (Figure 6A, B and C). We, therefore, conclude that ethylene cannot explain the defective behavior of *xrn4* mutants following long dark treatments.

Another major finding from our RNA degradome analysis was the compelling evidence for the impact of XRN4 on N responses in Arabidopsis. N starvation and resupply affect a large fraction of the Arabidopsis transcriptome (95,105–108). Our analysis showed significant overlap between N-responsive transcripts (106,109) and decapped deadenylated XRN4 substrates (Figure 5C; Supplementary Table S4). Further, among a set of 93 transcription factors that are differentially regulated within 30 min of N resupply (107), 19 overaccumulate decapped deadenylated intermediates in *xrn4* (Supplementary Table S4). This indicates that rapid changes to the transcriptome could also entail RNA turnover mediated by XRN4 for these transcripts. Evidence of our findings is supplied by *xrn4ski2* double mutants with dysfunctional 5′ to 3′ and 3′ to 5′ cytoplasmic RNA decay pathways that strongly impact the mRNA levels of many N responsive genes (48). These double mutants overproduced anthocyanin in the leaves and displayed stunted growth, both of which were rescued by N fertilization. In our study, *xrn4* mutants show attenuated response toward the stimulatory effects of N resupply and produce significantly fewer (>50%) lateral roots than WT and the complemented line (Figure 7A and B). Our findings indicate that the LR defect is N-resupply specific in *xrn4* plants, since the mutants are unaffected in nonstressed (N-replete) conditions, both in our study, and as noted previously (62).

Auxin has been known for many years to be a major hormone modulating N-responsive LR formation (98), and attenuated lateral rooting is characteristic of mutants impaired in auxin signaling (reviewed in (110)). Support for the XRN4–auxin connection comes from a study that showed reduced auxin-responsive LR formation in *xrn4* (56). Our PARE analysis identified a large proportion of auxin-responsive transcripts, especially *AUX/IAA* and *SAUR* family members that are among decapped XRN4 substrates (Figure 5B and Supplementary Figure S12A). *AUX/IAA* genes code for transcriptional repressors of auxin-regulated gene expression crucial for diverse developmental responses, including LR formation (reviewed in (111,112)). Our work shows that *IAA2* and *SHY2/IAA3* transcripts are short-lived mRNAs and that XRN4-mediated mRNA decay is an important component of this post-transcriptional control (Figure 7C). Therefore, it seems likely that the root branching defect of *xrn4* during N resupply is caused by increased AUX/IAA repressor levels as a result of increased stability of *AUX/IAA* mRNAs. Although normal AUX/IAA-mediated auxin signaling is important for root response to N stimulus, there is limited information regarding the individual roles of AUX/IAA proteins. Transcriptional modules regulated by SHY2/IAA3 and IAA14 control LR emergence and LR initiation/emergence, respectively (99). So far, only IAA14 has been shown to alter the response of N-responsive transcription factor(s) that control LR growth (106), although both IAA14 and SHY2/IAA3 inhibit LR development when overexpressed (113,114). Since *IAA14* and *SHY2/IAA3* are substrates of XRN4 (Figure 7 and Supplementary Dataset S2), it is easy to envision their inefficient repression in *xrn4* during N treatment as shown in the model in Supplementary Figure S12B. In this model, XRN4 rapidly degrades *Aux/IAA* mRNAs, whereas auxin receptors mediate ubiquitination-mediated proteolysis of AUX/IAA repressors in response to N (115). 

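*IAA14* (AT4G14550.1, minus strand of chromosome 4 from 8347822 to 8350263) has its cap site at the annotated start, 8350019, with GTTCCCCTCTTATCAAACTT. PolyA- tags there were 14 in *xrn4-5* and 15 in *xrn4-6*, which are 7 and 8 TP20M, against a WT MaxSeq of 2 and 3 tags. This is under the 10 TP20M required for a decapped substrate, and *IAA14* was not called in either fraction under any of the settings run. In polyA- RNA-seq, *IAA14* was 2.94-fold higher than WT in *xrn4-5* and 3.72-fold higher in *xrn4-6*, and in polyA+ RNA-seq 1.30- and 1.53-fold.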

The AUX/IAA mRNA and protein turnover are both important for activation of the auxin-responsive transcriptional cascade to trigger LR development.

How might the changes in AUX/IAA gene expression and LR development that we observed in *xrn4* be explained mechanistically at the RNA level? In multiple systems, there is evidence that decapping activators interact with XRN1 (116–118). In Drosophila, XRN1 directly binds DCP1, a decapping complex protein, and absence of XRN1 leads to less efficient decapping, resulting in increased capped mRNA (116). We observed increased capped and uncapped levels of *SHY2/IAA3* RNA (Figure 7C) and found the RNA to be more stable after blocking transcription in *xrn4* (Figure 7D). This supports the idea that XRN4-coupled decapping could occur during post-transcriptional control of SHY2/IAA3 levels, and thus explain observed LR defect, and potentially other defects, of *xrn4* mutants. In any event, there is certainly precedent for regulatory proteins to have unstable mRNAs and proteins (119). These traits could facilitate rapid changes in gene expression in response to various regulatory stimuli and major biological defects when that control is disrupted.

A key result from our study was to show that XRN4 substrates include NMD-sensitive targets such as CPuORF, and *upf1*- and *upf3*-elevated transcripts (Figure 3C and D; Supplementary Table S4 and Supplementary Dataset S2). Although NMD is a conserved surveillance pathway in eukaryotes, plants lack an ortholog of metazoan SMG6, a PIN-domain containing endoribonuclease. As a result, NMD substrates are thought to predominantly undergo exoribonucleolytic decay from the ends in plants (26). Our work shows that a large percentage (∼38%) of CPuORF-containing mRNAs are turned-over by decapping followed by XRN4-mediated decay (Figure 3C and Supplementary Dataset S2). Interestingly, these decapped CPuORF-containing mRNAs overaccumulate predominantly in the polyA- fraction, suggesting a prominent role for deadenylation. NMD targets are known to undergo deadenylation in yeast and mammals (89,120,121), and our work suggests that it occurs in plants for select XRN4 substrates. Decapped XRN4 substrates include *upf1*- and *upf3*-elevated transcripts, and unlike CPuORF-containing transcripts, majority of them accumulated predominantly in polyA+ (Figure 3C and Supplementary Dataset S2). In yeast, NMD targets generally undergo decapping without requiring deadenylation (122,123). Consistent with this understanding, our work suggests that this mechanism could be conserved in plants.

One of our most intriguing findings was that XRN4 substrates also include 3′ fragments of NMD-sensitive transcripts. PARE analysis identified 62 transcripts that overaccumulate such fragments in *xrn4* (9 CPuORF; 53 *upf1* and/or *upf3*-elevated transcripts Figure 3D; Supplementary Dataset S2). For *eRF1–1* mRNA, we further demonstrate that its 3′ fragment accumulation is nearly undetectable unless XRN4 is deficient (Figure 4; Supplementary Figure S9A, B and C). *eRF1–1* encodes a translation termination release factor that is a component of the SURF (SMG-1-Upf1-eRF1-eRF3) complex (124) and its mRNA has a long 3′UTR with an intron, both typical features that could trigger NMD (87). Our results indicate *eRF1–1* mRNA undergoes endoribonucleolytic cleavage and its decay is dependent on UPF1 and XRN4. Decay of *eRF1–1* initiated by an endoribonucleolytic cleavage should produce 5′ and 3′ fragments that are degraded by the cytoplasmic exosome and XRN4, respectively. Although 5′ fragments are notoriously difficult to detect due to their rapid degradation by 3′ to 5′ exoribonucleases (27,28,125), experiments inactivating the 3′ to 5′ decay pathway indicate their presence. For instance, *eRF1–1* mRNA levels were elevated in *xrn4ski2* compared with *xrn4* and WT (48), supporting the involvement of both 5′ to 3′ and 3′ to 5′ cytoplasmic exoribonucleolytic pathways for turnover of fragments produced by cleavage of *eRF1–1* mRNAs. As in the case of *eRF1–1*, we found other examples in Arabidopsis (Supplementary Figure S9D) that showed a cleavage pattern reminiscent of SMG6 activity observed in mammalian cells (29,30).

Our results implicate an unknown endoribonuclease in the turnover of *eRF1–1* and other selected NMD targets that is distinct from SMG6 seen in metazoans. The Arabidopsis genome codes for several endoribonucleases with a PIN or PIN-like domain (126–129), which could cleave RNAs, leaving a 5′ monophosphate on a 3′ fragment that could be subsequently degraded by XRN4. Plants may have evolved a unique mechanism in the absence of a SMG6 ortholog to cleave NMD targets in the same way they evolved to replace the lack of an XRN1 ortholog with an XRN2 ortholog (XRN4) functioning in the cytoplasm. Further studies are required to identify and characterize the unknown endonuclease and understand the pervasiveness of this mechanism in the plant kingdom. Recently, a PIN-like NYN domain containing putative endoribonuclease was identified among proteins that co-immunoprecipitated with UPF1 (130). It will be exciting to see if this or another PIN-like protein is the plant NMD endoribonuclease cleaving *eRF1* mRNA and other NMD targets with 3′ fragments.

## DATA AVAILABILITY

Dataset containing the cap sites and sequences from C-PARE, raw and processed sequences of PARE and RNA-seq libraries have been deposited at the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) under accession number GSE119706.

## Supplementary Material

gkz712_Supplemental_Files Click here for additional data file.

# Supplementary material for: RNA degradomes reveal substrates and importance for dark and nitrogen stress responses of Arabidopsis XRN4
**Source:** Nucleic Acids Res. 2019 Aug 20;47(17):9216–30. doi: 10.1093/nar/gkz712
**Supplement:** gkz712_Supplemental_Files

**Supplementary Material**

accompanying the main manuscript entitled

**RNA degradomes reveal substrates and importance for dark and nitrogen stress responses of Arabidopsis XRN4**

Vinay K. Nagarajan, Patrick M. Kukulich, Bryan von Hagel and Pamela J. Green

**Table of Contents**

Figures S1 to S13

Tables S1 to S5

Supplementary Experimental Procedures

References

**Supplementary Figures**

**Supplemental Figure S1**

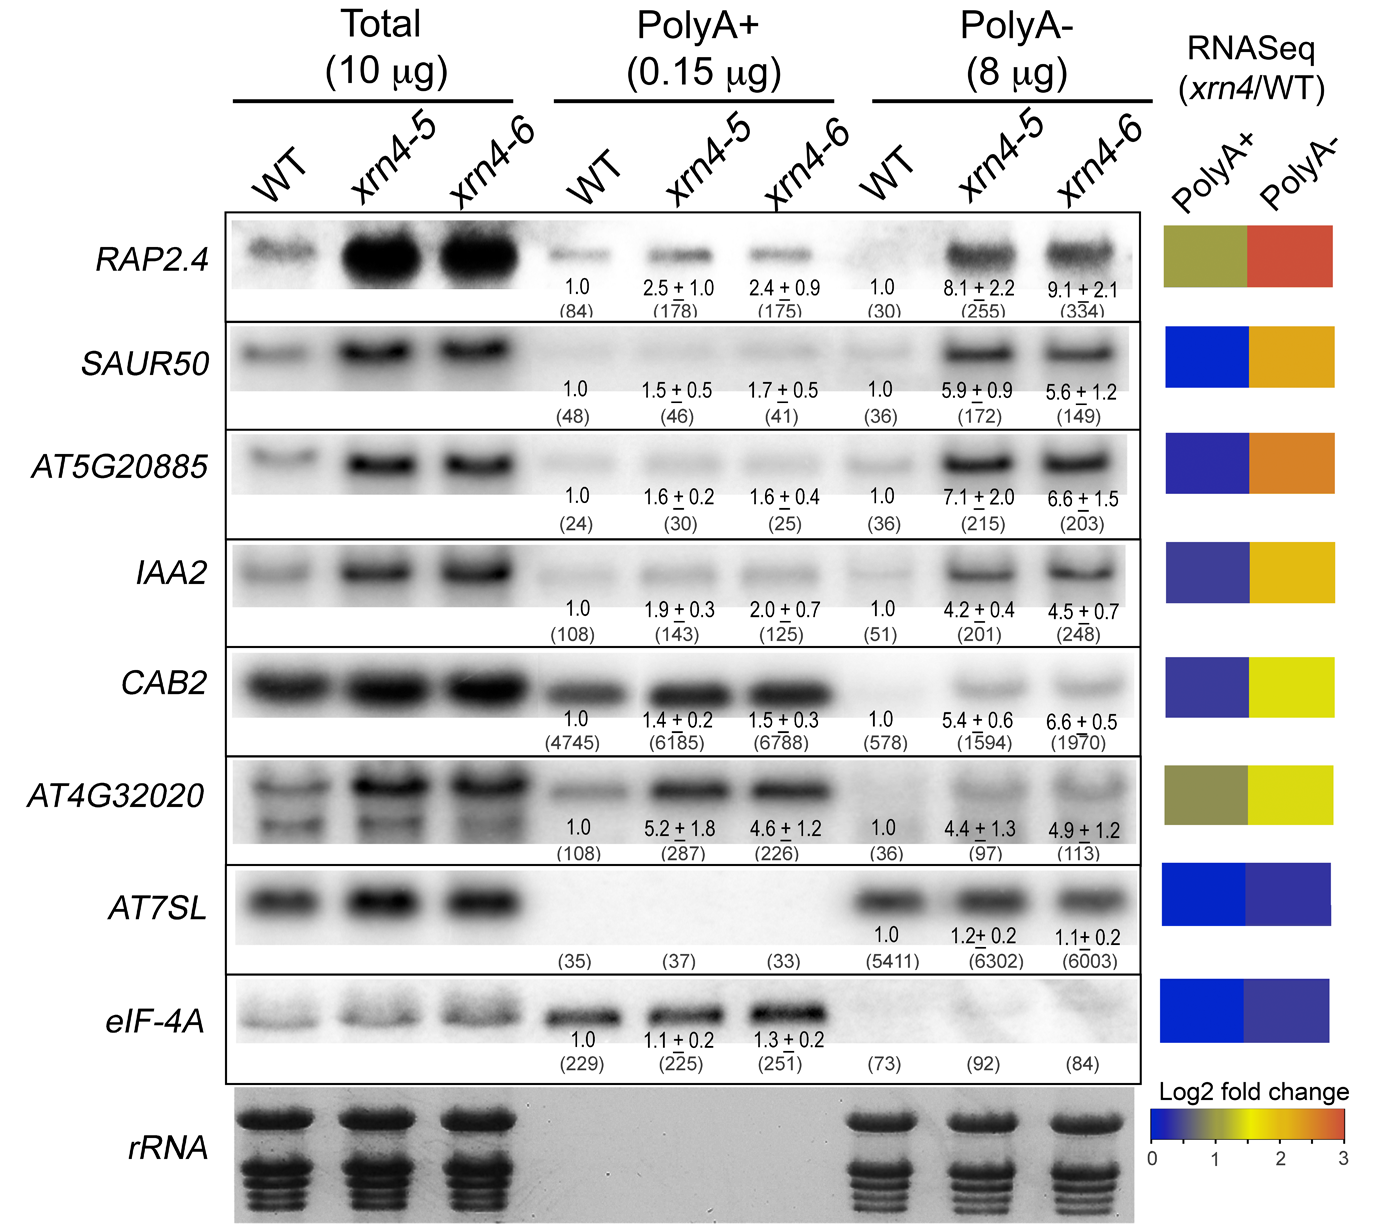

**Supplemental Figure S1. Validation of transcripts elevated in *xrn4* in polyA- RNA fraction.** Northern blots show RNA levels of selected transcripts in polyA+ and polyA- RNA fractions of WT, *xrn4-5* and *xrn4-6* seedlings. Values indicate average fold-changes (+ SD) in *xrn4* mutants from two biological replicates normalized to levels of *eIF-4A* mRNA (polyA+) or *AT7SL* noncoding RNA (polyA-) with WT abundance set to 1. RPKM values from RNA-seq analysis are in parenthesis. Heat map of fold changes (*xrn4-5*/WT) for these transcripts from RNA-seq analyses (Figure 1) are presented on the right. Northern blots were generated based on percent recovery after total RNA fractionation: 1.5% (for polyA+) and 80% (for polyA-) RNA. Fractionated RNA samples were run alongside total input RNA (10 µg) as shown.

**Supplemental Figure S2**

**
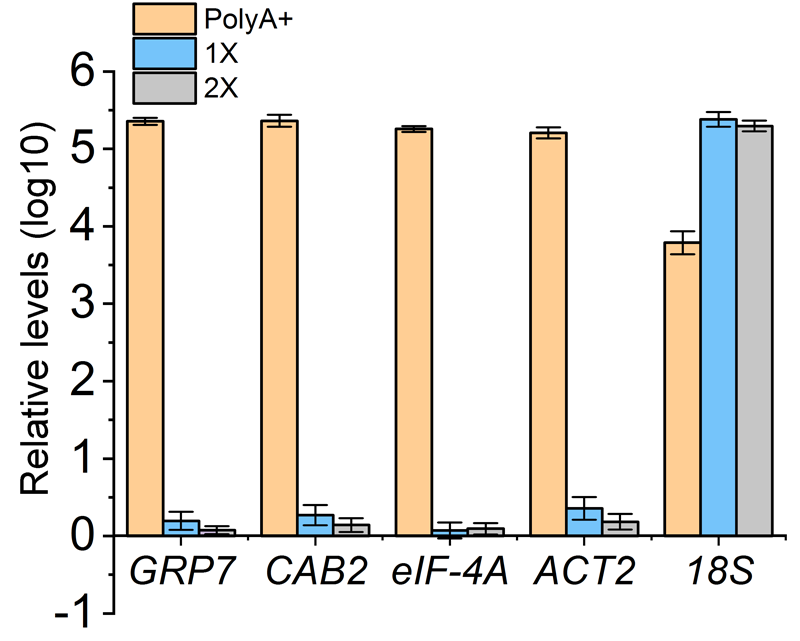
**

**Supplemental Figure S2. Levels of highly abundant polyadenylated transcripts in polyA- fractions.** Quantitative PCR shows levels of highly abundant polyA+ transcripts in two different polyA- RNA fractions of WT. The polyA- RNA fractions 1X and 2X indicate one and two rounds of polyA selection of total RNA, respectively. The polyA+ and polyA- RNA were then primed with oligo(dT)_21_ or random decamer (to amplify 18S) prior to cDNA synthesis. Histograms are means + SD from two biological.

**Supplemental Figure S3**

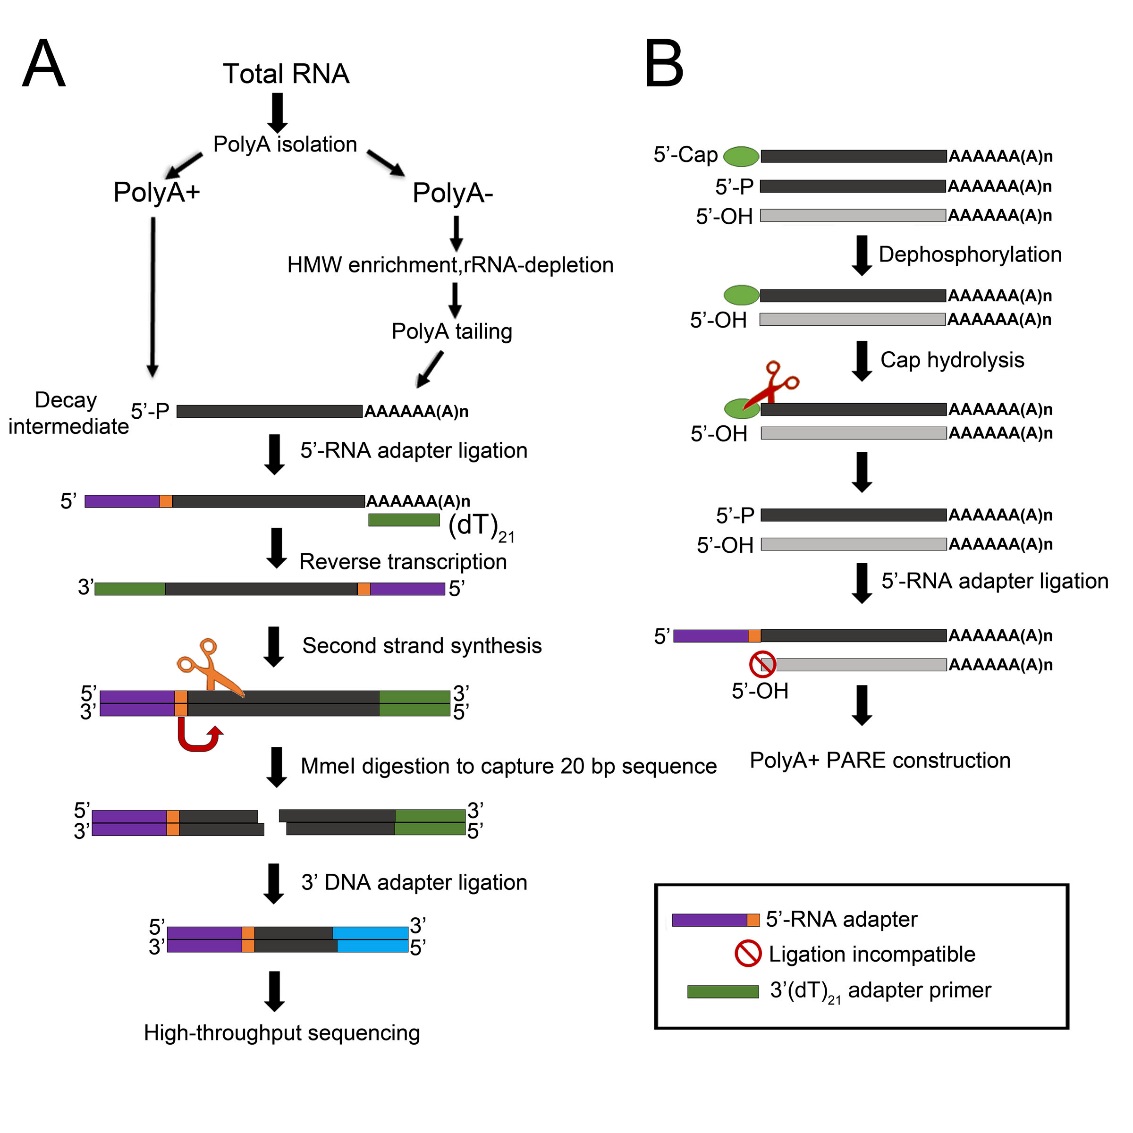

**Supplemental Figure S3. Construction of PolyA+ PARE, PolyA- PARE and Cap-PARE (C-PARE).** (A) For polyA+ and polyA- PARE, total RNA was fractionated to polyA+ and polyA-. PolyA- RNA was enriched for high molecular weight RNA (HMW), rRNA-depleted and then polyA tailed using polyA polymerase. Both polyA+ and polyA- 5’-monophosphate (5’-P) RNA were ligated to the 5’-RNA adapter. RNA was then primed with the 3’(dT)_21_ adapter primer and reverse transcribed. Double stranded DNA (dsDNA) was digested with MmeI which cuts 20 nt downstream of its recognition site*,* and dephosphorylated (not shown). MmeI-treated DNA was ligated to a dsDNA adapter, and PCR amplified prior to deep-sequencing. For more details about PARE library construction see Supplementary Experimental Procedures. (B) C-PARE libraries were constructed as described (1). Briefly, polyA+ RNA was treated with calf-alkaline intestinal phosphatase (CIP, dephosphorylation) prior to cap hydrolysis using tobacco acid pyrophosphatase (TAP). Decapped RNA with 5’-P was ligated to the 5’-RNA adaptor and subsequent steps of library construction are as described in A.

**Supplemental Figure S4**

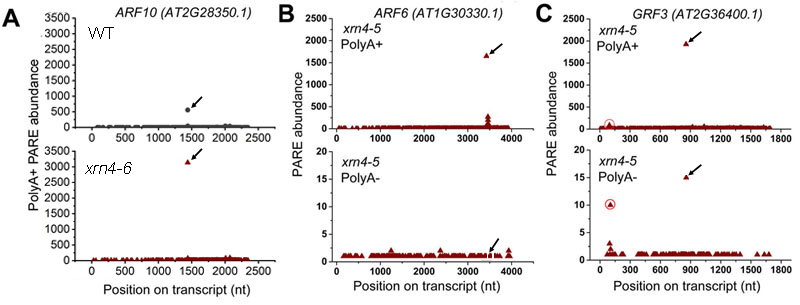

**Supplemental Figure S4. Different accumulation patterns of select 3’ fragments of miRNA-guided cleavage in *xrn4* mutants in polyA+ and polyA- PARE.** D-plots are presented for different miRNA targets in *xrn4* mutants. (A) PolyA+ PARE shows accumulation of 3’ fragment for miRNA target *ARF10* in *xrn4-6* (closed diamonds). (B) Absence of *ARF6* (miR167 target) cleavage product in polyA- as compared to polyA+ in *xrn4-5*. (C) Overaccumulation of 3’ fragment of *GRF3* (miR396 target) in both polyA+ and polyA- in *xrn4-5.* The *xrn4*/WT fold changes at cleavage site in B and C are indicated in Supplemental Table S3. Black arrow, miRNA-guided cleavage site; Red open circle, corresponds to cap site.

**Supplemental Figure S5**

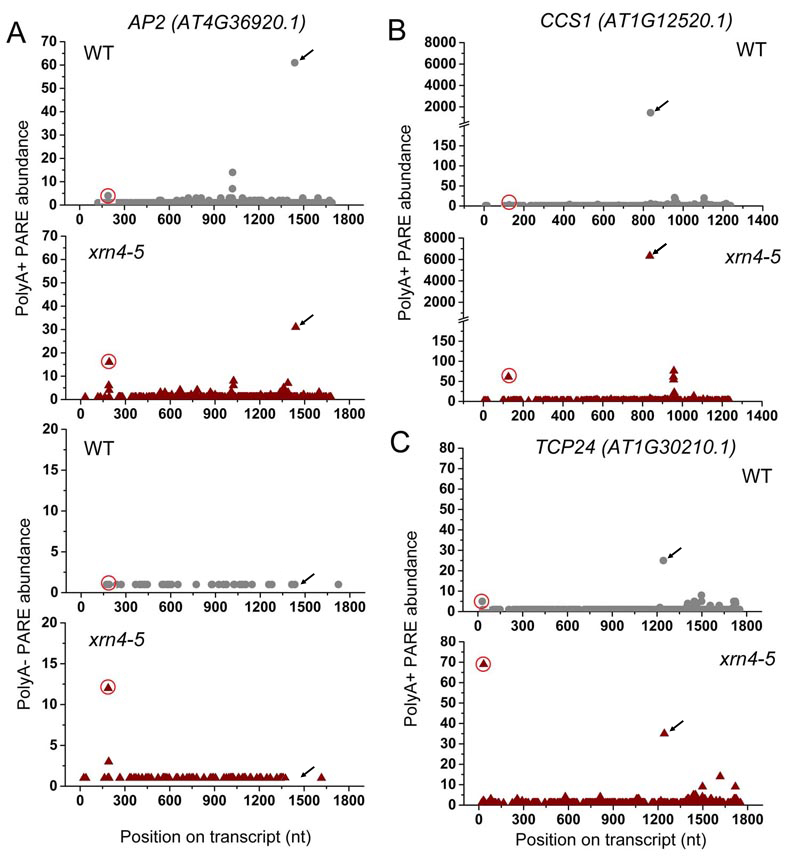

**Supplemental Figure S5. Decapped products of miRNA-targets, *AP2, CCS1* and *TCP24* overaccumulate in *xrn4*.** PARE D-plots show accumulation of decapped and 3’ fragments for miRNA targets in WT (closed circle) and *xrn4-5* (closed triangles) (A) miR172 target *AP2* in polyA+ (top) and polyA- (bottom) PARE. (B) miR398 target *CCS1* in polyA+ PARE and (C) miR319 target *TCP24* in polyA+ PARE. Red open circle, corresponds to the cap site; Black arrow, miRNA-guided cleavage site; Break in y-axis (B) is from 200 and 500 TP20M.

**Supplemental Figure S6**

**
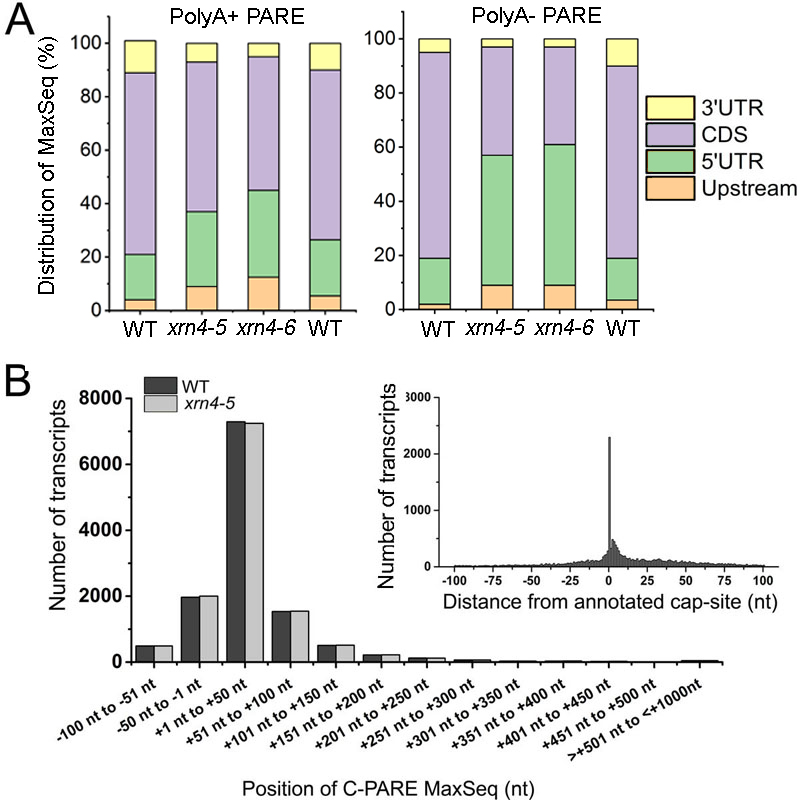
**

**Supplemental Figure S6. Distribution of principal PARE and C-PARE sequences in Arabidopsis transcripts.** (A) Histograms show distribution of MaxSeqs in polyA+ and polyA- PARE libraries. The locations of all MaxSeqs mapping to the indicated regions are presented as a percentage for the different genotypes. Upstream, the 100 nt upstream of and including the annotated transcription start-site (TSS)/cap site; CDS, coding sequence; UTR, untranslated region. (B) Number of transcripts with C-PARE MaxSeqs (y-axis) plotted as a function of position on the transcript (x-axis). Positions are divided into 50 nt intervals except for last interval (+501 to +1000 nt). +1 denotes the TSS/annotated cap site. Inset, distance of C-PARE MaxSeq position from the annotated cap site. Number of transcripts with the same C-PARE MaxSeq in both WT and *xrn4-5* (y-axis); position relative to annotated cap site (x-axis). For description of C-PARE, see Supplemental Figure S3B and Supplementary Experimental Procedures.

**Supplemental Figure S7**

**
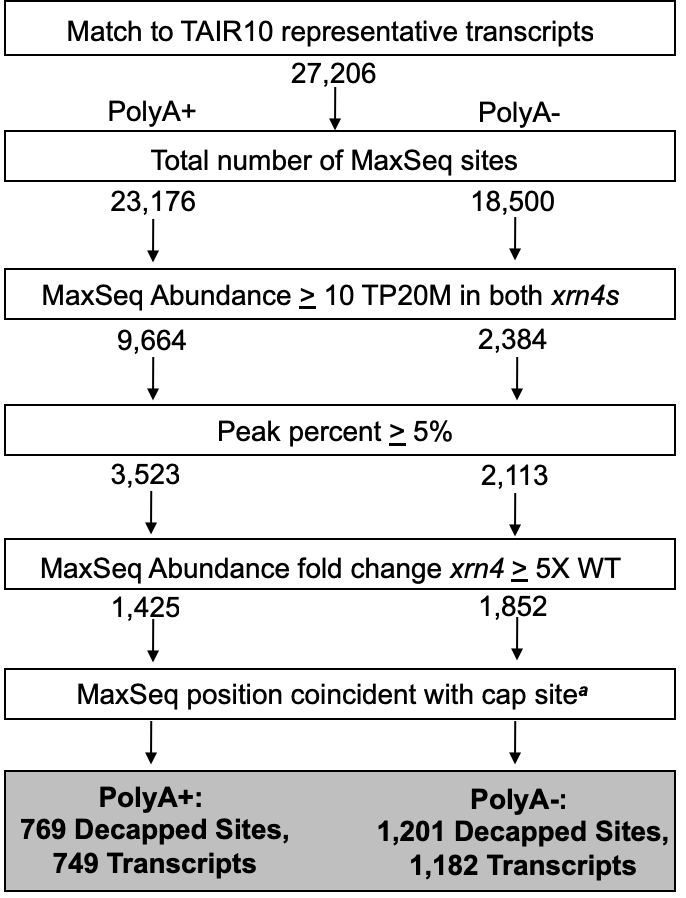
**

**Supplemental Figure S7. Computational pipeline to identify decapped XRN4 substrates from polyA+ and polyA- PARE.** The final outputs of the pipeline highlighted in gray are transcripts classified as decapped XRN4 substrates. A decapped site is a PARE MaxSeq position that coincides with a cap site. The data were filtered using criteria as shown and explained in Supplementary Experimental Procedures. *^a^* cap sites were identified from C-PARE libraries are described in the legend to Supplemental Figure S6 and in the Supplementary Experimental Procedures.

**Supplemental Figure S8**

**
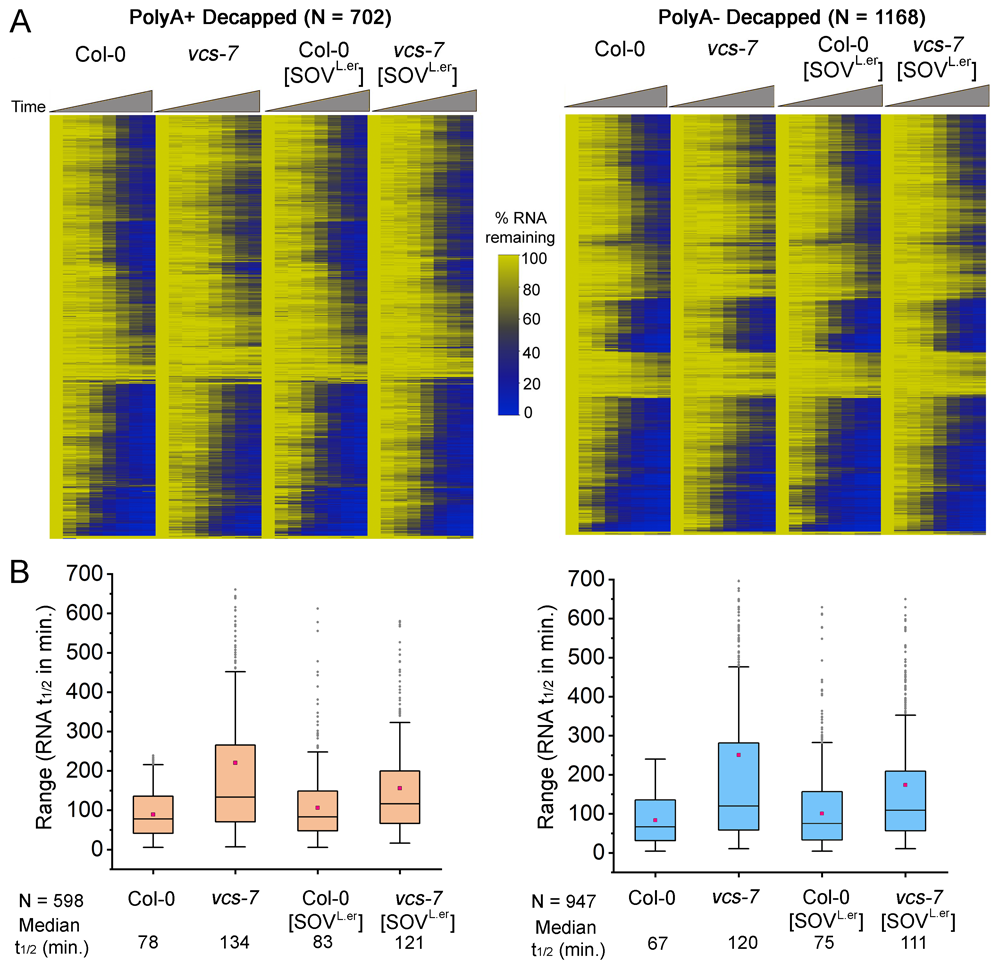
**

**Supplemental Figure S8. RNA decay rates of decapped XRN4 substrates.** (A) The heat maps of RNA decay rates (2) for all polyA+ and polyA- decapped XRN4 substrates in Col-0 ecotype, *vcs-7* (*varicose* mutant in Col-0), Col-0 [SOV^L.er^] (transgenic Col-0 with Landsberg *erecta* copy of SOV, SOV^L.er^) and *vcs-7* [SOV^L.er^] (*vcs-7* carrying SOV^L.er^) are presented. Time, 0, 7.5, 15, 30, 60, 120, 240 and 480 mins after transcription shutoff. RNA abundance at 0 min is set to 100%. (B) Majority of XRN4 substrates show longer RNA *t_1/2_* in the *vcs* mutants. In Col-0, RNA t_1/2_ values were <240 mins for 85% of polyA+ (598 out of 702 transcripts) and 81% of polyA- (947 out of 1,167 transcripts) XRN4 substrates. For these transcripts, box plots show the range of RNA t_1/2_ values in Col-0 and comparative ranges in other genotypes. Legend to the box plots are as per the description in Figure 1C. For (A) and (B) decay rates extracted from (2) are presented in Supplemental Dataset S2.

**Supplemental Figure S9**

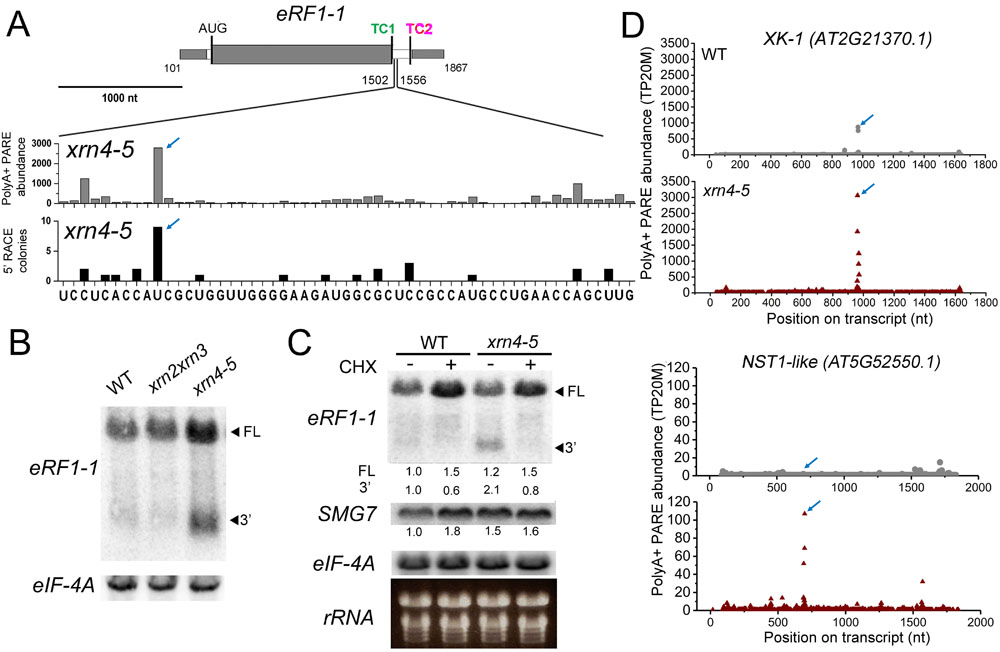

**Supplemental Figure S9. 3’ fragments of some NMD-sensitive transcripts overaccumulate in *xrn4*.** (A) Mapping the position of the 3’ fragment (3’) of *eRF1-1*. Structure of *eRF1-1* mRNA as presented in Figure 4A. A 54 nt region (positions 1402 to 1456 nt) starting 22 nt downstream of the stop codon is expanded to show PARE abundances (gray bars, Figure 4A) and 5’ RACE analysis (black bars) in *xrn4-5*. Red arrow, MaxSeq as shown in Figure 4A. (B) Accumulation of *eRF1-1* 3’ fragment in the inflorescence of WT, *xrn2xrn3* and *xrn4-5*. (C) Effect of translation/NMD inhibitor cyclohexamide (CHX) on *eRF1-1* RNA levels. WT and *xrn4-5* seedlings were treated with either DMSO (solvent) or 10 mg/L CHX for 3h. Total RNA northern blots are shown for B and C and are representative of two or more biological replicates. 3’ probe of *eRF1-1* was as per legend to Figure 4A. Values (in C) indicate fold-changes normalized to those of *eIF-4A* mRNA and WT abundance set to 1. (D) D-plots of other *upf1*-elevated RNAs (*XK-1* above; *NST1-like* below) overaccumulating 3’ fragment in *xrn4.* Blue arrow, MaxSeq position in *xrn4* and its corresponding position in WT.

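*XK-1* (AT2G21370.1, minus strand of chromosome 2 from 9137451 to 9140142) had its polyA+ MaxSeq in the coding region at 9138695, with TTTCTTGCAGCACGCGCGAC. The tags were 57 and 23 in WT, 10963 in *xrn4-5* and 4465 in *xrn4-6*, fold changes of 153 and 148 at this position. The WT MaxSeq lay 7 and 8 nt downstream with 2429 and 512 tags, and against it the fold changes were 3.52 and 6.68. *NST1-like* (AT5G52550.1, minus strand of chromosome 5 from 21327712 to 21330136) had its MaxSeq in the coding region at 21328854, with CAGCAATTCGGGCTGAGCTA. It had 5 and 3 tags in WT, 384 in *xrn4-5* and 136 in *xrn4-6*, 53.5-fold and at least 31.5-fold higher at this position, and 7.13- and 6.3-fold higher than the WT MaxSeq.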

**Supplemental Figure S10**

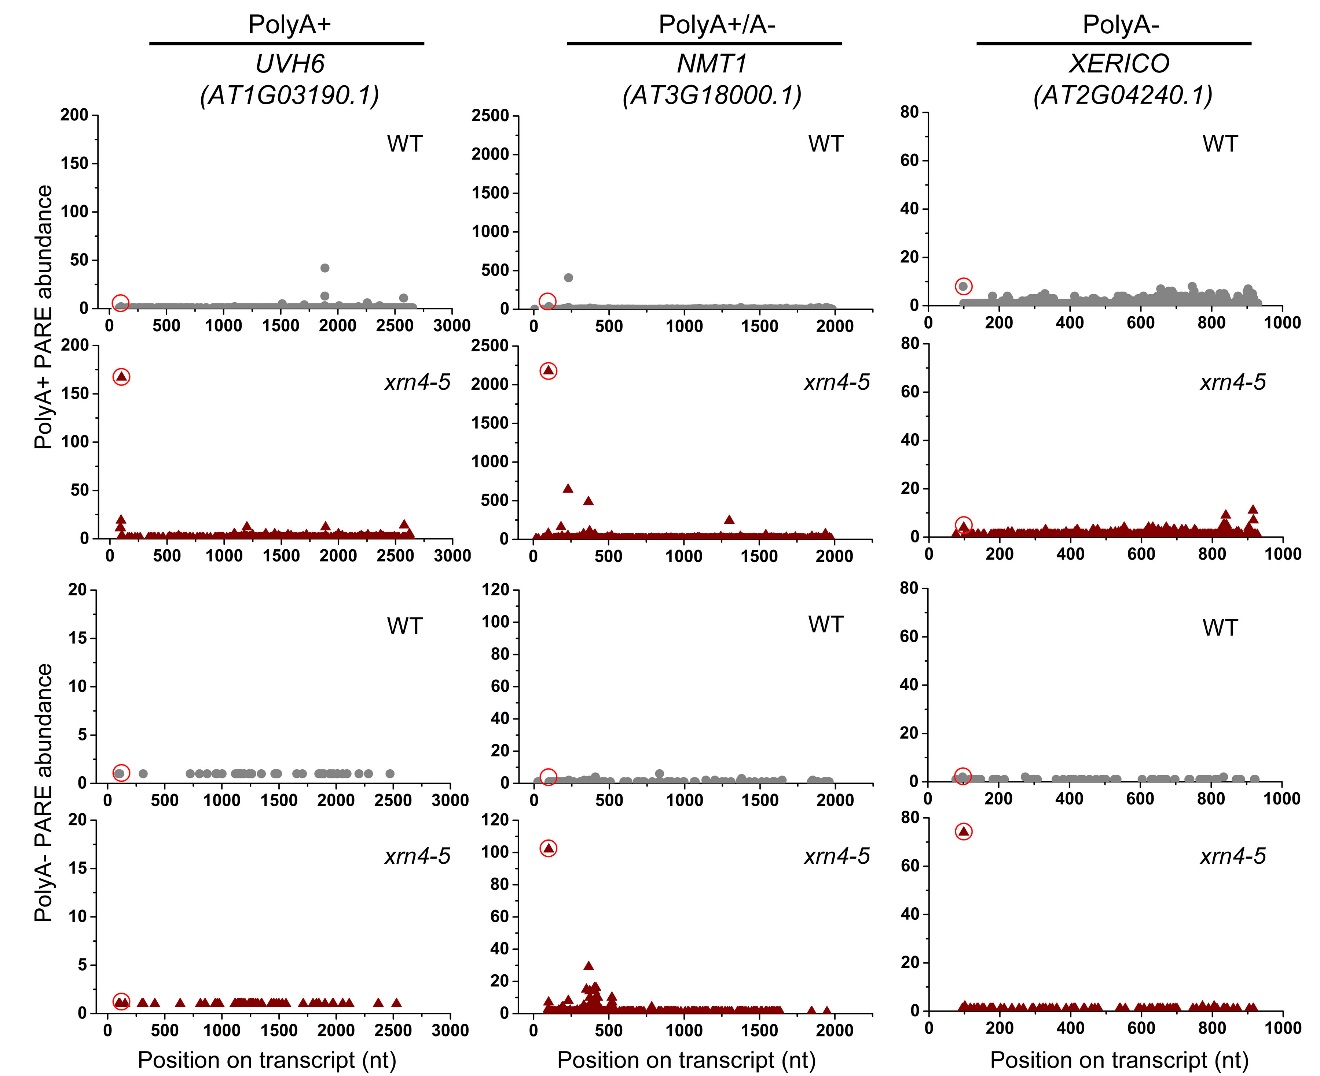

**Supplemental Figure S10. Examples of decapped XRN4 substrates in polyA+ and polyA- PARE.** PARE D-plots show profiles of decapped intermediates for transcripts accumulating as polyA+ (UV-responsive, *UVH6)* in left panel*,* polyA- (osmotic-stress responsive, *XERICO)* in right panel and in both polyA+ and polyA- (CPuORF containing *NMT1)* in center panel. Scale of y-axis in polyA+ and polyA- PARE are not comparable. Red open circle, corresponds to cap site.

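*UVH6* (AT1G03190.1, plus strand of chromosome 1 from 775527 to 780062) has its cap site at the annotated start, with ACTTCGGCAAACACAGACGC. PolyA+ tags there were 6 and 1 in WT, 597 in *xrn4-5* and 336 in *xrn4-6*. The WT MaxSeqs lay elsewhere, with 117 and 37 tags, so that the MaxSeq fold changes were 3.98 and 7.09 and *UVH6* was not called as a decapped substrate. It was called with a 2-fold criterion, with fold changes taken at the cap site, without WT replicate 1 and without *xrn4-5*. *XERICO* (AT2G04240.1, minus strand of chromosome 2 from 1461548 to 1462944) has its cap site 3 nt upstream of the annotated start, at 1462937, with ATCAAAACCAACTCTCTCTA. PolyA- tags were 21 and 2 in WT, 156 in *xrn4-5* and 204 in *xrn4-6*, 10.6-fold and at least 37.3-fold higher. Its polyA+ tags were 22 and 14 in WT, 15 in *xrn4-5* and 30 in *xrn4-6*. *NMT1* (AT3G18000.1, plus strand of chromosome 3 from 6154363 to 6157552) has its cap site at the annotated start, with ACACTCTTTTCGCTCTCAGA. PolyA+ tags were 102 and 83 in WT, 7796 in *xrn4-5* and 6741 in *xrn4-6*, 5.33- and 19.4-fold higher than the WT MaxSeq. PolyA- tags were 1 and 0 in WT, 129 in *xrn4-5* and 124 in *xrn4-6*.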

**Supplemental Figure S11**

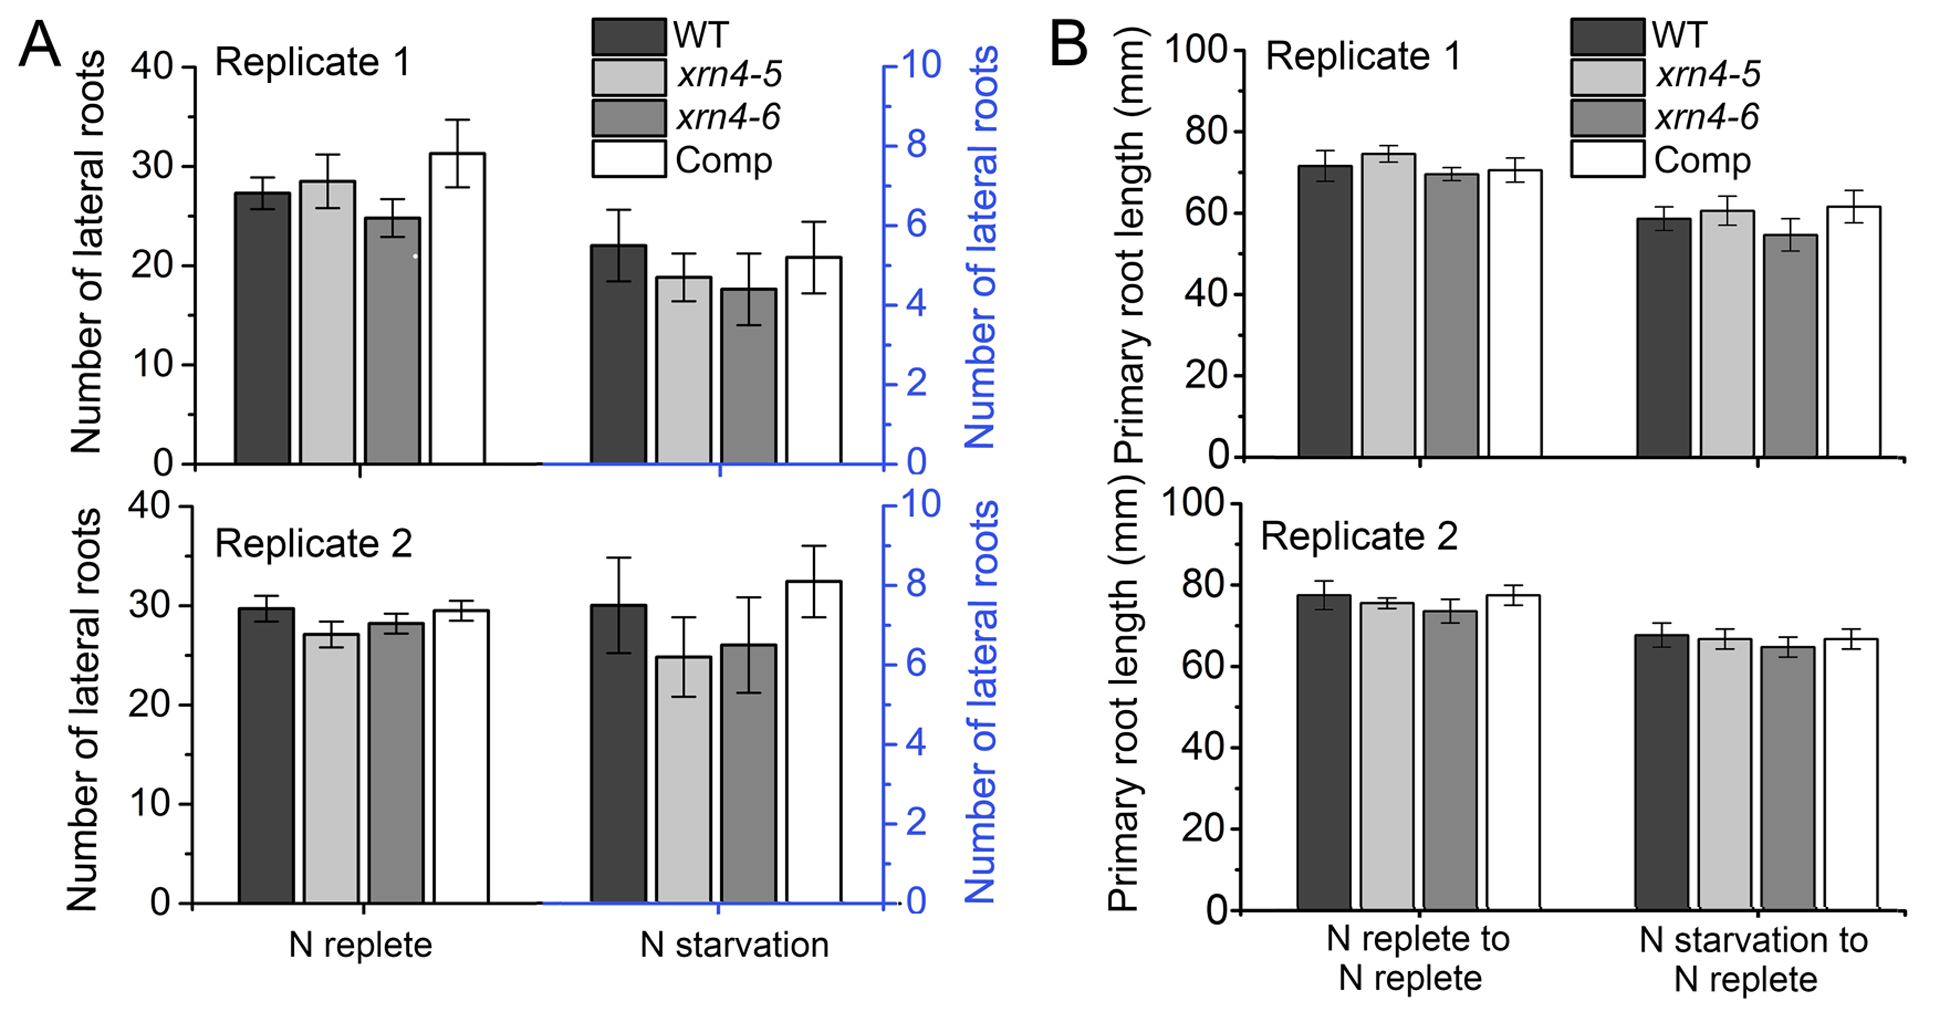

**Supplemental Figure S11. Root parameters without significant change in *xrn4* mutants.** (A) Number of LR of seedlings grown either under control conditions (N-replete medium for 14 d) or N starvation conditions (N-starvation medium for 7 d). Scales on the left and right y-axis are different. (B) Primary root elongation of seedlings grown under control conditions (N-replete medium throughout the experiment) and N resupply conditions (N-starvation medium for 7 d followed by N-replete medium for 7 d). For A and B, histograms are means + SEM of 10 (biological replicate 1) and 15 (biological replicate 2) seedlings per genotype. Experiments were performed two additional times with similar results. None of the mutants differed from WT (*P>0.5*).

**Supplemental Figure S12**

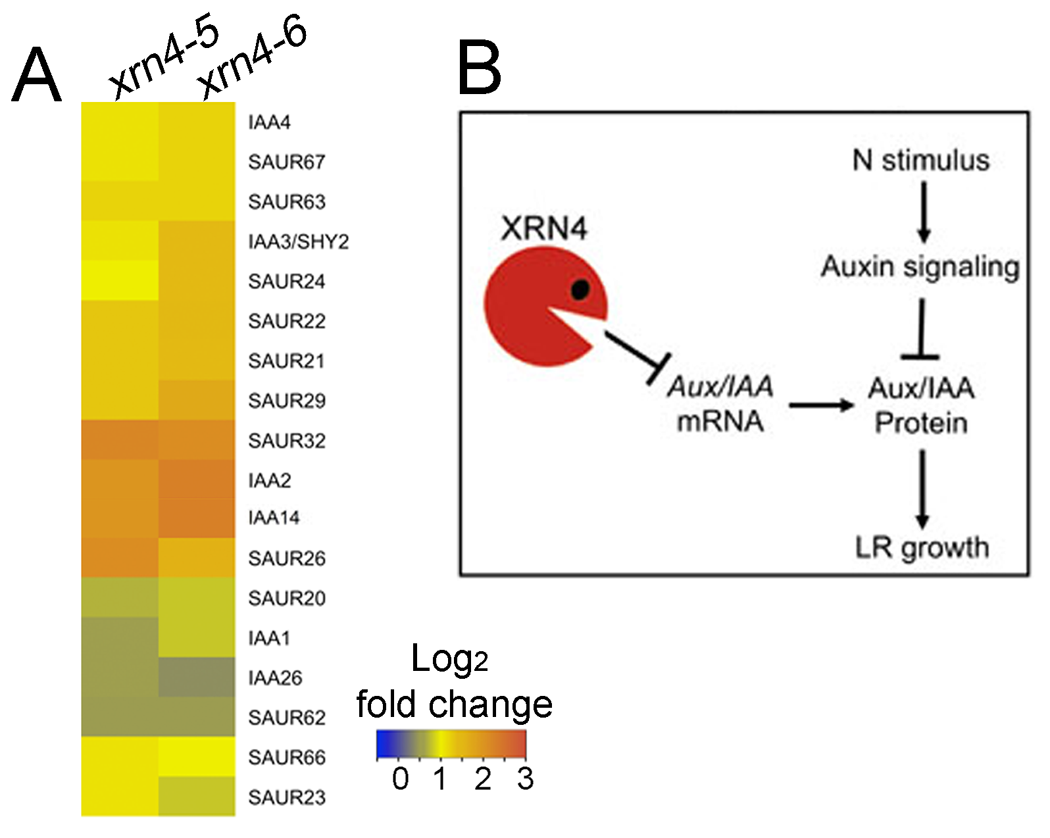

**Supplemental Figure S12. Decapped XRN4 substrates include auxin-responsive transcripts**. (A) The heat map of *SAUR* and *AUX/IAA* transcripts showing fold changes in *xrn4* mutants from polyA- RNA-seq (Supplemental Dataset S1). (B) Potential role of XRN4 in N-responsive LR growth.

**Supplemental Figure S13**

**
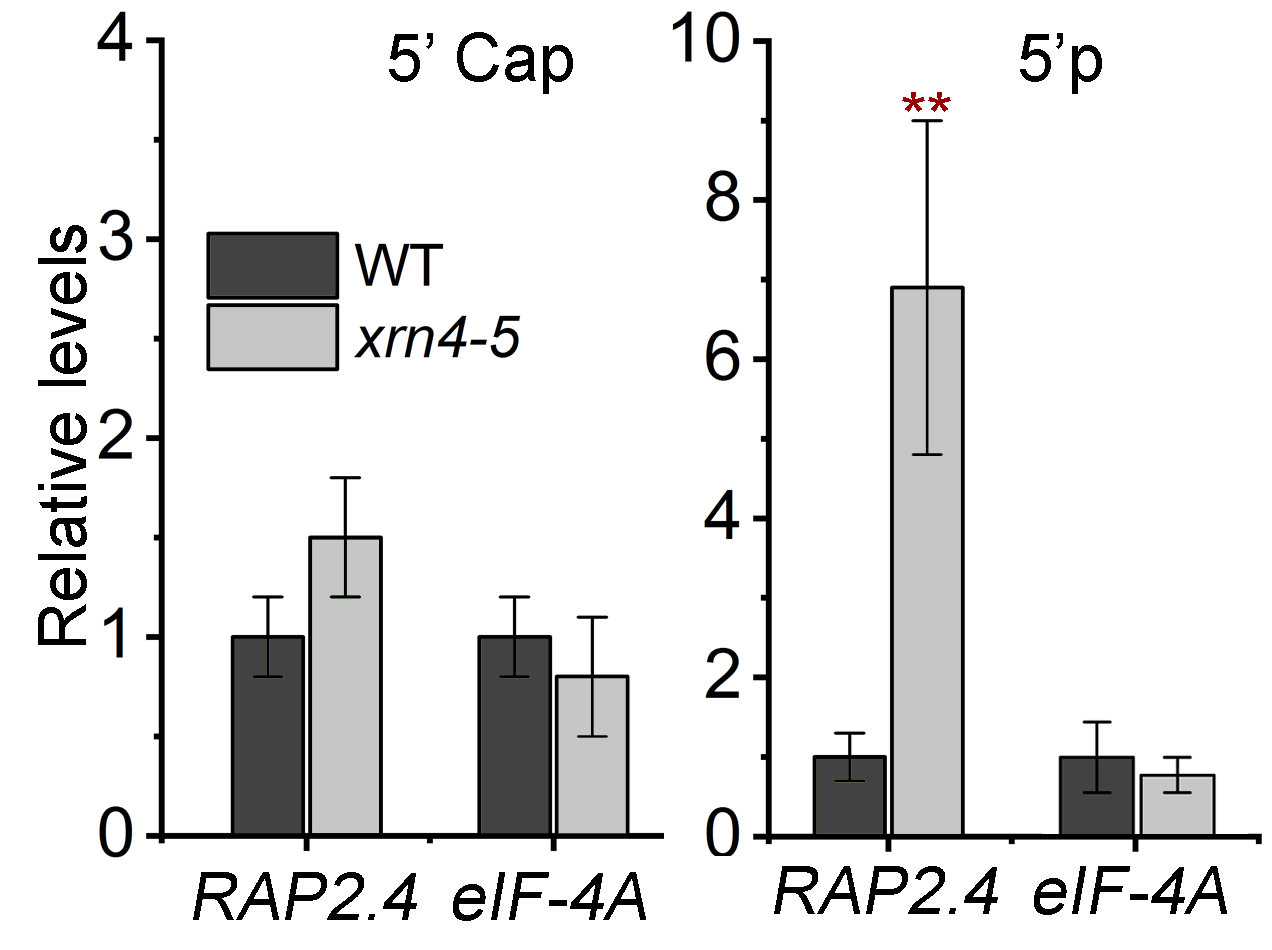
**

**Supplemental Figure S13. Levels of capped and decapped control RNAs.** Quantitative splinted-ligation RT-PCR of total RNA shows decapped (5’ P) and capped (5’ Cap, CIP + TAP) RNA levels for XRN4 substrate *RAP2.4* and non-substrate *eIF-4A* in WT and *xrn4-5* seedlings. No significant difference (*P>0.1*) in 5’ Cap levels of these RNAs between WT and *xrn4-5* was observed. As expected for the XRN4 substrate *RAP2.4*, the decapped transcript was highly elevated in *xrn4-5*. Histograms are means + SD of three biological replicates; **, *P<0.01*.

**Supplementary Tables**

**Table S1. Number of transcripts differentially accumulating in *xrn4* polyA+ and polyA- RNA-seq**

|  |  | ***^1^* Differential accumulation** | |  |
| --- | --- | --- | --- | --- |
|  |  | **Increase** | **Decrease** |  |
|  |  |  |  |  |
| **PolyA+** | ***xrn4-5*** | 140 | 13 |  |
|  | ***xrn4-6*** | 110 | 19 |  |
|  | **Overlap** | 68 | 8 |  |
|  |  |  |  |  |
| **PolyA-** | ***xrn4-5*** | 549 | 8 |  |
|  | ***xrn4-6*** | 648 | 10 |  |
|  | **Overlap** | 459 | 6 |  |
| ***^1^*** Transcripts with RPKM > 5 in WT or *xrn4* mutant with >2-fold (log2 > +1) differential accumulation (FDR adjusted *P<0.05*)  Gray, transcripts represented in Figure 1A | | | | |

**Table S2. Median oligoA lengths and major 5’ ends of deadenylated RNAs**

|  |  |  |  | ***^1^*Major 5’ ends** | |  |
| --- | --- | --- | --- | --- | --- | --- |
| **AGI Number** | **Median oligoA Length (nt)** | ***^2^* Representative Sequence**  **(5’ to 3’)** | **cRT-PCR** | **5’ RLM-RACE** | ***^3^* C-PARE MaxSeq** | ***^4^*Decapped XRN4 substrate** |
| ***xrn4-5*** |  |  |  |  |  |  |
| *AT1G78080*  *(RAP2.4)* | 14 | **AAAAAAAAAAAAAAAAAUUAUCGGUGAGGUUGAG** | -4, 5/19; **1, 14/19** | 27, 3/12; **1, 9/12** | 1 | D |
| *AT3G23030*  *(IAA2)* | 11 | **AAAAAAAAAAUCAACCAGCUCACC** | **1, 8/8** | **1, 9/11**; -1, 2/11 | 1 | D |
| *AT4G34760*  *(SAUR50)* | 10 | **AAAAAAAAAAAACCCAUCUCCUUCUC** | -20, 3/10; **4, 6/10** | **4,10/12** | 4 | D |
| *AT3G25717*  *(DVL6)* | 10 | **AAAAAAAAAAUACUUUCUCUUAUCUA** | **1, 6/7** | **1, 8/9** | 1 | D |
| *AT3G16870*  *(GATA17)* | 9 | **AAAAAAAAAAAACCGCCGUCUCUCU** | -6, 6/10; **3, 4/10** | **3, 9/10** | 1 |  |
| *AT5G20885* | 14 | **AAAAAAAAAAAUCUCUCUCUCUCUCU** | **8, 5/7** | 1, 2/8; **8, 6/8** | ND |  |
| *AT1G22190*  *(WIND2)* | 12 | **AAAAAAAAAAAUUAUCGGUGAGGCUGAG** | 27, 5/14; **29, 8/14** | 27, 4/12; **29, 8/12** | 29 | D |
| *AT5G60850*  *(OBP4)* | 15 | **AAAAAAAAAAAAAUGCUCACCACUUCA** | 5, 3/10; **15, 5/10** | 5, 3/10; **15, 7/10** | 15 | D |
| *AT3G18780*  *(ACT2)* | 9 | **AAAAAAAAAGUCUCGUUGUCCUCC** | 43, 3/9; **76, 5/9** | **76, 8/10;** 77, 2/10 | 76 |  |
| *AT4G05320*  *(UBC)* | 12 | **AAAAAAAAAAAAAACAAUUCAGAUUUCA** | **19, 5/7** | **19, 8/8** | 19 |  |
| Median (nt) | **12** |  |  |  |  |  |
|  |  |  |  |  |  |  |
| **WT** |  |  |  |  |  |  |
| *AT1G78080*  *(RAP2.4)* | 13 | **AAAAAAAAAAAAUAUCGGUGAGGUUGAG** | -4, 2/8; **1, 4/8** |  |  |  |
| *AT1G22190*  *(WIND2)* | 12 | **AAAAAAAAAAAAUAUCGGUGAGGCUGAG** | 27, 2/6; **29, 4/6** |  |  |  |
| *AT5G60850*  *(OBP4)* | 13 | **AAAAAAAAAAAUGCUCACCACUUCA** | **15, 3/6** |  |  |  |
| *AT3G18780*  *(ACT2)* | 9 | **AAAAAAAGUCUCGUUGUCCUCC** | 43, 2/8; **76, 4/8** |  |  |  |
| *AT4G05320*  *(UBC)* | 11 | **AAAAAAAAAAAAACAAUUCAGAUUUCA** | **19, 4/7** |  |  |  |
| Median (nt) | **12** |  |  |  |  |  |

***^1^*** Position followed by frequency are indicated for the two most frequent 5’ ends. Position 1 is the annotated 5’ end; Orange indicates the major cloned products common to cRT-PCR of polyA- RNA and 5’RLM-RACE of capped polyA+ RNA (decapped *in vitro*)

***^2^*** Chosen for the orange major 5’ end and secondarily, the closest to the median oligoA length. Sequences 3’ of the last nt matching the 3’UTR are shown.

***^3^*** Position relative to 1 being the annotated 5’ end of transcript. ND, No cap site detected in C-PARE analysis

***^4^*** Decapped XRN4 substrates (D) are presented in Supplemental Dataset S2

**Table S3. Abundances of 3’ cleavage fragments of miRNA targets overaccumulating in *xrn4* mutants in polyA+ and polyA- PARE**

|  |  |  | PolyA+ PARE | | | | | | PolyA- PARE | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***^1^***AGI Number | miRNA | Cleavage Position | WT | *xrn4-5* | FC | WT | *xrn4-6* | FC | WT | *xrn4-5* | FC | WT | *xrn4-6* | FC |
| AT1G08830.1 | mir398A | 228 | 198 | 304 | 0.6 | 288 | 520 | 0.9 | 0 | 1 | 0.0 | 1 | 5 | 2.3 |
| AT1G10120.1 | mir396 | 1417 | 98 | 317 | 1.7 | 224 | 589 | 1.4 | 0 | 1 | 0.0 | 1 | 0 | 0.0 |
| AT1G27340.1 | mir394 | 1483 | 27 | 43 | 0.7 | 52 | 75 | 0.5 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT1G27360.1 | mir156G | 1363 | 295 | 865 | 1.6 | 658 | 992 | 0.6 | 1 | 1 | 0.0 | 0 | 0 | 0.0 |
| AT5G10180.1 | mir395E | 236 | 13 | 25 | 0.9 | 15 | 77 | 2.4 | 1 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT1G69170.1 | mir156G | 1407 | 52 | 327 | 2.7 | 193 | 468 | 1.3 | 1 | 1 | 0.0 | 0 | 2 | 1.0 |
| AT5G07680.1 | mir164B | 954 | 4 | 28 | 2.8 | 16 | 27 | 0.8 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT2G36400.1 | mir396A | 857 | 174 | 1939 | 3.5 | 1106 | 3132 | 1.5 | 1 | 15 | 3.9 | 1 | 33 | 5.0 |
| AT3G60250.1 | mir397B | 343 | 162 | 575 | 1.8 | 282 | 769 | 1.4 | 0 | 11 | 3.5 | 0 | 16 | 4.0 |
| AT1G30490.1 | mir165 | 906 | 328 | 2237 | 2.8 | 1084 | 2877 | 1.4 | 1 | 3 | 0.6 | 2 | 3 | 1.6 |
| AT4G24150.1 | mir396 | 948 | 17 | 116 | 2.8 | 56 | 185 | 1.7 | 0 | 0 | 0.0 | 1 | 1 | 0.0 |
| AT2G28350.1 | mir160C | 1440 | 603 | 2109 | 1.8 | 801 | 3206 | 2.0 | 2 | 21 | 4.4 | 1 | 19 | 3.2 |
| AT5G60690.1 | mir165A | 1373 | 70 | 561 | 3.0 | 207 | 535 | 1.4 | 0 | 1 | 0.0 | 1 | 1 | 0.0 |
| AT3G60630.1 | mir171B | 1153 | 636 | 3417 | 2.4 | 1192 | 4182 | 1.8 | 3 | 8 | 3.0 | 1 | 13 | 2.1 |
| AT3G57920.1 | mir156G | 955 | 24 | 45 | 0.9 | 72 | 131 | 0.9 | 1 | 1 | 0.0 | 0 | 0 | 0.0 |
| AT4G30080.1 | mir160C | 1619 | 589 | 4725 | 3.0 | 1513 | 4687 | 1.6 | 2 | 22 | 2.9 | 3 | 26 | 3.7 |
| AT1G17590.1 | mir169F | 1343 | 89 | 706 | 3.0 | 217 | 458 | 1.1 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT4G00150.1 | mir170A | 967 | 54 | 180 | 1.7 | 194 | 307 | 0.7 | 0 | 1 | 0.0 | 0 | 3 | 1.6 |
| AT4G03190.1 | mir393 | 1698 | 8 | 35 | 2.1 | 55 | 107 | 1.0 | 0 | 0 | 0.0 | 1 | 2 | 1.0 |
| AT1G66700.1 | mir163 | 458 | 89 | 252 | 1.5 | 70 | 750 | 3.4 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT5G37020.1 | mir167D | 2481 | 26 | 304 | 3.5 | 81 | 204 | 1.3 | 0 | 1 | 0.0 | 1 | 0 | 0.0 |
| AT4G32880.1 | mir165 | 1045 | 16 | 65 | 2.0 | 50 | 145 | 1.5 | 0 | 1 | 0.0 | 0 | 0 | 0.0 |
| AT4G37740.1 | mir396 | 1021 | 446 | 1061 | 1.3 | 818 | 2004 | 1.3 | 1 | 2 | 1.0 | 1 | 3 | 1.6 |
| AT2G34010.1 | mir159B | 549 | 30 | 146 | 2.3 | 38 | 192 | 2.3 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT4G00150.1 | mir171B | 964 | 31 | 379 | 3.6 | 86 | 452 | 2.4 | 0 | 0 | 0.0 | 0 | 4 | 2.0 |
| AT5G61430.1 | mir164B | 951 | 10 | 223 | 4.5 | 50 | 109 | 1.1 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT2G02850.1 | mir408 | 207 | 239 | 1655 | 2.8 | 267 | 1007 | 1.9 | 0 | 1 | 0.0 | 1 | 1 | 0.0 |
| AT2G34710.1 | mir165 | 982 | 9 | 209 | 4.5 | 20 | 185 | 3.2 | 0 | 0 | 0.0 | 0 | 0 | 0.0 |
| AT1G12520.1 | mir398 | 836 | 766 | 6352 | 2.1 | 1476 | 4441 | 2.5 | 2 | 1 | 0.0 | 1 | 3 | 0.6 |
| AT1G12820.1 | mir393 | 1995 | 165 | 18 | -3.1 | 155 | 80 | -1.0 | 6 | 17 | 1.5 | 6 | 17 | 1.5 |
| AT1G77850.1 | mir160C | 1520 | 530 | 67 | -2.0 | 259 | 235 | -1.2 | 2 | 10 | 3.3 | 1 | 13 | 2.7 |
| AT2G45160.1 | mir171A | 1114 | 4440 | 5746 | 0.4 | 8204 | 10067 | 0.3 | 8 | 36 | 2.8 | 5 | 70 | 3.1 |

***^1^*** Highlighted transcript showed an abundance at miRNA-target cleavage site > 10 TP20M and log2 fold-change (FC) > 0.6 (i.e. 1.5) in both *xrn4-5* and *xrn4-6*: orange, in polyA+; blue, in polyA-; gray, in both polyA+ and polyA-.

**Table S4. GeneSect analysis and datasets used in the study**

|  |  |  | |  |  | |  | | | **Overlap with decapped** | | | | | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***^1^* Decapped** | | | | | | | | | | **GeneSect** | | | | | | | |  |  |  |
|  |  |  |  |  |  |  |  |  |  | **PolyA+ (749)** | | | **PolyA- (1182)** | | | | |  |  |  |
| Dataset | Ref. | Data type | | Filters used in the published study | No. of transcripts (protein coding) | | ***^2^*** N | | | **Overlap** | ***^3^* z score** | | **Overlap** | | ***^3^* z score** | | |  |  |  |
| NEC | [1] |  | | | 1,476 | | 1,190 | | | **53** | **3.9** | | **145** | | **6.5** | | |  |  |  |
| Heat repressed | [2] | RNA-seq | | Fold Change (FC): >2 38C/22C in WT; FDR P<0.05 | 3,005 | | 1,780 | | | **98** | **1.4** | | **203** | | **4.3** | | |  |  |  |
| Heat induced | [2] | RNA-seq | | FC: >2 38C/22C in WT; FDR P<0.05 | 123 | | 74 | | | **7** | **1.8** | | **11** | | **1.9** | | |  |  |  |
| *upf1-5* elevated | [3] | Microarray | | FC: > 1.5 *upf1* /WT; FDR P<0.05 | 1,138 | | 390 | | | **39** | **5.7** | | **37** | | **0.5** | | |  |  |  |
| *upf3-1* elevated | [3] | Microarray | | FC: > 1.5 *upf3* /WT; FDR P<0.05 | 1,220 | | 438 | | | **68** | **8.1** | | **44** | | **1.1** | | |  |  |  |
| N induced | [4] | Microarray | | FC: >1.5 KNO3/KCl in WT shoots | 486 | | 399 | | | **20** | **0.2** | | **62** | | **7.7** | | |  |  |  |
| NO3 responsive | [5] | RNA-seq | | FC: >2 KNO3/KCl in WT; FDR P<0.05 | 505 | | 460 | | | **15** | **-0.8** | | **51** | | **5.6** | | |  |  |  |
| N resupply | [6] | Microarray | | Transcription factors induced or repressed within 30 min. of N resupply; FC: > 3; FDR P<0.05 | 93 | | 57 | | | **4** | **0.1** | | **19** | | **6.1** | | |  |  |  |
| CPuORF transcripts | [7,8] |  | | | 80 | | 47 | | | **9** | **2.1** | | **14** | | **5.8** | | |  |  |  |
| ***^4^* 3’ fragment** | | | | | | | | | **Overlap with 3’ fragments** | | | |  | | |  | | |  |  |
|  |  |  |  |  |  |  |  |  | **PolyA+ (568)** | | | |  | | |  | | |  |  |
| Dataset | Ref. | | Data type | Filters used in the published study | | No. of transcripts (protein coding) | | ***^2^*** N | **GeneSect** | | | |  | **P values** | | |  |  |  |  |
|  |  | |  |  | |  | |  | **Overlap** | | | ***^3^* z score** |  | ***<0.001*** | | |  |  |  |  |
| *upf1-5* elevated | [3] | | microarray | FC: > 1.5 *upf1/* WT; FDR P<0.05 | | 1,138 | | 390 | **37** | | | **4.8** |  | ***<0.01*** | | |  |  |  |  |
| *upf3-1* elevated | [3] | | microarray | FC: > 1.5 *upf3/* WT; FDR P<0.05 | | 1,220 | | 438 | **63** | | | **8.3** |  | ***<0.05*** | | |  |  |  |  |
| CPuORF transcripts | [7,8] | |  | | | 80 | | 47 | **9** | | | **6.1** |  | ***No change*** | | |  |  |  |  |
| ***^1^*** Decapped XRN4 substrates, see Supplemental Figure S6 | | | | | | | | | | | | | | | | | | | | |
| ***^2^*** N, Number of transcripts in the dataset with an identified cap site used in the overlap analysis  ***^3^*** z scores in red font indicate significant overlap between XRN4 substrates and gene lists  ***^4^*** 3’ fragments: MaxSeq at same site in both *xrn4* mutants, abundance > 20 TP20M and fold change > 2 WT (Supplementary experimental procedures). | | | | | | | | | | | | | | | | | | | | |

**Table S5. Gene Ontology (GO) categories for biological processes impacted in both *xrn4* mutants**

| PARE: Decapped XRN4 Substrates | | | |
| --- | --- | --- | --- |
|  | Gene Ontology (GO) Category | Fold Enrichment | P-value |
| **PolyA+** | GO:0009768~photosynthesis | 8.5 | 0.0004 |
|  | GO:0009637~response to blue light | 3.0 | 0.0050 |
|  | GO:0018298~protein-chromophore linkage | 2.5 | 0.0030 |
|  | GO:0000398~mRNA splicing | 2.2 | 0.0090 |
|  | GO:0010200~response to chitin | 2.1 | 0.0000 |
|  | GO:0006457~protein folding | 5.1 | 0.0003 |
|  | GO:0006397~mRNA processing | 4.2 | 0.0070 |
|  | GO:0042254~ribosome biogenesis | 2.4 | 0.0001 |
|  | GO:0012501~programmed cell death | 6.3 | 0.0110 |
| **PolyA-** | GO:0002181~cytoplasmic translation | 5.2 | 0.0000 |
|  | GO:0006833~water transport | 5.1 | 0.0000 |
|  | GO:0010114~response to red light | 4.0 | 0.0001 |
|  | GO:0015979~photosynthesis | 3.7 | 0.0000 |
|  | GO:0009733~response to auxin | 2.2 | 0.0001 |
|  | GO:0010200~response to chitin | 3.2 | 0.0000 |
|  | GO:0042254~ribosome biogenesis | 3.0 | 0.0000 |
|  | GO:0009735~response to cytokinin | 3.1 | 0.0000 |
|  | GO:0009416~response to light stimulus | 2.9 | 0.0000 |
|  | GO:0009611~response to wounding | 2.7 | 0.0000 |
|  | GO:0046686~response to heavy metal ion | 2.6 | 0.0000 |
|  | GO:0009409~response to cold | 2.5 | 0.0000 |
|  | GO:0009651~response to salt stress | 2.2 | 0.0000 |
|  | GO:0006457~protein folding | 2.1 | 0.0000 |
|  | GO:0009753~response to jasmonic acid | 2.3 | 0.0006 |
|  | GO:0006334~nucleosome assembly | 3.4 | 0.0009 |
|  | GO:0018298~protein-chromophore linkage | 3.7 | 0.0003 |
|  | GO:0009631~cold acclimation | 2.9 | 0.0010 |
|  | GO:0006970~response to osmotic stress | 2.1 | 0.0080 |
|  | GO:0034605~cellular response to heat | 4.0 | 0.0090 |
|  | GO:0009744~response to sucrose | 3.2 | 0.0060 |
|  | GO:0042546~cell wall biogenesis | 3.1 | 0.0060 |
|  | GO:0000103~sulfate assimilation | 3.3 | 0.0030 |
|  | GO:0009637~response to blue light | 2.8 | 0.0090 |
|  | GO:0080167~response to karrikin | 2.3 | 0.0090 |

| RNA-seq: *xrn4*-elevated transcripts | | | |
| --- | --- | --- | --- |
|  | Gene Ontology (GO) Category | Fold Enrichment | P-value |
| **PolyA+** | GO:0010033~response to organic substance | 5.2 | 0.0000 |
|  | GO:0009725~response to hormone stimulus | 5.2 | 0.0000 |
|  | GO:0010200~response to chitin | 15.7 | 0.0000 |
|  | GO:0009743~response to carbohydrate stimulus | 10.7 | 0.0000 |
|  | GO:0009415~response to water | 9.3 | 0.0000 |
|  | GO:0006869~lipid transport | 13.2 | 0.0000 |
|  | GO:0009737~response to abscisic acid stimulus | 6.1 | 0.0000 |
|  | GO:0009793~embryo development ending in seed dormancy | 5.7 | 0.0000 |
|  | GO:0009628~response to abiotic stimulus | 2.8 | 0.0000 |
|  | GO:0009723~response to ethylene stimulus | 9 | 0.0001 |
|  | GO:0009612~response to mechanical stimulus | 23 | 0.0002 |
|  | GO:0051252~regulation of RNA metabolic process | 3.6 | 0.0002 |
|  | GO:0022414~reproductive process | 3.2 | 0.0005 |
|  | GO:0009733~response to auxin stimulus | 5.1 | 0.0011 |
|  | GO:0009755~hormone-mediated signaling pathway | 5.7 | 0.0012 |
|  | GO:0051171~regulation of nitrogen metabolism | 2.4 | 0.0012 |
|  | GO:0080003~thalianol metabolic process | 16 | 0.0045 |
|  | GO:0080090~regulation of primary metabolic process | 2.2 | 0.0047 |
|  | GO:0019222~regulation of metabolic process | 2 | 0.0100 |
|  | GO:0071310~cellular response to organic substance | 3.9 | 0.0100 |
|  | GO:0032502~developmental process | 2 | 0.0100 |
| **PolyA-** | GO:0009719~response to endogenous stimulus | 3.3 | 0.0000 |
|  | GO:0009725~response to hormone stimulus | 3.5 | 0.0000 |
|  | GO:0045449~regulation of transcription | 2.7 | 0.0000 |
|  | GO:0051171~regulation of nitrogen metabolism | 2.5 | 0.0000 |
|  | GO:0080090~regulation of primary metabolic process | 6.8 | 0.0000 |
|  | GO:0009733~response to auxin stimulus | 12.1 | 0.0000 |
|  | GO:0051252~regulation of RNA metabolic process | 7.4 | 0.0000 |
|  | GO:0009723~response to ethylene stimulus | 4.7 | 0.0000 |
|  | GO:0010200~response to chitin | 4.7 | 0.0000 |
|  | GO:0009409~response to cold | 6.7 | 0.0000 |
|  | GO:0009266~response to temperature stimulus | 4.9 | 0.0001 |
|  | GO:0009414~response to water deprivation | 3.5 | 0.0001 |
|  | GO:0009737~response to abscisic acid stimulus | 2.8 | 0.0002 |
|  | GO:0009415~response to water | 3.5 | 0.0002 |
|  | GO:0009628~response to abiotic stimulus | 1.8 | 0.0003 |
|  | GO:0009743~response to carbohydrate stimulus | 3.2 | 0.0008 |
|  | GO:0009611~response to wounding | 6.9 | 0.0010 |
|  | GO:0006970~response to osmotic stress | 2.1 | 0.0100 |

**SUPPLEMENTARY EXPERIMENTAL PROCEDURES**

*Library construction*

Strand-specific RNA-seq: Total RNA was extracted using the TRI reagent (Thermo Fisher Scientific) as per the manufacturer’s instructions, with the exception of a chloroform extraction step prior to isopropanol precipitation. PolyA+ RNA was fractionated from total RNA (100 μg) using a standard RNA magnetic bead-based oligo(dT) purification (Absolutely mRNA, Agilent Technologies Inc.). The resultant polyA+ RNA was then purified again using the same kit to enrich polyA+ species, whereas the unbound RNA was saved as the deadenylated polyA- fraction. qRT-PCR analysis showed levels of highly abundant polyadenylated transcripts to be extremely low in the polyA- fractions after one or two rounds of oligo(dT) purifications of WT total RNA, validating the efficacy of our fractionation (Supplemental Figure S2). PolyA- RNA (5 μg) was rRNA-depleted using the Ribo-Zero leaf rRNA removal kit v2 (Epicenter, Illumina Inc.) as per the manufacturer’s instructions. Quality and yield of RNA were checked on the bioanalyzer using the plant RNA pico kit. Approximately 50 ng of RNA (polyA+ or polyA-) was used for the construction of strand-specific RNA-seq libraries using the ScriptSeq v2 kit (Epicenter, Illumina Inc.) following the manufacturer’s instructions. Size-distribution and concentration of the libraries were estimated on the bioanalyzer using the High-Sensitivity DNA kit (Agilent Technologies Inc.). RNA-seq libraries were sequenced using the Illumina HiSeq 2500.

PARE libraries: Total RNA (200 μg) was fractionated as for the RNA-seq libraries. PolyA+ PARE libraries were constructed as described previously, with minor modifications (see Supplemental Figure S2A (1, 3, 4)). PolyA+ RNA (1 μg) was ligated to the 5’ PARE RNA adapter using T4 RNA ligase at 37^o^C. As previously described, the 5’ PARE RNA adapter contains the M*meI* restriction enzyme recognition site (3). RNA was then purified again using the mRNA isolation kit. Adapter-ligated RNA was primed with the 3’ PARE (dT)_21_ adapter and reverse transcribed using SuperScript II (Thermo Fisher Scientific) at 42^o^C. The dsDNA amplified from the cDNA using 5’ and 3’ adapter specific primers was then digested with *MmeI* (NEB Inc.) followed by treatment with alkaline phosphatase at 37^o^C. The digested DNA was resolved in a 15% non-denaturing PAGE gel and a band corresponding to 42 nt was excised. This fragment was ligated to TruSeq dsDNA adapter (Illumina Inc.) using T4 DNA ligase (Thermo Fisher Scientific). Adapter-ligated DNA was amplified by 21-cycle PCR using the 5’ adapter primer and 3’ TruSeq barcode primers (Illumina Inc.). The PCR reactions were resolved on a 6% non-denaturing PAGE gel to detect a 126 nt band corresponding to the final PARE library product. Library concentrations were estimated on the bioanalyzer using the High-Sensitivity DNA kit (Agilent Technologies Inc.). For quality control checks, the library product was cloned into the pCR Zero Blunt cloning vector (Thermo Fisher Scientific) and 24 colonies per library were sequenced using a big-dye reaction (MCLab Inc.). PARE libraries were sequenced using the Illumina HiSeq 2500 platform.

For the construction of PolyA- PARE, the polyA-depleted fraction (100 μg) was enriched for high-molecular weight (HMW) RNA using PEG/NaCl twice before desalting with RNeasy clean-up kit (QIAGEN). PolyA- RNA (5 μg) was then rRNA-depleted using Ribo-Zero leaf rRNA removal kit v2 (Epicenter, Illumina Inc.). The final yield was 500 ng of RNA per preparation. Total of 1 μg RNA was then treated with polyA polymerase (Tailing kit, Epicenter, Illumina Inc.) and incubated at 37^o^C for 1 h. The A-tailed RNA was purified using the mRNA isolation kit and ligated to the 5’ PARE RNA adapter. The subsequent steps are as described for the polyA+ PARE construction. Cap PARE (C-PARE) libraries were constructed as described ((1), Supplemental Figure S2B) Briefly, polyA+ RNA (2 μg) was treated with calf intestinal alkaline phosphatase and incubated at 50^o^C for 1h. The dephosphorylated RNA was then treated with tobacco acid pyrophosphatase (TAP) at 37^o^C for 1 h to hydrolyze mRNA caps. The decapped RNA was then ligated to the 5’ PARE RNA adapter as detailed in polyA+ PARE construction. All enzymatic steps during library preparation were followed by sequential clean-up of the reaction using phenol and chloroform, followed by ethanol precipitation at -80^o^C.

*5’ RACE, Splinted-ligation (SL) and Circular RT-PCR analysis*: A modified RNA ligase-mediated (RLM) 5’RACE was performed using the FirstChoice RLM-RACE kit (Thermo Fisher Scientific) as described (5–7). Total RNA (5 µg), polyA+ (100 ng) or polyA- (10 µg) RNA was ligated to 5’-RACE RNA adapter and reverse transcribed using random decamer primer. After an initial round of PCR amplification (25 to 30 cycles) of the cDNA using adapter- and gene-specific outer primers, a second round of PCR amplification was performed on the resulting dsDNA with internal (adapter- and gene-specific) primers for quantitative RT-PCR analysis or for cloning the 5’ ends. To evaluate the 5’ Cap abundance and position, classical 5’ RACE was used where the RNA was sequentially treated with calf-alkaline phosphatase (CIP) and tobacco acid pyrophosphatase (TAP) prior to ligation with the RNA adapter. Splinted-ligation RT-PCR was performed as described previously (2). In brief, uncapped or *in vitro* decapped (CIP-TAP treated) RNA was mixed with 33 μM RNA-adapter (anchor) and 20 μM splint DNA oligonucleotide and sequentially incubated for 5 min from 70^o^C to 60 ^o^C to 42 ^o^C, and finally to 25 ^o^C. Ligation was carried out at 16 ^o^C overnight with T4 DNA ligase. Splint DNA was digested with DNaseI prior to cDNA synthesis. Gene-specific and anchor-specific primers were used to amplify the cDNA. PCR amplified products were gel purified, cloned into the pCR Zero Blunt cloning vector and sequenced.

For circular RT-PCR (cRT-PCR), polyA- RNA (10 µg) was circularized with T4 RNA ligase and 10 mM ATP as described (8), and reverse transcribed using a gene-specific reverse primer. The cDNA was amplified with primers in antisense (5’) and sense (3’) orientations flanking the head-to-tail junction region of the reverse transcribed product. The PCR products were handled as described in the 5’RACE assays.

*Computational analyses*

RNA-seq libraries: All sequences were checked for quality using FastQC v0.11 (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)> and FastX toolkit (hannonlab.cshl.edu) was used to trim adapter sequences and remove low quality reads. The remaining reads were mapped to the Arabidopsis TAIR10 reference genome (July 2016; <ftp://ftp.ensemblgenomes.org/pub/plants/release-43/fasta/arabidopsis_thaliana>) using TopHat v2.1 (9, 10) with following parameters: *allowing one mismatch using Bowtie1 option; library type, fr-second-strand; maximum intron length, 5000*; and transcript features and junction coordinates from the TAIR10 GTF (see Library Statistics section). The binary alignment and mapping files were then used for RPKM estimation and differential analysis using Cufflinks/CuffDiff v2.2.1 (9). The criteria for differentially accumulating nuclear-encoded protein-coding transcripts were as follows: RPKM > 5 in mutant or WT; fold change: > 2 in either direction (i.e. log2 > +1); and False Discovery Rate (FDR)-adjusted *P*<0.05 (Supplemental Dataset S1).

PARE and C-PARE libraries: Sequences were trimmed and processed using custom Perl scripts as described previously (11). The 20 nt reads were exactly matched to the Arabidopsis TAIR10 genome using Bowtie v0.12.8 (12), and short sequence reads or those matching to the genome > 20 times were removed. Remaining reads were matched to the TAIR10 representative protein-coding transcripts, with each mRNA concatenated with 100 nt of upstream sequence from the corresponding annotated TSS extracted from the genome (see Library Statistics section). Genome-matched trimmed reads were normalized to transcripts per 20 million reads (TP20M) for abundance comparisons.

C-PARE, WT and *xrn4-5* libraries were analyzed first to identify cap sites. For this analysis, the total PARE abundance was estimated by summing the abundance of PARE sequences on the positive strand of the transcript. MaxSeq was determined and Peak percent was calculated by dividing the MaxSeq abundance with the total PARE abundance of the transcript. MaxSeqs from C-PARE libraries were considered “cap sites” if they had an abundance > 5 TP20M, a peak percent > 10% and the same position between the two libraries. With these filters cap site positions for 14,010 transcripts (12,358 protein-coding transcripts) were identified and used in the analysis of PARE libraries. Since C-PARE is used only for positional information, we required the positions to be the same in both WT and *xrn4-5* and only these were considered to be the cap sites (Supplemental Figure S6B). This allowed greater confidence in identifying the cap sites due to the detectability in both backgrounds.

For the polyA+ and polyA- PARE libraries, the pipeline to identify decapped XRN4 substrates is outlined in Supplemental Figure S7. Briefly, MaxSeq abundance > 10 TP20M and peak percent > 5% were required for both *xrn4-5* and *xrn4-6* libraries. The non-redundant MaxSeqs with abundance fold change > 5 *xrn4*/WT and a position coincident with the cap site were identified as decapped XRN4 substrates.

For the 3’ fragment analysis, polyA+ MaxSeqs overaccumulating (>2 fold) at the same position (not incident with the cap site) in both *xrn4* mutants with an abundance > 20 TP20M and Peak percent > 5. A total of 568 sites (from 568 transcripts) were identified based on these criteria and were considered as 3’ fragments (includes seven miRNA targets). Only polyA+ PARE libraries were analyzed since 3’ fragments, in general, were hard to detect in polyA- PARE (see Figure 2B). The 3’ fragments (excluding the miRNA targets) were then compared to the list of CPuORF-containing, *upf1-* and *upf3*-elevated transcripts (Supplemental Dataset S2) to identify 3’ fragments associated with NMD-sensitive transcripts. Additionally, transcript PARE profiles were visually inspected using D-plots to exclude those with MaxSeqs that matched either the observed or annotated cap site. The NMD-sensitive 3’ fragments identified as XRN4 substrates are presented in Supplemental Dataset S2. For the analysis of miRNA targets (Figure 2, Supplemental Table S3), the list of 137 miRNA targets whose cleavage guided by miRNAs had been experimentally validated (5) plus *CCS1* (At1G12520) validated in (13) were examined and PARE abundance at the cleavage site was calculated as per legend to Figure 2B. All D-plots and PARE analyses are presented as abundance normalized to TP20M.

*Library Statistics*

*Summary statistics for RNA-seq:*

| Sample | RNA | *^1^* Total reads | Length | *^2^* Tophat aligned reads | *^3^* % Genome match | Library Name |
| --- | --- | --- | --- | --- | --- | --- |
| WT | PolyA+ | 27,258,425 | 51 | 27,151,285 | 96.9 | ATH599 |
| *xrn4-5* | PolyA+ | 24,343,237 | 51 | 24,247,079 | 96.9 | ATH600 |
| *xrn4-6* | PolyA+ | 30,919,076 | 51 | 29,944,440 | 97.2 | ATH601 |
| WT | PolyA- | 32,075,380 | 50 | 31,144,565 | 97.1 | ATH589 |
| *xrn4-5* | PolyA- | 33,898,451 | 50 | 32,951,149 | 97.2 | ATH590 |
| *xrn4-6* | PolyA- | 28,442,516 | 50 | 27,688,415 | 97.3 | ATH591 |
| WT | PolyA+ | 24,800,861 | 51 | 23,410,932 | 94.4 | ATH676 |
| *xrn4-5* | PolyA+ | 26,853,549 | 51 | 25,335,420 | 94.3 | ATH677 |
| *xrn4-6* | PolyA+ | 24,177,493 | 51 | 22,897,468 | 94.7 | ATH678 |
| WT | PolyA- | 36,097,563 | 50 | 34,356,556 | 95.2 | ATH566 |
| *xrn4-5* | PolyA- | 37,834,880 | 50 | 36,509,959 | 96.5 | ATH567 |
| *xrn4-6* | PolyA- | 27,075,111 | 50 | 26,370,007 | 97.4 | ATH568 |

***^1^*** Sequenced reads after adapter removal

***^2^*** Number of Tophat reads that matched the Arabidopsis TAIR10 genome

***^3^*** Percent of sequenced reads that matched the genome

*Summary statistics for PARE:*

| Library type | Sample | Trimmed 20mer distinct | Trimmed 20mer abundance | TAIR10 genome matched distinct | TAIR10 genome matched abundance | *^1^*TAIR10 cDNA matched distinct | TAIR10 cDNA matched abundance | Library name |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| PARE | WT PolyA+ | 14,200,899 | 63,265,907 | 10,107,682 | 55,985,588 | 10,110,885 | 52,715,979 | ATH362 |
| PARE | *xrn4-5* PolyA+ | 12,230,666 | 80,268,147 | 8,194,731 | 71,680,067 | 8,244,187 | 59,514,983 | ATH363 |
| PARE | WT  PolyA+ | 10,523,341 | 37,315,147 | 8,049,527 | 33,068,634 | 8,151,714 | 31,644,947 | ATH237 |
| PARE | *xrn4-6* PolyA+ | 11,630,997 | 49,367,098 | 7,825,043 | 43,119,235 | 7,884,973 | 40,502,185 | ATH295 |
| PARE | WT PolyA- | 3,557,835 | 68,889,703 | 2,468,443 | 58,695,972 | 990,367 | 12,632,700 | ATH467 |
| PARE | *xrn4-5* PolyA- | 4,382,715 | 55,637,624 | 2,444,232 | 41,944,127 | 1,709,933 | 10,142,640 | ATH575 |
| PARE | WT PolyA- | 1,334,503 | 31,155,497 | 750,964 | 22,243,432 | 555,157 | 9,588,868 | ATH574 |
| PARE | *xrn4-6* PolyA- | 3,829,045 | 46,243,401 | 2,088,660 | 36,372,103 | 1,456,524 | 10,601,068 | ATH576 |
| C-PARE | WT PolyA+ | 3,415,421 | 52,094,603 | 1,218,296 | 43,950,280 | 1,125,545 | 43,474,897 | ATH292 |
| C-PARE | *xrn4-5* PolyA+ | 4,111,284 | 68,968,655 | 1,137,825 | 59,005,674 | 1,033,156 | 58,437,666 | ATH293 |

***^1^*** Reads matched to TAIR10 protein coding representative transcripts (cDNAs) that include 100 nt upstream sequence from each annotated transcription start site (TSS)

*Statistical analysis*

Data were analyzed with in-house Perl and R scripts (with Bioconductor packages). The heat maps and weighted Venn diagrams were generated using the *gplot* (*heatmap.2* function) and *VennDiagram* packages, respectively. Statistical significance between means were determined using analysis of variance (ANOVA) followed by multiple mean comparison tests (Figures 6C and 7B; Supplemental Figure S11) using Tukey’s HSD method (Origin 2019 program; [www.originlab.com](http://www.originlab.com)) or nonparametric Mann-Whitney U test (Figures 6D, 7D and Supplemental Figure S13).

Gene Ontology (GO) and overlap analysis: DAVID program (<http://david.abcc.ncifcrf.gov/>) was used for identifying enriched GO categories across polyA+ and polyA- decapped substrates of XRN4 from PARE compared against a background set of transcripts with an identified cap site. Categories with lowest P-values (*P<0.01,* polyA+; *P<0.01,* polyA-) obtained from Fisher Exact tests and fold enrichment > 2 are presented in Figure 5B. A complete list of all over-represented categories among decapped XRN4 substrates is presented in Supplemental Table S5. Categories enriched (*P<0.01*) among *xrn4*-elevated transcripts in polyA+ and polyA- RNA-seq are listed in Supplemental Table S5. Interactions between XRN4 substrates and different datasets were analyzed using the GeneSect tool (14) that measures the probability that the gene lists overlap is higher than would be expected by chance. Z-scores > 5 indicates overlap is significant. The datasets and the interaction results are summarized in Supplemental Table S4.

*Oligonucleotides*

| **Northern probes** | | |
| --- | --- | --- |
| **Primer** | **5’ to 3’ sequence** | **Description** |
| P5274 | CCCTAATCTGTTGTTTCTCGCTTCT | AT1G78080-F (RAP2.4/WIND1) |
| P5439 | CTTGTACGCCGCCTTATCAT | AT1G78080-R (RAP2.4/WIND1) |
| P5936 | AACAGTGTGAGCTACGTGAAAG | AT3G23030-F (IAA2) |
| P5937 | TGGATCTCTCGTCGGACAAA | AT3G23030-R (IAA2) |
| P5940 | GTCTCATAGTCACTCAGCTTCTC | AT5G20885-F |
| P5941 | CAGCTAGGTTCGTTCTTCGT | AT5G20885-R |
| P5942 | GAGGAGGGTACGATGAAGATTG | AT4G34760-F (SAUR LIKE) |
| P5943 | AACTTCTCTCACAGAACGAAGA | AT4G34760-R (SAUR LIKE) |
| P5944 | CAGGAACGGAGTCAAGTTTGGA | AT1G29920-F (CAB2) |
| P5946 | TACCATCCACCACAAACACAAACCTA | AT1G29920-R (CAB2) |
| P5578 | TACTTCCCGCTTACAGCAGTG | AT4G02970-F (AT7SL) |
| P5579 | GGACCAGCAGGCCATAGTG | AT4G02970-R (AT7SL) |
| P5570 | CGCAATCTTCGCTCTTCTCTTTGC | AT3G13920-F (eIF4A-1) |
| P5562 | CTCCCTTCACAGCAGATCG | AT3G13920-R (eIF4A-1) |
| P5922 | ATGGGCGTCGCTGTTCTAAATCC | AT4G32020-F |
| P5923 | AGGCGATGTCTAGGCGAAGGATC | AT4G32020-R |
| P6085 | TTCTCCTCCATATGATACATCCACC | AT5G47880-5’-F (eRF1-1) |
| P6086 | TGAGCGTTGTTCCTTCTTCTT | AT5G47880-5’-R (eRF1-1) |
| P6084 | CCAACAAGTCACAGGAAGGTTC | AT5G47880-3’-F (eRF1-1) |
| P6050 | ACCCAAATTCTCTCAGACAAGAG | AT5G47880-3’-R (eRF1-1) |
| P6092 | CTTGCACTATGGGAGGACTATG | AT5G19400-F (SMG7) |
| P6079 | ACCCAAGAGAGAGAGAGATAGC | AT5G19400-R (SMG7) |
| P5100 | GGAAATGGCTTTATATCTACTGACG | AT1G54490-F (XRN4) |
| P5186 | AGTTGATGACTGATCCCTCATCC | AT1G54490-R (XRN4) |
|  |  |  |
| PARE/ Anchor  RNA adapter | GUUCAGAGUUCUACAGUCCGAC |  |
|  |  |  |
| **5'RACE PCR** | | |
| **Primer** | **5' to 3' sequence** | **Description** |
| P6468 | CACCAATGAGCATCCAATCACCATC | AT1G04240_SHY2/IAA3 R |
| P5966 | CTCAGCTTCTCTGGATCATAAGG | AT3G23030_IAA2 R |

| **qPCR** | | | | |
| --- | --- | --- | --- | --- |
| **Primer** | **5' to 3' sequence** | **Primer Efficiency (%)** | **Amplicon** | **Description** |
| P5953 | CTACAGTCCGACATCAACCAGCTCACC | 92 | 153 nt | Splinted Ligation qRT-PCR AT3G23030-F (IAA2) |
| P5954 | GCTCGTTGACTTTCTCGTACGCC |  |  | Splinted Ligation qRT-PCR AT3G23030-R (IAA2) |
| P5952 | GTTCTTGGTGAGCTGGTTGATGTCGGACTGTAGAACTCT |  |  | Splint AT3G23030 (IAA2) |
| P6979 | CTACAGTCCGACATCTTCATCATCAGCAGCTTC | 91 | 227 nt | Splinted Ligation qRT-PCR AT1G04240-F (SHY2/IAA3) |
| P6524 | TCCTTGATGATGATTCAATCTCCTTCTCA |  |  | Splinted Ligation qRT-PCR AT1G04240-R (SHY2/IAA3) |
| P6978 | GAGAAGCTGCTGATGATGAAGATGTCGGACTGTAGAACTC |  |  | Splint AT1G04240 (SHY2/IAA3) |
| P5977 | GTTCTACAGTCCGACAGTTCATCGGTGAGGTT | 96 | 198 nt | Splinted Ligation qRT-PCR RAP2.4-F |
| P5978 | GAAGAAGCGAGAAACAACAGATTAGGG |  |  | Splinted Ligation qRT-PCR RAP2.4-R |
| P5976 | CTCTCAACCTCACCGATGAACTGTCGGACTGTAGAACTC |  |  | Splint RAP2.4 |
| P6263 | AGACGAGCTTAGGGTGTTGC | 101 | 134 nt | qRT-PCR AT1G76410-F (ATL8) |
| P6264 | CGCCACATTTATGACACCTG |  |  | qRT-PCR AT1G76410-R (ATL8) |
| P6012 | TCAGCGTTAAACTCGTCGTAGCAA | 95 | 88 nt | qRT-PCR AT5G49450-F (bZIP1) |
| P6013 | AACGCGGGTCTTAGATCGGAGAAG |  |  | qRT-PCR AT5G49450-R (bZIP1) |
| P5329 | CAGGTATCGCTGACCGTATGAG | 99 | 146 nt | qRT-PCR ACT2 F |
| P5330 | CATCTGCTGGAATGTGCTGAGG |  |  | qRT-PCR ACT2 R |
| P5289 | AGTCATCAGCTCGCGTTGAC | 98 | 67 nt | qRT-PCR 18S F |
| P5290 | TCAATCGGTAGGAGCGACG |  |  | qRT-PCR 18S R |
| P5944 | CAGGAACGGAGTCAAGTTTGGA | 93 | 106 nt | qRT-PCR CAB2 F |
| P5946 | TACCATCCACCACAAACACAAACCTA |  |  | qRT-PCR CAB2 R |
| P5709 | CTGTAATCCCTTAGATCTTC | 97 | 183 nt | qRT-PCR GRP7 F |
| P6276 | TCCCCTTGATCTTCCAGTC |  |  | qRT-PCR GRP7 R |
| P5561 | ATTTCGTGACCCGTGATGAT | 98 | 143 nt | qRT-PCR eIF4-A F |
| P5562 | CTCCCTTCACAGCAGATCG |  |  | qRT-PCR eIF4-A R |
| P5103 | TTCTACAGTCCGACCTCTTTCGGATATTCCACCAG | 94 | 133 nt | Splinted Ligation qRT-PCR eIF4-A F |
| P5104 | AGTTGGTAAGCGAGAGTAAAGG |  |  | Splinted Ligation qRT-PCR eIF4-A R |
| P5255 | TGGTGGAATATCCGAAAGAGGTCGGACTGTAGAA |  |  | Splint eIF4-A |
| P5095 | CTGCGACTCAGGGAATCTTCTAA | 99 | 62 nt | qRT-PCR AT5G25760-F (UBC) |
| P5096 | TTGTGCCATTGAATTGAACCC |  |  | qRT-PCR AT5G25760-R (UBC) |

**Supporting References**

1. Schmidt,S.A., Foley,P.L., Jeong,D.-H., Rymarquis,L.A., Doyle,F., Tenenbaum,S.A., Belasco,J.G. and Green,P.J. (2015) Identification of SMG6 cleavage sites and a preferred RNA cleavage motif by global analysis of endogenous NMD targets in human cells. *Nucleic Acids Res.*, **43**, 309–323.

2. Sorenson,R.S., Deshotel,M.J., Johnson,K., Adler,F.R. and Sieburth,L.E. (2018) Arabidopsis mRNA decay landscape arises from specialized RNA decay substrates, decapping-mediated feedback, and redundancy. *Proc. Natl. Acad. Sci. U. S. A.*, **115**, E1485–E1494.

3. German,M.A., Luo,S., Schroth,G., Meyers,B.C. and Green,P.J. (2009) Construction of Parallel Analysis of RNA Ends (PARE) libraries for the study of cleaved miRNA targets and the RNA degradome. *Nat. Protoc.*, **4**, 356–362.

4. German,M.A., Pillay,M., Jeong,D.H., Hetawal,A., Luo,S., Janardhanan,P., Kannan,V., Rymarquis,L.A., Nobuta,K., German,R., *et al.* (2008) Global identification of microRNA-target RNA pairs by parallel analysis of RNA ends. *Nat Biotechnol*, **26**, 941–946.

5. Jeong,D.-H., Schmidt,S., Rymarquis,L., Park,S., Ganssmann,M., German,M., Accerbi,M., Zhai,J., Fahlgren,N., Fox,S., *et al.* (2013) Parallel analysis of RNA ends enhances global investigation of microRNAs and target RNAs of Brachypodium distachyon. *Genome Biol.*, **14**, R145.

6. Jeong,D.H. and Green,P.J. (2012) Methods for validation of miRNA sequence variants and the cleavage of their targets. *Methods*, **58**, 135–143.

7. Llave,C., Kasschau,K.D., Rector,M.A. and Carrington,J.C. (2002) Endogenous and silencing-associated small RNAs in plants. *Plant Cell*, **14**, 1605–1619.

8. Harigaya,Y. and Parker,R. (2012) Global analysis of mRNA decay intermediates in Saccharomyces cerevisiae. *Proc. Natl. Acad. Sci.*, **109**, 11764–11769.

9. Trapnell,C., Roberts,A., Goff,L., Pertea,G., Kim,D., Kelley,D.R., Pimentel,H., Salzberg,S.L., Rinn,J.L. and Pachter,L. (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.*, **7**, 562–578.

10. Trapnell,C., Pachter,L. and Salzberg,S.L. (2009) TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics*, **25**, 1105–1111.

11. Rymarquis,L.A., Souret,F.F. and Green,P.J. (2011) Evidence that XRN4, an Arabidopsis homolog of exoribonuclease XRN1, preferentially impacts transcripts with certain sequences or in particular functional categories. *RNA*, **17**, 501–511.

12. Langmead,B., Trapnell,C., Pop,M. and Salzberg,S. (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.*, **10**, R25.

13. Beauclair,L., Yu,A. and Bouché,N. (2010) microRNA-directed cleavage and translational repression of the copper chaperone for superoxide dismutase mRNA in Arabidopsis. *Plant J.*, **62**, 454–462.

14. Katari,M.S., Nowicki,S.D., Aceituno,F.F., Nero,D., Kelfer,J., Thompson,L.P., Cabello,J.M., Davidson,R.S., Goldberg,A.P., Shasha,D.E., *et al.* (2010) VirtualPlant: A Software Platform to Support Systems Biology Research. *Plant Physiol.*, **152**, 500–515.

# Supplementary material for: RNA degradomes reveal substrates and importance for dark and nitrogen stress responses of Arabidopsis XRN4
**Source:** Nucleic Acids Res. 2019 Aug 20;47(17):9216–30. doi: 10.1093/nar/gkz712
**Supplement:** gkz712_Supplemental_Files

Supplementary Dataset 1. Transcripts differentially accumulating in *xrn4* mutants as compared to WT in polyA+ and polyA- RNA-seq

Supplementary Dataset 2. Endogenous substrates of Arabidopsis XRN4

Supplementary Tables, Figures and Experimental Procedures

How the deposited data were processed for this re-analysis (not part of the article)

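Seedlings of WT (Col-0), *xrn4-5* and *xrn4-6* were 14 days old, and their RNA was separated into polyA+ and polyA- fractions. The 22 libraries analysed here comprise 12 RNA-seq libraries, 8 PARE libraries and 2 C-PARE libraries. Samples were assigned to genotype, fraction and replicate from their labels and the library identifiers in the supplementary procedures.

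For RNA-seq, the authors trimmed the reads, aligned them to TAIR10 with TopHat and pooled the replicates of each condition in Cuffdiff, and the deposited values are its expected counts per gene, scaled between libraries, with a variance beside each. There were 33554 genes in the table, of which 26684 were nuclear protein-coding genes, 279 were chloroplast or mitochondrial genes and 747 had no entry in the reference annotation. Beside the counts, 18 further columns were not used here.

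For PARE and C-PARE, the authors trimmed the reads to 20-nt tags and collapsed identical tags, and the deposited values are counts of each tag per library, not matched to the genome and not normalized. The authors also deposited a table of cap-site positions, which per the supplementary procedures are the C-PARE MaxSeqs that passed their abundance and share criteria at the same position in both C-PARE libraries.

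The reference used here was TAIR10.1 with its annotation, and all coordinates come from matches to that build. Tags were matched without mismatch, those with over 20 genomic hits were left out, and 1 transcript per gene was used, 27399 in all, with 100 nt of upstream sequence. Where the sequence that the authors' table gives for a cap site lay at another position of the reference transcript, the transcript start was moved so that the sequence has the position stated in the table. The totals of tags matched here and the totals in the paper's library statistics were compared, and the TP20M values use the paper's.

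The thresholds were those of the paper. MaxSeqs that several transcripts share were counted for each of them, where the paper takes non-redundant ones, so that the 796 polyA+ and 1191 polyA- substrates hold 786 and 1175 distinct MaxSeqs. The 3′ fragments were limited to transcripts with a cap site, which the paper does not state. A decapped substrate needed a MaxSeq of 10 TP20M or more, 5% or more of the transcript's tags, 5 times the WT MaxSeq and the exact cap site in both mutants. A 3′ fragment needed a MaxSeq of 20 TP20M or more, 5% or more of the tags and 2 times the WT MaxSeq, at the same position of the coding region or 3′ UTR in both mutants and away from the cap site. A miRNA site needed 10 TP20M and 1.5-fold over WT in both mutants, over the site and 1 nt on either side. RNA-seq genes needed 100 counts in WT or in both mutants, and a fold change of 2. The paper's filters on RPKM and on Cuffdiff's adjusted p were not applied to them.

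Counts at cap sites were compared between 2 *xrn4* and 2 WT libraries with edgeR 4.0.16 (quasi-likelihood test, genome-matched totals as library sizes, no TMM factors, cap sites with 10 or more tags over the 4 libraries), and the difference between fractions was tested as an interaction over the 8 libraries. DESeq2 1.42.0 was used as an alternative. limma 3.58.1 is loaded by edgeR, and R was version 4.3.3. All other steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Adjusted p-values are by Benjamini-Hochberg, the threshold was 0.05 and the tests are two-sided. Intervals of shares are Wilson 95% intervals. A fold change against WT libraries with 3 counts or fewer is a lower bound with WT set to 3.

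The tests were tested on simulated data with 200 changed sites or genes. With 2 libraries against 2, edgeR recovered 25.1% of the changed polyA+ cap sites and 54.8% of those changed by 8-fold or more, with 0 false calls among 49, and 43.0% and 84.9% of the polyA- ones, with 6 false calls among 89. These tables changed few cap sites, in both directions, from the mean of all 4 libraries. In the data, 94.1% of the polyA+ and 99.96% of the polyA- cap sites had a log2 fold change above 0. The rates therefore do not describe the test under so broad a rise or with WT counts near 0. For the miRNA sites it recovered 61.0% with 3 false calls in polyA+ and 89.5% with 1 in polyA- tables. The test of the log ratio of RNA-seq counts recovered 46.0% in polyA+ and 52.5% in polyA- tables, with 16 and 11 false calls.

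The depth of each library is given with the experiment it belongs to. It limits the polyA- PARE comparisons most, where the median decapped substrate had 3 tags in each WT library. The mutants have 1 PARE library each per fraction, so an effect of an allele and of a library cannot be separated, and tests treat the 2 alleles as 1 group.

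The genes named are those that the paper names for its RNA-seq or PARE data, the sites of Supplementary Table S3 and, for each count, the 3 with the largest fold change in the lower mutant among those with 100 tags or counts in each mutant. Names outside this rule are marked as chosen after their values were seen. Alternatives tried were other scalings, thresholds and count minimums, other pairings of WT libraries, other positions, and each library left out in turn.

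Lists of NMD, carbon, nitrogen and other responsive genes and the GO annotation were not analysed here, and no overlap test was run on Supplementary Dataset S2, which was used here in part. Northern blots, growth assays and RNA half-lives were not analysed here.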

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

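Of the tests in this part, the 4 on the difference between the fractions and the 2 on windows along the transcript were chosen only after the result was seen.

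The first result is a difference between the fractions. In the edgeR fit over all 8 PARE libraries, the effect of *xrn4* was larger in polyA- than in polyA+ RNA at 519 of 10247 cap sites at an adjusted p under 0.05. It was larger in polyA+ RNA at 1 cap site, that of *PEX22*, named after its values were seen. At an unadjusted p under 0.05, the numbers were 1755 and 61. The median log2 difference was 1.62, and 70.7% of the cap sites had a larger fitted effect in polyA- RNA. WT counts near 0 in polyA- RNA argue for caution, since they inflate fitted effects. Among the 759 cap sites with 100 tags or more in each fraction, 328 were called larger in polyA- and 0 in polyA+ RNA. With the polyA- WT counts raised to 3, the calls were 191 and 2, which argues against near-0 counts as the whole cause. With TMM factors over the cap sites, 70 cap sites were larger in polyA- and 3 in polyA+ RNA. These factors shift the median log2 fold change by -2.66 in polyA+ and by -1.34 in polyA- RNA. That favours a larger effect in polyA- RNA by construction, so this fit cannot decide on the scaling. The median log2 difference was 2.12 without polyA- WT replicate 1 and 1.64 without polyA- WT replicate 2, so neither polyA- WT library alone makes the difference. It was 1.68 without polyA+ WT replicate 2, and dropped to 0.78 without polyA+ WT replicate 1. What stays open, beside the scaling, is a rise along the whole transcript. In windows 50 to 250 nt after the cap site, the median log2 difference was 1.81 over 10192 transcripts, against 1.62 at their cap sites. The window was called larger in polyA- RNA for 3120 of them and in polyA+ RNA for 13. At their cap sites, these numbers were 516 and 1, and 332 transcripts were called larger in polyA- RNA at both. This is consistent with more tags along the whole transcript in the *xrn4* polyA- libraries, and not with a difference limited to the cap site. For the 757 transcripts with 100 tags or more in each fraction and a window, the median was 3.29 at the cap site and 2.18 in the window, and 530 had the larger difference at the cap site, so a part that belongs to the cap site may add to it. A biological difference in the decapping of deadenylated RNA is among the open explanations and was not tested apart from these.

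The second result is a signal at cap sites outside the decapped substrates called here, in polyA+ RNA. Among transcripts that are not decapped substrates, 5043 of 8595 cap sites (58.7%) were higher in *xrn4* and 42 were lower at an adjusted p under 0.05 from edgeR, with a median log2 fold change of 2.97. In windows 50 to 250 nt after the cap site of the same transcripts, 483 of 8536 (5.66%) were higher and 61 lower, with a median log2 fold change of 0.01. The windows were scaled in the same way, so they argue against more tags everywhere along the transcripts, and against the scaling by genome-matched tags. With WT counts under 3 raised to 3, the ratio was larger at the cap site than in the window for 7586 of them (88.9%), with a median difference of 1.91 on the log2 scale. Capped RNA carried into the *xrn4* libraries would add PARE tags in proportion to the capped RNA at each site. Over 1375 of these cap sites with 1000 or more C-PARE tags in *xrn4-5*, its PARE tags per 100 C-PARE tags ran from 0.461 at the 10th to 19.8 at the 90th percentile, a ratio of 43.0, which argues against it. With TMM factors over all cap sites, which remove part of a shared rise by construction, 659 were higher and 666 lower in polyA+ RNA. As a hypothesis, decapped intermediates may build up in *xrn4* for many transcripts that the criteria on the MaxSeq leave out. It was found and tested on the same libraries, with 1 library per mutant.

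The third result is the same signal in polyA- RNA. Outside the decapped substrates, 3942 of 4034 cap sites (97.7%) were higher in *xrn4* and 0 were lower, also at an unadjusted p under 0.05. The median cap site had 22 tags over the 4 libraries, so the fitted median log2 fold change of 5.69 rests on WT counts near 0. In the windows of the same transcripts, 1980 of 3643 (54.4%) were higher and 0 lower, with a median log2 fold change of 1.96. With WT counts under 3 raised to 3, the ratio was larger at the cap site for 2196 transcripts (60.3%), by a median of 0.29. A rise at the cap site and a rise of tags along the whole transcript cannot be told apart in polyA- RNA, since the few WT tags leave the size of both unknown.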

How the results depend on the processing

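Except where stated, the alternatives were chosen before the data were examined, and each changed 1 choice. A count was taken as kept within 1.5 times its main value, a test by its direction and side of the threshold, and any other value within 1 SD of the replicates. For the 45 results that answer a comparison, 131 of 230 values under an alternative were kept, 93 moved, 4 reversed, 1 lost its adjusted p under 0.05 and 1 gained one. Where no cause is given below, the cause was not tested.

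The decapped substrates in polyA+ RNA, 796 in the main setting, were 1333 with 2-fold, 375 with 10-fold and 1347 with fold changes at the cap site itself, as a looser or stricter criterion gives by construction. With 1 library left out, they ran from 857 to 1535, the latter without *xrn4-5*. The 15 of 19 alternatives that kept the count gave 722 to 992. In polyA- RNA, the 1191 substrates were 720 with 20 TP20M, 1006 to 1693 with 1 library left out and 808 to 1693 over all 18 alternatives that kept the count. The polyA- count exceeded the polyA+ count in every setting except 20 TP20M, where they were 720 and 722, and the gap was small with 2-fold (1362 and 1333), with fold changes at the cap site itself (1375 and 1347) and without WT replicate 1 (1006 and 979). Among alternatives chosen after seeing the data, WT MaxSeqs raised to 3 tags gave 796 and 1135, tags matched here as the total 805 and 1186, and unrounded abundances 784 and 1166.

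The 3′ fragments, 374 in the main setting, were 569 over all transcripts and 167 with 5-fold. With 1 library left out, they ran from 368 to 740, with 740 without *xrn4-5* and 706 without *xrn4-6*. The miRNA sites were kept under all alternatives, with 20 to 29 polyA+ sites and 7 to 8 polyA- sites when 1 library was left out. The recomputed cap sites ran from 10128 to 12237. The polyA+ difference in MaxSeq share, 15.3 points, was 26.4 with MaxSeqs of 10 TP20M or more and 17.5 with tags of 1 genomic hit.

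Odds ratios of gene families reversed in 4 cases. With cap sites called by edgeR in place of the substrates, that of *AUX/IAA* in polyA+ RNA was 0.751. With the background limited to 10 TP20M at the cap site in both mutants, which is itself a criterion of the call, that of photosynthesis genes was 0.905 in polyA+ and 0.364 in polyA- RNA (exact test, adjusted p = 0.0458), and that of ribosomal protein genes 0.247 in polyA- RNA. With the same background, *SAUR* in polyA- RNA had 1.96 and no longer passed, and *AUX/IAA* in polyA- RNA gave no finite value, since all members passed. By edgeR calls, ribosomal protein genes in polyA+ RNA had 0.355 and passed (exact test, adjusted p = 0.0140).

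In RNA-seq, a fold change on pooled counts has no replicate test, and each count moved with its threshold by construction. Without a minimum count, elevated transcripts in *xrn4-5*, *xrn4-6* and both were 475, 380 and 216 in polyA+ and 1907, 1862 and 1177 in polyA- RNA, and decreased ones 132, 175 and 48, and 165, 306 and 77. With 500 counts or more, they were 45, 35 and 17, and 216, 278 and 192, with 3, 8 and 1, and 3, 2 and 0 decreased. With 1.5-fold, they were 473, 510 and 249, and 3598, 3640 and 2867, with 66, 135 and 42, and 33, 47 and 15 decreased. Division by the median ratio kept the polyA+ counts and gave 179, 233 and 143 elevated and 32, 41 and 15 decreased in polyA- RNA. The test of the log ratio left 3, 0 and 0 elevated polyA+ transcripts (116, 88 and 49 at an unadjusted p under 0.05), 20, 30 and 16 polyA- ones, and 0 decreased in either fraction (9, 16 and 3, and 8, 4 and 2 unadjusted). The medians over Supplementary Dataset S1, under alternatives chosen after seeing the data, were 1.16 in polyA+ and 1.62 in polyA- RNA after the division, and 1.19 in polyA+ RNA with 100 counts or more.

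At cap sites, TMM factors gave 659 higher and 666 lower in polyA+ and 0 higher (489 at an unadjusted p under 0.05) and 4 lower in polyA- RNA, with median log2 fold changes of 0.50 and 4.45. These factors come from the same cap sites, nearly all above 0, so part of a shared rise is removed by construction. DESeq2 gave 17 lower in polyA+ RNA. Counts within 2 nt gave a polyA+ median of 2.51 and 4 polyA- cap sites lower, and no minimum a polyA- median of 4.45. With 1 library left out, the medians ran from 2.70 to 3.91 in polyA+ and from 5.35 to 6.29 in polyA- RNA. Higher cap sites under the other alternatives, the replicate block aside, numbered 4889 to 6553 in polyA+ and 4478 to 6224 in polyA- RNA.

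With a replicate block that pairs each mutant with the WT library the paper divides it by, 3981 polyA+ cap sites were higher and 10 lower, and 3830 polyA- ones were higher and 0 lower. The block takes 1 of the few degrees of freedom. The deviations of paired libraries had correlations over cap sites of 0.0812 in polyA+ and 0.00649 in polyA- RNA, so these libraries deviate together little. No paired analysis was possible because of pooling for RNA-seq, and DESeq2, a replicate block and leaving out 1 library were for the same reason not run on its counts.

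The interaction of genotype and fraction, under alternatives all chosen after seeing the data, gave 301 cap sites with transcript-matched totals, 73 with TMM factors, 287 with totals from tags away from cap sites and 1336 with counts within 2 nt, against 520. Those larger in polyA- RNA were 300, 70, 286 and 1330. Those larger in polyA+ RNA were 3 with TMM factors and 6 within 2 nt. The difference in tags at codon position 1 was 0.261 points in polyA+ and -22.5 in polyA- RNA when no limit was set on the tags counted at 1 position, where single positions outweigh the rest. The polyA+ difference before stop codons was -0.244 with all tags pooled.

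For single genes and libraries, 95 results had 483 values under an alternative, of which 327 were kept, 151 moved and 5 lost their adjusted p under 0.05. These 5 were the polyA- cap sites of *RAP2.4*, *DREB1A*, *PSAL*, *SHY2* and *IAA2* with TMM factors. Of 378 values for MaxSeqs, fragments and cleavage sites, 119 moved, 84 up and 35 down, with 0 on the other side of 1 and 3 under 2. Of 25 RNA-seq values, 14 moved down after the division by the median ratio, and *eIF-4A* and *AT7SL* in polyA- RNA came to lie below 1.

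Depth limits the polyA- fold changes, since the WT MaxSeq had 3 tags or fewer for 62.7% of the polyA- substrates in replicate 1 and 60.9% in replicate 2, and the polyA- miRNA sites, of which 18 had 3 tags or fewer in each library.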

Differences from the paper's values

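Of 79 values that the paper states and that were also computed here, 74 lay within 1.5 times the paper's value and 5 did not. These values include 40 library totals, of which 2 lay further apart than that.

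The 3′ fragments in polyA+ RNA numbered 374 here and 568 in the paper. Among the alternatives set before the data were examined, the difference closed over all transcripts (569). The count came within 1.5 times the paper's, without closing the difference, with swapped WT libraries (398), with transcript-matched totals (429), with fold changes at the same position in both libraries (470), without WT replicate 1 (519), without *xrn4-5* (740) and without *xrn4-6* (706). It stayed further away with 5-fold (167), with fragments over 20 nt from the cap site (352) or without WT replicate 2 (368).

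Transcripts decreased in polyA- RNA-seq numbered 5 in *xrn4-6* against the paper's 10, and 2 in both mutants against the paper's 6. None of the alternatives set before the data were examined closed these gaps. The values were 306 and 77 without a minimum count, 2 and 0 with 500 counts or more, 47 and 15 with 1.5-fold, 41 and 15 after division by the median ratio, and 0 and 0 in the test of the log ratio.

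In polyA- PARE WT replicate 2, 3768119 tags matched transcripts here against the paper's 9588868, and 258174 distinct tags against the paper's 555157. No alternative was set for these totals.

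The paper presents *UVH6* as a decapped substrate in polyA+ RNA. Its MaxSeq fold changes here were 3.98 and 7.09, and it was not called in the main setting. It was called with 2-fold, with fold changes at the cap site itself, without WT replicate 1 and without *xrn4-5*.

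The paper names *LHCB3* as an example of a strong decapped intermediate. It was not called here, with MaxSeq fold changes of 1.88 and 2.88 in polyA+ and 6.23 and 4.06 in polyA- RNA. It was called in polyA+ RNA with fold changes at the cap site itself, and in polyA- RNA with 2-fold, with fold changes at the cap site itself, without WT replicate 2 and without *xrn4-6*.

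The paper states that *IAA14* is an XRN4 substrate, and its Supplementary Dataset S2 gives the paper's values of 11 and 12 TP20M in *xrn4-5* and *xrn4-6* for polyA- RNA. Here the cap site had 7 and 8 TP20M, and *IAA14* was not called under any setting run. It was the 1 polyA- entry of the dataset whose mutant values differed, with 1106 of 1107 equal.

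The paper uses *eIF-4A* as a non-substrate in a splinted-ligation RT-PCR of total RNA. Its polyA- MaxSeq fold changes here were 19.7 and 11.5, and it was called as a decapped substrate in polyA- RNA in the main setting and under every other setting run. It was not called in polyA+ RNA.

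Among the miRNA targets, the paper reports decapped intermediates of *GRF3*, *AP2*, *CCS1* and *TCP24* that accumulate in *xrn4*. Tags at these cap sites were higher in both mutants here, but none of the 4 was called in the main setting. *AP2* was called in polyA- RNA without *xrn4-6*, and *TCP24* in polyA+ RNA with 2-fold and with fold changes at the cap site itself. *GRF3* and *CCS1* were not called under any setting run.

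For AT4G32020, the paper states an increase above its threshold in both fractions. Its polyA+ RNA-seq fold changes here were 1.87 and 1.58. Around the start of the *eRF1-1* fragment, the paper reports no C-PARE sequence, and 2 tags in each C-PARE library lay within 5 nt here, with 0 at the position itself.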

Other observations

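Of the tests in this part, the 2 that decide on the median gene in polyA- RNA-seq, with the margin of the first, were chosen only after the result was seen.

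The median gene was higher in *xrn4* than in WT in polyA- RNA-seq, by 1.33 in *xrn4-5* and 1.32 in *xrn4-6*. If polyA+ RNA had been carried into the mutants' polyA- libraries, genes with the highest polyA+ over polyA- abundance would have risen most. Over 10599 genes in 5 groups ordered by that ratio in WT, the median ratio of *xrn4-5* to WT was 1.26 in the lowest group and 1.30 in the highest. The difference of 0.0362 had an SD of 0.0103 over resampled genes, and 0.541 would be needed for carry-over to raise the median gene as observed. The WT polyA- count in both ratios favours a rise, so the small one argues against carry-over as the whole cause. An order by *xrn4-6*, the test set before the result was seen, gave -0.189, and one by WT polyA+ over the geometric mean of the WT and *xrn4-6* polyA- counts gave -0.104. Both include the polyA- level of a mutant, which favours a fall, and were not used to decide. A smaller share of chloroplast and mitochondrial RNA in the mutants would raise every other count. The share of polyA- counts outside the organelles was 1.14 times that of WT in *xrn4-5* and 1.07 times in *xrn4-6*, less than the median gene, which argues against it as the whole cause. The scaling by Cuffdiff could contribute and was not tested, and a wider accumulation of deadenylated RNA in *xrn4* is among the open explanations.

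Whether transcripts whose decapped form accumulates also accumulate as polyA- RNA was tested over transcripts with a cap site and 100 or more counts in WT polyA- RNA-seq. Of 885 decapped polyA- substrates, 101 (11.4%) were elevated in both mutants in polyA- RNA-seq, against 173 of 6424 other transcripts (2.69%). The odds ratio was 4.65 (Fisher's exact test, two-sided, p = 3.01e-27). Over 5 strata of the WT count it was 5.05 (95% interval 3.89 to 6.56), which is consistent with the hypothesis. Transcripts are not independent replicates, and the PARE and RNA-seq values each rest on few libraries.

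If XRN4 follows the last ribosome and halts behind one that terminates, tags 16 to 18 nt before stop codons would stand out in WT and fall in *xrn4*. In polyA+ RNA, their abundance relative to the mean of the surrounding window was 1.54 and 1.48 in the WT replicates, 1.05 in *xrn4-5* and 1.13 in *xrn4-6*. The difference of -0.420 exceeded the SD of 0.048 between replicates and has the direction of the hypothesis. With all tags pooled, it was -0.244. At the peak, 16 nt before the stop codon, the values were 2.41 and 1.92 in WT, 1.82 in *xrn4-5* and 1.63 in *xrn4-6*. With all tags pooled, the peak was 2.32 and 1.68 in WT, 2.27 in *xrn4-5* and 1.94 in *xrn4-6*. There both mutants lay between the WT replicates, so a fall at the peak itself depends on the setting. In polyA- RNA, the values 16 to 18 nt before stop codons were 1.64 and 1.05 in WT, 1.12 in *xrn4-5* and 1.31 in *xrn4-6*. The difference was -0.128, over only 100 to 453 stop codons per library. A halt there and none cannot be told apart in polyA- RNA, since the WT replicates lie further apart than the means of WT and *xrn4*. With 2 libraries against 2, no exact permutation test can pass 0.05.

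If exon junction complexes halt XRN4, tags 26 to 30 nt before exon junctions would fall in *xrn4*. In polyA+ RNA, their relative abundance was 2.70 and 2.23 in WT, 1.93 in *xrn4-5* and 2.17 in *xrn4-6*, a difference of -0.416. In polyA- RNA, it was 1.08 and 1.19 in WT, 1.09 in *xrn4-5* and 1.12 in *xrn4-6*, a difference of -0.0338. A fall and no change cannot be told apart in either fraction, since *xrn4-6* and the lower WT replicate lie close together in polyA+ RNA and the polyA- libraries have few tags there.

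If XRN4 trailed ribosomes codon by codon, 1 of the 3 codon positions would hold most of the WT tags. The largest share of a codon position in a polyA+ WT library was 35.4%, which argues against such a pattern being visible in these libraries. The share of codon position 1 was 0.504 points higher in *xrn4* than in WT in polyA+ RNA and differed by -0.830 points in polyA- RNA.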
